# TRF2 couples muscle stem cell identity to regenerative repair

**DOI:** 10.1126/sciadv.aei7316

**Published:** 2026-07-31

**Authors:** Ji-Hyung Lee, Kiran Kumar Nakka, Ryan P. Calhoun, Sarah Hachmer, Adity Gupta, Eric Arreza, Lynn A. Megeney, Patrick Seale, Roger A. Greenberg, F. Jeffrey Dilworth, Foteini Mourkioti

## Abstract

Stem cell–mediated regeneration is essential for tissue integrity. In skeletal muscle, tissue repair largely depends on muscle stem cells (MuSCs), which undergo dynamic cell-state transitions through making precise fate decisions during regeneration. However, the molecular regulators of cell-state conversion in MuSCs remain unclear. Here, we identify a previously unrecognized, noncanonical role for TRF2 in MuSC biology. TRF2 is dynamically regulated upon injury and required to preserve stem cell identity, support reparative myogenesis, and sustain self-renewal. MuSC-specific TRF2 disruption exacerbates muscular dystrophy pathology in mice, recapitulating key features of human disease. Mechanistically, TRF2 associates with regulatory regions enriched for DNA G-quadruplex–forming sequences at lineage-specific genes, sustaining their expression. These findings establish TRF2 as a pivotal regulator of adult stem cell function and tissue-specific regenerative responses.

## INTRODUCTION

Tissue restoration is essential to maintain skeletal muscles after injury. Skeletal muscle regeneration is exclusively achieved by the bona fide resident stem cells known as muscle stem cells (MuSCs), also called satellite cells (*1*). These cells are distinct from other cell types and reside between the sarcolemma and the basal lamina in a quiescent, low metabolic state (*2*). External cues, such as muscle trauma, activate the quiescent MuSCs to undergo rapid expansion and differentiation to reconstruct damaged muscle. During regeneration, a subset of activated MuSCs return to quiescence to replenish the stem cell reservoir, maintaining their quiescent status in homeostatic conditions (*1*). Yet, aging, diabetes, obesity, and several muscle diseases, including muscular dystrophies, are associated with an impaired MuSC function and a substantial decline in skeletal muscle regenerative capacity (*3*). Because MuSCs are essential for muscle maintenance and growth throughout life, exploiting the critical molecular regulators of these cells is vital to harness their remarkable potential for preserving skeletal muscles.

Quiescent MuSCs have been shown to express several molecular markers, including cell surface receptors, adhesion molecules, and transcription factors (*4*). Yet, the regulatory mechanism underlying these marker expressions and the establishment of the quiescent state is still unclear. MuSCs’ ability to undertake different fate choices depends on defined transcriptional hierarchies, posttranslational modification, and epigenetic events that ensure the proper spatiotemporal regulation of distinct genes in quiescence, activation, and differentiation (*4*). The capacity to transition between these different states is critical for achieving successful skeletal muscle repair in the context of disease, physiological aging, or injury-related damage (*5*, *6*). Yet, the cell-autonomous mechanisms through which stem cells maintain, exit, and reestablish their quiescence remain elusive. Moreover, the precise molecular signatures required for MuSCs to transition from quiescence toward reparative myogenesis remain largely unknown.

In this study, we identified a previously unrecognized stem cell function for Telomeric Repeat-binding Factor 2 (TRF2) in preserving MuSC stemness and regulating their regenerative capacity upon muscle damage. Furthermore, we demonstrated that TRF2 reduction in MuSCs from dystrophic mice, a mouse model for the fatal human Duchenne muscular dystrophy (DMD) (*7*), reduces life span and exacerbates disease progression, mirroring the symptoms observed in human patients. Contrary to other adult stem cells (*8*–*11*), we discovered that MuSC response to TRF2 deficiency is independent of telomere dysfunction. Instead, we uncovered that, mechanistically, TRF2 associates with regulatory regions enriched for G-quadruplex (G4)–forming DNA sequences at pivotal stem cell genes, supporting their transcriptional output and progression toward reparative myogenesis. Overall, these data offer valuable insights into the mechanism that governs stem cells in skeletal muscles and reveal a previously unknown noncanonical telomeric role for TRF2 as a nodal regulator of MuSC identity, maintenance, and functionality.

## RESULTS

### TRF2 expression changes dynamically in MuSCs following injury

We first assessed the expression of TRF2 in skeletal muscles and found that it is highly expressed in quiescent MuSCs, as shown by its colocalization with the stem cell marker Pax7 (Fig. 1A). Because TRF2 can be transcriptionally regulated in a context-dependent manner (*12*), we examined *Terf2* expression (the gene encoding for the TRF2 protein) across distinct stem cell states. Live MuSCs were isolated using conventional isolation protocols (fig. S1A) from uninjured skeletal muscles as well as from muscles at defined time points postinjury (Fig. 1B). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis revealed that *Terf2* expression was sharply reduced in MuSCs isolated from 2 and 3 days postinjury (DPI) (Fig. 1C), consistent with a rapid transcriptional adjustment as MuSCs exit quiescence and enter proliferation, as a response to acute muscle damage. By 5 DPI, *Terf2* transcription gradually increased and reached comparable levels with uninjured MuSCs by 14 DPI (Fig. 1C), implying that *Terf2* expression is restored as MuSCs return to a quiescent, self-renewing state within their niche. Analysis of published RNA sequencing (RNA-seq) datasets at early time points postinjury (*13*), independently confirmed *Terf2* down-regulation in nonquiescent MuSCs by 2 DPI (Fig. 1D). Notably, while other telomere-associated proteins (also known as shelterins) were broadly down-regulated in MuSCs located within regenerating muscle tissue (fig. S1, B and C), *Terf2* was uniquely reexpressed in self-renewing MuSCs (Fig. 1C). Consistent with the gene expression data, TRF2 protein levels were significantly reduced in 3-day postisolated MuSCs compared with those in freshly isolated MuSCs (FISCs) (Fig. 1, E and F). This suggests that TRF2 is highly expressed in quiescent MuSCs and down-regulated in proliferating MuSCs. Together, these findings demonstrate that TRF2 undergoes dynamic regulation across distinct stem cell states in skeletal muscles.

**Fig. 1.**
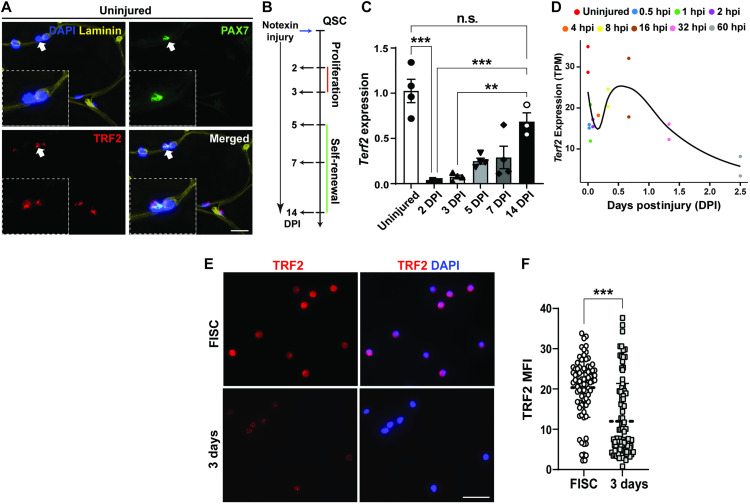
TRF2 is dynamically regulated in MuSCs during regeneration. (**A**) Representative immunofluorescence staining of laminin, Pax7, TRF2, and 4′,6-diamidino-2-phenylindole (DAPI; nuclei) of uninjured tibialis anterior (TA) muscle cryosections. Scale bar, 5 μm. (**B**) Schematic representation of MuSC isolation from TA muscle at uninjured [quiescence MuSCs (QSCs)] and at 2, 3, 5, 7, and 14 days post–notexin injury (DPI). (**C**) Gene expression analysis of *Terf2* (the gene encoding TRF2) from MuSCs isolated at the indicated time points after injury. (**D**) *Terf2* expression analysis in a public dataset (GSE189074) from MuSCs isolated from uninjured, 0.5, 1, 2, 4, 8, 16, 32, and 60 hours postinjury (hpi; *n* = 2 per groups). The *x* axis shows DPI. The *y* axis shows gene expression in transcripts per million (TPM). (**E**) Representative immunofluorescence images of TRF2 and DAPI (nuclei) in either freshly isolated cells (FISCs) or MuSCs maintained in culture for 3 days. Scale bar, 20 μm. (**F**) Quantification of TRF2 mean fluorescence intensity (MFI). *n* = 100 cells from four independent biological replicates. Data are presented as means ± SEM. Statistical analysis was performed using one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test in (C) and a two-tailed unpaired *t* test with Welch’s correction in (F). **P < 0.01; ***P < 0.001; n.s., not significant.

### TRF2 is essential to sustain stem cell population and operates independently of cell death regulation

To investigate the function of TRF2 in MuSC regulation, TRF2-floxed mice were crossed with Pax7^CreERT2^ mice to generate inducible MuSC-specific knockout of TRF2 (referred hereafter as TRF2^MuSC-cKO^) (Fig. 2A). Tamoxifen (Tam) administration efficiently reduced *Terf2* levels in MuSCs, as evidenced by both gene expression analysis (fig. S2A) and protein analysis of isolated MuSCs (fig. S2, B and C). Body weight, muscle mass, and muscle cross-sectional area (CSA) were not affected in TRF2^MuSC-cKO^ mice under steady-state conditions (fig. S2, D to I), indicating that TRF2 deletion in MuSCs does not affect muscles in the absence of injury. Flow cytometry analysis using cell surface markers by two different protocols, either vascular cell adhesion molecule (VCAM)^+^/α7-integrin^+^ or CD34^+^/α7-integrin^+^, revealed a decrease in the number of MuSCs in uninjured TRF2^MuSC-cKO^ muscles (fig. S2, J to M). Immunofluorescence staining on muscle sections (Fig. 2B) corroborated fewer Pax7^+^ cells in TRF2^MuSC-cKO^ muscles at 2 weeks, which was further worsened at 12 weeks post–Tam induction (Fig. 2C). To precisely enumerate MuSCs and gain insights into their properties, we crossed the Pax7EGFP mouse, a dynamic stem cell line that we previously generated (*14*), with the TRF2^MuSC-cKO^ mice (Fig. 2D). Two-photon microscopy was used to image tibialis anterior (TA) muscles, allowing visualization of MuSCs per total tissue volume in their natural muscle environment. The number of MuSCs was significantly diminished in TRF2^MuSC-cKO^ muscles, indicating that TRF2 reduction leads to a decline of detectable enhanced green fluorescent protein (EGFP)^+^ MuSCs (Pax7^+^ cells per muscle volume), even in the absence of injury (Fig. 2, E and F). These findings suggest a decline of stem cells over time under homeostatic conditions. Furthermore, studies have shown that quiescent MuSCs have long cellular protrusions, indicative of their genuine stem cell state, and these protrusions are retracted postinjury as cells shift away from deep quiescence (*15*–*17*). Notably, we found a reduction in the number of MuSC protrusions in TRF2^MuSC-cKO^ TA muscles, as evidenced by their altered morphology (fig. S2N) and a shift toward cell subtypes with fewer protrusions (fig. S2O). These data suggest that TRF2 insufficiency perturbs the stem cell quiescent state, even in the absence of injury.

**Fig. 2.**
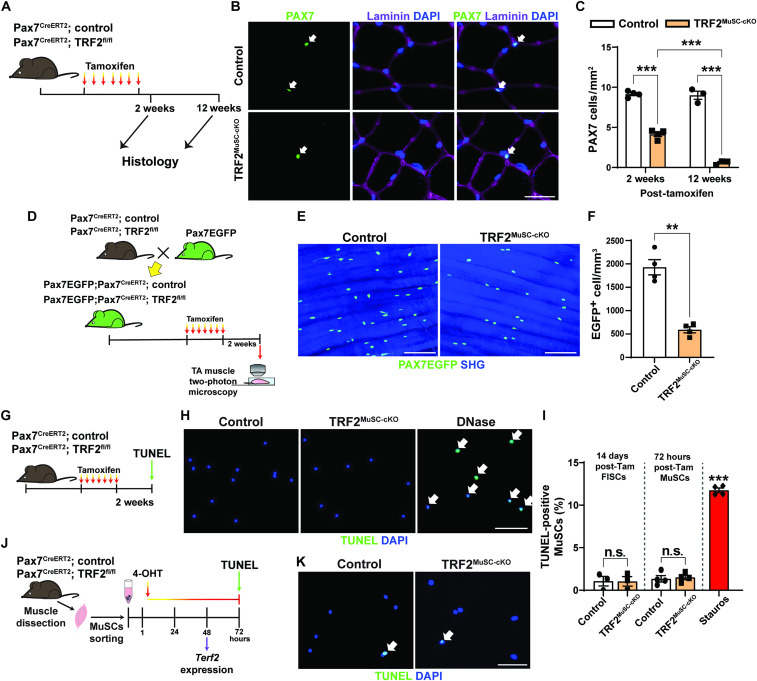
TRF2 is essential to sustain stem cells and acts independently of cell death. (**A**) Experimental scheme for tamoxifen (Tam)–induced deletion of TRF2 in MuSCs. (**B**) Representative immunofluorescence images of Pax7, laminin, and DAPI in TA muscle sections from control and TRF2^MuSC-cKO^ mice. White arrows indicate Pax7^+^ cells. Scale bar, 20 μm. (**C**) Quantification of Pax7^+^ cells normalized to fiber area at 2 and 12 weeks after Tam administration. (**D**) Breeding strategy used to generate Pax7EGFP/TRF2^MuSC-cKO^ mice. (**E**) Representative two-photon microscopy images showing Pax7EGFP and second harmonic generation (SHG) signals in controls and TRF2^MuSC-cKO^ muscles. Scale bars, 100 μm. (**F**) Quantification of EGFP^+^ cells per muscle volume (*n* = 4 mice per genotype). (**G**) Experimental scheme for terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL) analysis of FISCs. (**H**) Representative TUNEL and DAPI staining of control and TRF2^MuSC-cKO^ FISCs. Deoxyribonuclease (DNase)–treated cells served as positive controls. White arrows indicate TUNEL-positive cells. Scale bar, 50 μm. (**I**) Quantification analysis of the % TUNEL-positive MuSCs. The left graphs are from FISCs for the experiment shown in (H), while the middle graphs are for the experiment shown in (K). Staurosporine-treated cells served as positive controls (red). More than 100 cells from three to four independent biological replicates per genotype were analyzed. (**J**) Experimental scheme of 4-hydroxytamoxifen (4-OHT) treatment of isolated MuSCs followed by TUNEL analysis. (**K**) Representative TUNEL and DAPI staining of control and TRF2^MuSC-cKO^ cells MuSCs followed by TUNEL analysis. White arrows indicate TUNEL-positive cells. Scale bar, 20 μm. Data are presented as means ± SEM. Statistical analysis was performed using two-way ANOVA with Tukey’s multiple comparisons test in (C) and two-tailed unpaired *t* tests with Welch’s correction in (F) and (I). **P < 0.01; ***P < 0.001; n.s., not significant.

Because TRF2 deficiency has been linked to cellular apoptosis in other systems (*18*, *19*), we next investigated whether the reduced MuSC population in uninjured TRF2^MuSC-cKO^ muscles is a consequence of cell death. Dead cell analysis using 7-aminoactinomycin D (7-AAD) in freshly isolated cells illustrated that there was no increase in dead MuSCs within TRF2^MuSC-cKO^ muscles (fig. S3, A and B). To further assess programmed cell death, MuSCs were isolated and subjected to terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL) staining to identify apoptotic induction (Fig. 2G). We found that the apoptotic TRF2^MuSC-cKO^ MuSCs were comparable to control MuSCs (Fig. 2, H and I). To rule out that the absence of detectable apoptosis in TRF2^MuSC-cKO^ MuSCs is a false negative due to the unrecognized or lost MuSCs between Tam injection into mice and the completion of the stem cell isolation, we isolated MuSCs from control and TRF2^MuSC-cKO^ mice without Tam administration, allowed them to adhere to plates, and then introduced medium containing 4-hydroxytamoxifen (4-OHT) for 72 hours (Fig. 2J). After confirming that this method leads to efficient abrogation of *Terf2* expression (fig. S3C), TUNEL staining was performed to evaluate the extent of apoptosis (Fig. 2K). In agreement with the findings from FISCs, the apoptotic cell ratio of TRF2 knockout MuSCs at 72 hours postinduction was comparable with control MuSCs (Fig. 2I), supporting that the decreased MuSC number in TRF2^MuSC-cKO^ muscles is not a result of apoptosis. The coimmunostaining of PAX7/cleaved caspase-3 (CC3) on MuSCs (fig. S3D) further substantiated the absence of apoptosis, exhibiting less than 1% of PAX7^+^/CC3^+^ cells in both control and TRF2^MuSC-cKO^ samples (fig. S3E). Last, TRF2 deficiency has been associated with autophagic cell death in other cellular contexts (*20*, *21*). However, induction of autophagy or autophagosome formation was not increased in TRF2^MuSC-cKO^ MuSCs compared with that in controls (fig. S3, F to I). Collectively, these data demonstrate that TRF2 ablation disturbs stem cell quiescence and reduces MuSCs number even under steady-state conditions, without triggering cell death across the cell-death modality tested.

### MuSC-specific deletion of TRF2 severely impairs skeletal muscle regeneration after injury

Because adult MuSCs play a crucial role in repairing muscles after injury (*2*, *22*), we next sought to identify the impact of MuSC-specific TRF2 deletion on skeletal muscle regeneration. To achieve this, we injected notexin, a commonly used myotoxin snake venom, intramuscularly into the TA muscle of control and TRF2^MuSC-cKO^ mice to induce local necrosis (Fig. 3A). We found that muscle mass in TRF2^MuSC-cKO^ mice continued to decline after notexin injury, whereas control mice recovered within 14 DPI (Fig. 3B), indicating a marked impairment in muscle regeneration in TRF2^MuSC-cKO^ mice. Consistently, in contrast to control mice, which successfully reconstituted muscle structure by 14 DPI (Fig. 3C, top), TRF2^MuSC-cKO^ muscles lacked regenerating fibers (characterized by centralized nuclei) at both 5 and 14 DPI (Fig. 3C, bottom), indicating a profound regeneration defect. The absence of newly forming myofibers positive for the embryonic myosin heavy chain (eMyHC) marker at both early and later time points postinjury (Fig. 3, D and E) further supports the conclusion that loss of MuSC-specific TRF2 hinders the formation of differentiated fibers after injury and incapacitates myogenic commitment (fig. S4). In addition, severe tissue fibrosis was observed in TRF2^MuSC-cKO^ muscles at 14 DPI (fig. S5, A and B), suggesting substantial tissue damage and markedly impaired regeneration. We also observed adipose tissue accumulation at the injury site in TRF2^MuSC-cKO^ muscles at 14 DPI (fig. S5, C and D), another hallmark of defective muscle regeneration that resembles the previously reported phenotype of Pax7 knockout mice (*22*, *23*). We next asked whether the impaired muscle regeneration after injury is caused by a proliferation defect in TRF2^MuSC-cKO^ MuSCs. Notably, flow cytometry analysis of muscles at 2 DPI showed that TRF2^MuSC-cKO^ MuSCs expand comparably to control MuSCs (Fig. 3F). 5-ethynyl-2′-deoxyuridine (EdU) incorporation assays after injury likewise showed normal proliferative capacity of TRF2^MuSC-cKO^ MuSCs (Fig. 3G), corroborating the absence of proliferation defect in TRF2^MuSC-cKO^ MuSCs. Together, these data indicate that the regenerative failure caused by TRF2 loss is not due to defective MuSC expansion but instead arises from impaired progression through the myogenic program after injury.

**Fig. 3.**
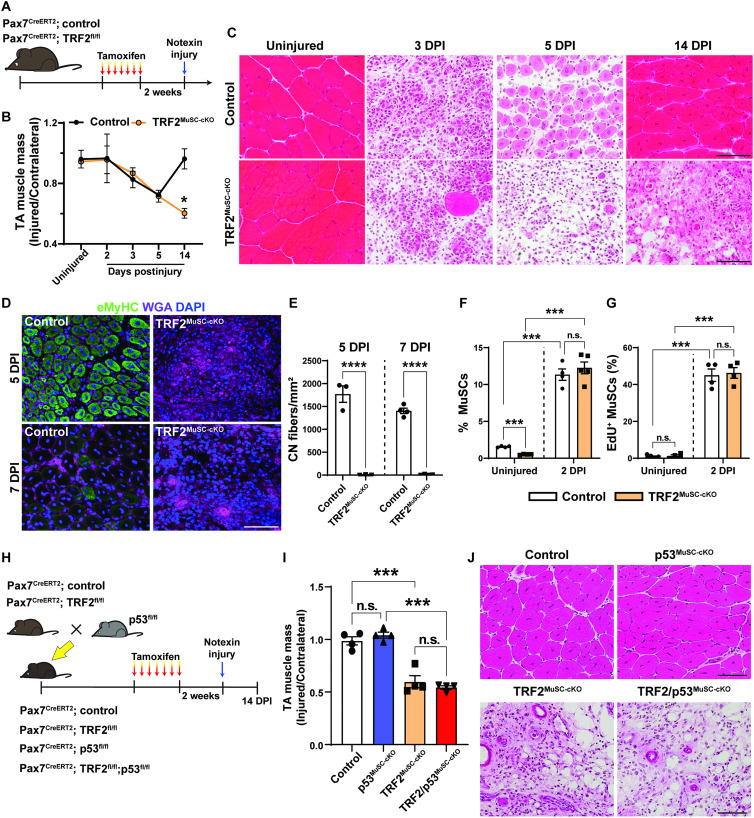
MuSC-specific deletion of TRF2 exhibit severe regeneration defects upon injury. (**A**) Experimental design used to access regenerative capacity in control and TRF2^MuSC-cKO^ muscles following notexin injury. (**B**) TA muscle mass measured at the indicated DPI (*n* = 4 mice per genotype). (**C**) Representative hematoxylin and eosin (H&E) staining of TA muscles from control (top) and TRF2^MuSC-cKO^ (bottom) mice at the indicated DPIs. Scale bars, 50 μm. (**D**) Representative images of newly forming myofibers stained for embryonic myosin heavy chain (eMyHC), nuclei (DAPI), and muscle fiber outlines [wheat germ agglutinin (WGA)] in control and TRF2^MuSC-cKO^ muscles at 5 DPI (top) and 7 DPI (bottom). Scale bar, 50 μm. (**E**) Quantification of centrally nucleated (CN) fibers per square millimeter in regenerating control and TRF2^MuSC-cKO^ muscles at 5 and 7 DPI (*n* = 3 to 4 mice per genotype). (**F**) Percentage of MuSCs in uninjured and 2 DPI muscles and (**G**) percentage of EdU-positive MuSCs (*n* = 4 to 5 mice per group). (**H**) Breeding strategy used to generate control, p53^MuSC-cKO^, TRF2^MuSC-cKO^, and TRF2/p53^MuSC-cKO^ double-mutant mice. Tam administration was initiated at 2 months of age. (**I**) TA muscle mass measured at 14 DPI in the indicated genotypes (*n* = 4 mice per genotype). (**J**) Representative H&E staining of TA muscles at 14 DPI. TRF2^MuSC-cKO^ and p53/TRF2^MuSC-cKO^ muscles exhibit similarly impaired regenerative morphology. Scale bars, 50 μm. Data are presented as means ± SEM. Statistical analysis was performed using two-way ANOVA with Tukey’s multiple comparisons test in [(B), (E), and (I)] and multiple two-tailed unpaired *t* test with Welch’s correction in [(F) and (G)]. *P < 0.05; ***P < 0.001; ****P < 0.0001; n.s., not significant.

p53 deletion has been reported to rescue the dysfunction of alveolar stem cells caused by TRF2 ablation (*8*). To investigate whether p53 deletion in MuSCs could alleviate the severe regeneration defects observed in injured TRF2^MuSC-cKO^ muscles (Fig. 3C), p53-floxed mice were crossed with Pax7^Cre/ERT2^ or TRF2^MuSC-cKO^ mice (referred to as p53^MuSC-cKO^ and TRF2/p53^MuSC-cKO^, respectively) (Fig. 3H and fig. S5E). We then assessed regeneration in p53^MuSC-cKO^ mice by measuring recovered muscle mass (Fig. 3I) and analyzing both the mean and distribution of fiber CSA (fig. S5, F and G). These experiments revealed that p53 depletion alone did not manifest any apparent defect in muscle repair (Fig. 3, I and J; and fig. S5, F to H). p53 deletion in TRF2^MuSC-cKO^ MuSCs was insufficient to restore either the abnormal muscle morphology (Fig. 3J and fig. S5I) or the fat accumulation observed in injured TRF2^MuSC-cKO^ muscles (fig. S5, H and J). These in vivo data further emphasize that, unlike in some other cell types (*8*, *24*), the requirement for TRF2 in MuSCs is not rescued by p53 loss. Collectively, these findings demonstrate that TRF2 expression in stem cells is indispensable for adult muscle regeneration and imply that TRF2 has a distinct function during MuSC-mediated myogenesis.

### TRF2 is required to maintain MuSC stem cell identity, support myogenic commitment, and preserve self-renewal capacity

Defective MuSC function has been linked to impaired expression of stem cell markers (*25*). To define the molecular features of TRF2-deficient MuSCs, we conducted transcriptomic analysis. This analysis revealed minimal variability among intergroup replicates but significant variability (more than 50%) between groups (fig. S6A), indicating marked transcriptional differences between control and mutant MuSCs. 

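The transcriptomes were measured in 16 libraries of MuSCs isolated by fluorescence-activated cell sorting, with 4 libraries each of control and TRF2 MuSC-cKO MuSCs from uninjured muscle and from muscle 3 days after notexin injury (3 DPI). Notexin is a snake toxin that damages myofibers. RNA was depleted of ribosomal RNA and primed at random sites with the CORALL kit, so that reads fall along whole transcripts. The kit adds unique molecular identifiers, but the paper's text does not state whether they were used to collapse duplicate reads, so counting error below covers reads only. The authors trimmed the reads, aligned them to Ensembl GRCm38 with STAR, quantified them with Salmon, and deposited the estimated count of each of 24411 genes in each library, without normalization. A second deposited table holds the same estimates rescaled by transcript abundance to the same library totals. Library totals were 909474 to 1351130 estimated counts in uninjured control MuSCs (median 1310118.5) and 665776 to 976984 in uninjured TRF2 MuSC-cKO MuSCs (median 751744.5). At 3 DPI, totals were 620506 to 1304088 in control MuSCs (median 1072043.5) and 687418 to 862825 in the libraries labelled TRF2 MuSC-cKO (median 823933). At least 19996 genes had a count in 15 of the 16 libraries, and 15387 in the 3 DPI library labelled TRF2 MuSC-cKO replicate 3. No pair of replicates differed by as little as sampling noise, since the lowest ratio of their chi-square statistic to its expectation was 3.09.
The estimated counts were rounded to whole numbers. Genes with low counts were removed with the default filter of edgeR, library sizes were scaled by its TMM method, and groups were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment, each comparison fitted on its own 8 libraries. Genes were called with an adjusted p-value under 0.02, the threshold of the paper's methods, and a fold change over 1.5, the additional threshold of Fig. 4A. Values per library are given as CPM, counts scaled to a common total after TMM, which are relative to the other genes of the same library.
The target gene Terf2, which encodes TRF2, lies on chromosome 8 of GRCm38 from 107069400 to 107096547 on the minus strand. In uninjured muscle, its normalized value was 71.7 ± 11.3 CPM (SD, n = 4) in control and 46.8 ± 14.1 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs, a log2 fold change of -0.62 (standard error 0.27, adjusted p = 0.199 from edgeR's quasi-likelihood test). Each TRF2 MuSC-cKO library was below each control library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). At 3 DPI, Terf2 was at 46.1 ± 6.08 CPM (SD, n = 4) in control libraries and 62.9 ± 30.8 CPM (SD, n = 4) in the libraries labelled TRF2 MuSC-cKO, a log2 fold change of 0.44 (standard error 0.42, adjusted p = 0.755 from the same test). The gene's count does not show which exons the reads cover, so reads from the recombined allele are included. When 1 library, or 1 per genotype, was left out at 3 DPI, the log2 fold change ran from 0.050 to 0.76. The 3 DPI library labelled TRF2 MuSC-cKO replicate 2, at 23.8 CPM, lay below every control library (38.0 to 51.2 CPM). The others with that label, at 56.0 to 96.3 CPM, lay above every control library. Because Terf2 was not lower in the 3 DPI libraries labelled TRF2 MuSC-cKO as a group, the 3 DPI libraries are named by their label.

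**Figure D1:**
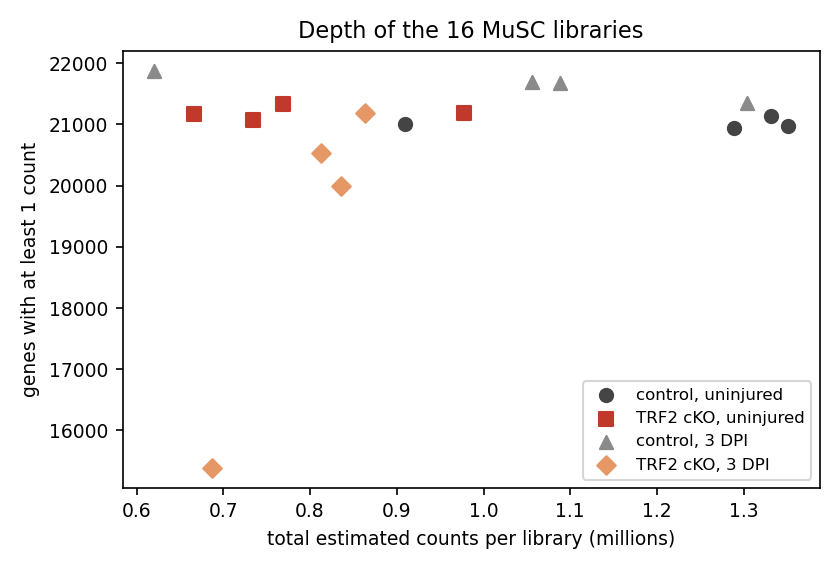
Each point is 1 library, with its total of estimated counts on the x axis and the number of genes with at least 1 count on the y axis, by genotype and injury state. One 3 DPI library labelled TRF2 cKO, at 15387 genes, lies below the other 15.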

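A principal component analysis of the 8 uninjured libraries was run on log2 CPM of the 14048 genes that passed the filter. The first component held 27.6% of the variance and the second 16.0%. All 4 control libraries lay below 0 on the first component, from -42.1 to -8.40, and all 4 TRF2 MuSC-cKO libraries above 0, from 19.1 to 50.4 (exact permutation test of the scores, two-sided p = 0.0286). The second component did not separate the genotypes (exact permutation test, p = 0.571). It set control replicate 3, with a score of 56.9, apart from the other control libraries, which lay between -19.6 and 4.77. The share on the first component moved most, to 46.8%, when variance-stabilized values of the 500 most variable genes were used. Within genotypes, correlations of log2 CPM between pairs of libraries ran from 0.832 to 0.899 in control and from 0.788 to 0.821 in TRF2 MuSC-cKO MuSCs.

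**Figure D2:**
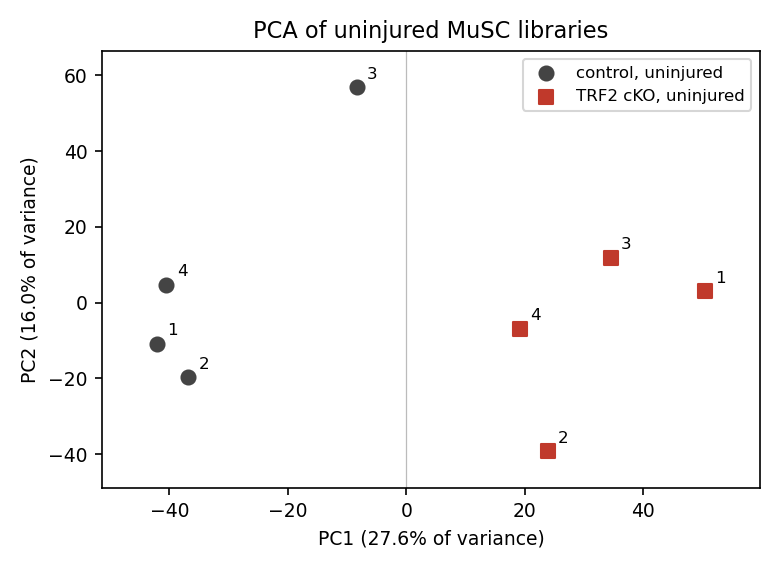
Scores of the 8 uninjured libraries on the first (x axis) and second (y axis) principal components, numbered by replicate. The TRF2 MuSC-cKO libraries lie at 19.1 or above on the first component and the control libraries at -8.40 or below.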

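Between uninjured TRF2 MuSC-cKO and control MuSCs, 370 of the 14048 genes tested were called lower and 82 higher, so that 81.9% of the called genes were lower. At an adjusted p-value under 0.05 without a minimum fold change, 529 genes were lower and 182 higher. Libraries of the 2 genotypes did not overlap in 1633 genes (11.6% of those tested, where chance gives 2.86%). The split depended on scaling, since with library size alone in place of TMM 212 genes were lower and 176 higher, or 54.6% lower. That scaling raised the median log2 fold change of all genes from 0.058 to 0.244. The rescaled table gave the fewest, 11 lower and 6 higher, and a minimum of 10 counts in every library the most higher genes (376 lower and 190 higher). Fits that each left out 1 library called 214 to 488 genes lower and 40 to 86 higher. Of called genes with a mean of at least 1 on the log2 CPM scale and no overlap between genotypes, the largest falls were in Col15a1 (log2 fold change -2.26, standard error 0.22, adjusted p = 1.5e-09 from edgeR's quasi-likelihood test), Sox8 (-2.25, standard error 0.28) and Otoa (-2.15, standard error 0.23). Col15a1, on chromosome 4 from 47208161 to 47313167, fell from 775.7 ± 144.8 CPM (SD, n = 4) to 162.6 ± 54.1 CPM (SD, n = 4). The largest rises were in Dcxr (log2 fold change 2.47, standard error 0.60), Gria3 (2.43, standard error 0.29) and Slc15a1 (2.41, standard error 0.62). Gria3, on chromosome X from 41400854 to 41678601, rose from 23.0 ± 11.3 CPM (SD, n = 4) to 122.0 ± 22.0 CPM (SD, n = 4). Dcxr and Slc15a1 were at 4.01 and 4.15 CPM in control libraries, where counting error is large. Dcxr was no longer called without control replicate 2, control replicate 4, TRF2 MuSC-cKO replicate 3 or TRF2 MuSC-cKO replicate 4. Slc15a1 stayed called only without control replicate 3 or without TRF2 MuSC-cKO replicate 2, among the 8 fits that each left out 1 library. Neither was called by limma-voom, with all 16 libraries in one fit or with the rescaled table, which also no longer called Sox8, and Slc15a1 was not called by limma's robust fit or with the length trend removed.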

We identified 837 up-regulated and 1383 down-regulated genes in isolated TRF2^MuSC-cKO^ MuSCs relative to controls (fig. S6B). Notably, genes involved in stem cell maintenance and/or self-renewal were globally down-regulated in TRF2^MuSC-cKO^ MuSCs (Fig. 4A). These included known stem cell markers (*Pax7*, *Sdc4*, *CD34*, and *Cxcr4*), canonical Notch genes (*Notch2*, *Dll1*, *Hes1*, and *Heyl1*), noncanonical Notch targets [*Ezh1* (*26*) and *Calcr*, which is also a marker of quiescent MuSCs (*27*)], epigenetic regulators (*Sirt2* and *Prmt1*), and extracellular matrix proteins (*Col5a1*, *Col5a3*, and *Col6a1*). Additionally, myogenic factors known to be expressed in both quiescent and activated MuSCs, such as *Myf5* and *Myod1* (*28*–*32*), were also down-regulated (Fig. 4A). 

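All 23 maintenance genes listed in Fig. 4A had a lower estimate in uninjured TRF2 MuSC-cKO MuSCs, with log2 fold changes from -1.72 to -0.45, a median of -1.05 and an unadjusted p under 0.05 in each. Of these, 17 were called lower over all genes tested and 19 were lower when adjusted over the list alone, which is not independent evidence, because the study chose the list on these samples. The genotypes did not overlap in 20 of the 23 genes. As a set, the list was lower than all other genes (camera with a preset correlation, adjusted p = 6.3e-30 over 23 lists), also with fry (adjusted p = 0.00104) and with the correlation estimated from the data (adjusted p = 0.0196). With all 16 libraries in one fit, 6 of the genes were called, and fits that each left out 1 uninjured library called 12 to 19.

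**Figure D3:**
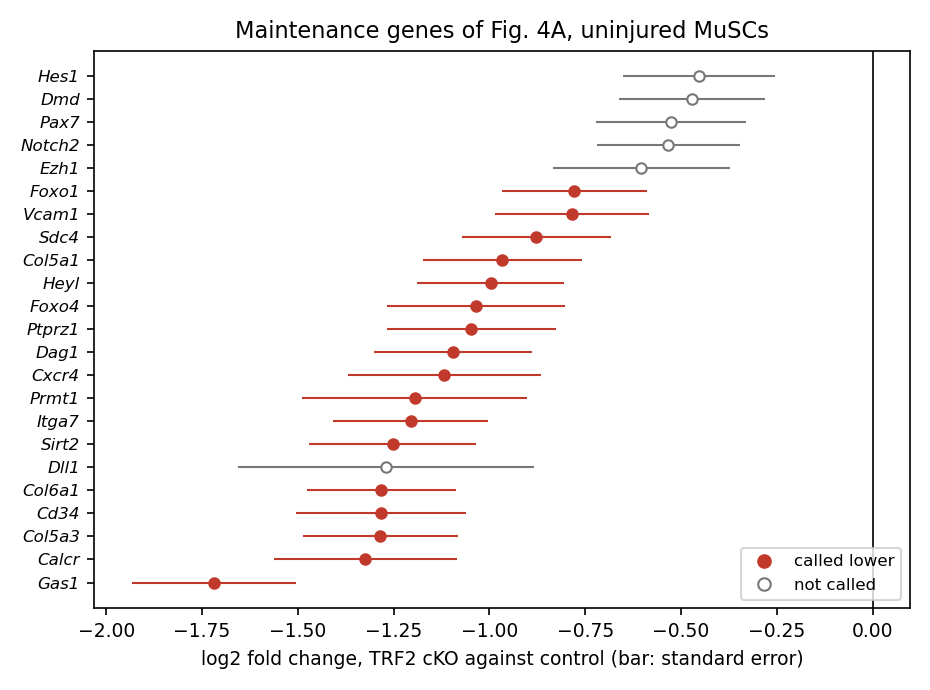
Log2 fold change of each maintenance gene of Fig. 4A in uninjured TRF2 MuSC-cKO against control MuSCs (x axis, points) with its standard error (bars). All 23 points lie below 0, and filled points mark the 17 genes called lower.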

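Pax7, on chromosome 4 of GRCm38 from 139737062 to 139833528, had a log2 fold change of -0.53 in uninjured MuSCs (standard error 0.20, adjusted p = 0.111 from edgeR's quasi-likelihood test) and was not called. The other markers were called, with log2 fold changes of -0.88 for Sdc4 (standard error 0.19), -1.28 for Cd34 (standard error 0.22) and -1.12 for Cxcr4 (standard error 0.25), and adjusted p-values of 0.00309, 0.000171 and 0.00356. Cd34 fell from 192.4 ± 45.3 CPM (SD, n = 4) in control to 79.0 ± 17.5 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs. Sdc4 was no longer called by limma's robust fit, without control replicate 2 or without control replicate 4, and its adjusted p-value ran from 4.5e-05 to 0.0655 over all alternatives. Cxcr4 was no longer called without control replicate 4 or with library size alone. Among the Notch genes, Heyl was called (log2 fold change -0.997, standard error 0.19, adjusted p = 0.000612). Notch2 (-0.53, adjusted p = 0.0894), Dll1 (-1.27, adjusted p = 0.0424) and Hes1 (-0.45, adjusted p = 0.189) were below 0 but not called. Notch2 was called by DESeq2 and when the trend of counts with gene length was removed, with adjusted p-values from 0.00552 to 0.244 over all alternatives. Dll1 was called without control replicate 3 (log2 fold change -1.55), without TRF2 MuSC-cKO replicate 1 (-1.72), by limma's robust fit, without a filter, with a replicate block and with the GC trend removed, and its adjusted p-values ran from 0.00513 to 0.271. Dll1 was counted at 51.5 ± 21.0 CPM (SD, n = 4) in control and 21.2 ± 13.3 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs, and the genotypes overlapped. Ezh1 was not called (log2 fold change -0.60, adjusted p = 0.124), whereas Calcr was (-1.32, standard error 0.24, adjusted p = 0.000307). Calcr lies on chromosome 6 from 3685680 to 3764714 and fell from 150.7 ± 41.9 CPM (SD, n = 4) to 60.5 ± 16.2 CPM (SD, n = 4). Sirt2 (log2 fold change -1.25, adjusted p = 0.000179) and Prmt1 (-1.195, adjusted p = 0.00846) were called lower, the latter not without control replicate 1, control replicate 4, TRF2 MuSC-cKO replicate 2 or TRF2 MuSC-cKO replicate 4, by limma's robust fit or with library size alone. The collagen genes Col5a1, Col5a3 and Col6a1 had log2 fold changes of -0.97, -1.28 and -1.28 and adjusted p-values of 0.00212, 4.4e-05 and 2.3e-05. Col5a1 was no longer called without control replicate 4 or by limma's robust fit. With all 16 libraries in one fit, Sdc4, Cxcr4, Calcr, Sirt2, Prmt1, Col5a1 and Col6a1 were no longer called, and with the rescaled table none of these 10 genes was. Their log2 fold changes with that table still ran from -1.39 to -0.91, with adjusted p-values from 0.0255 to 0.102 in edgeR's quasi-likelihood test. In every gene called here, each TRF2 MuSC-cKO library was below each control library (exact permutation test, two-sided p = 0.0286).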

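Of the 18 myogenic genes listed for uninjured MuSCs in Fig. 4A, all had a lower estimate in TRF2 MuSC-cKO MuSCs, with a median log2 fold change of -0.80. Of these, 11 were called lower and 16 were lower when adjusted over the list alone, again a list chosen on these samples. With library size alone as the scaling, 6 were called, and 2 with all 16 libraries in one fit. Fits that each left out 1 library called 6 to 14. Myf5, on chromosome 10 of GRCm38 from 107482908 to 107486134, was at 243.9 ± 46.4 CPM (SD, n = 4) in control and 144.7 ± 50.3 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs (log2 fold change -0.76, standard error 0.22, adjusted p = 0.0266 from edgeR's quasi-likelihood test). It was not called, and the genotypes overlapped. It was called without TRF2 MuSC-cKO replicate 4 (log2 fold change -1.03), without control replicate 3 (-0.92), by limma-voom, by DESeq2, with no filter or a filter of at least 10 counts, with a replicate block, and with the GC or the length trend removed, and its adjusted p-values ran from 0.00482 to 0.205 over all alternatives. Myod1, on chromosome 7 from 46376474 to 46379099, was called lower, at 98.3 ± 21.4 CPM (SD, n = 4) against 44.2 ± 15.8 CPM (SD, n = 4) (log2 fold change -1.14, standard error 0.27, adjusted p = 0.00528). The fits without control replicate 1, without TRF2 MuSC-cKO replicate 3 and without TRF2 MuSC-cKO replicate 4 no longer called it, with log2 fold changes of -1.09, -1.07 and -1.03, nor did limma's robust fit, library size alone, the rescaled table or the fit of all 16 libraries. Myog was called lower (log2 fold change -2.04, standard error 0.44, adjusted p = 0.00252), from a level of 47.3 ± 22.7 CPM (SD, n = 4), but not without control replicate 1 (-1.82), by limma, by limma-voom, with the rescaled table or with all 16 libraries in 1 fit. Des was not called (log2 fold change -0.68, standard error 0.19, adjusted p = 0.0264), although its libraries did not overlap between genotypes. It was called without control replicate 3 (log2 fold change -0.81), by limma, limma-voom and DESeq2, without a filter, with a replicate block and with the GC trend removed, and its adjusted p-values ran from 0.0012 to 0.126.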

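Gene families and lists written before the counts were examined were tested as sets in uninjured MuSCs, because the KEGG and GO libraries of the paper's methods were not used here. A set test asks whether a list shifts as a whole, whereas the paper looked for pathways enriched among its lower genes. By calls, 370 of all 14048 genes tested were lower, against which the calls per list can be read. The 24 genes of the focal adhesion plaque were lower as a set (median log2 fold change -0.21, or -0.27 relative to the median of all genes, camera adjusted p = 0.00307 over 23 lists), and 6 of them were called lower. This list did not pass an adjusted p-value of 0.05 with fry (0.0522) or with an estimated correlation (0.309). The 26 integrins went the other way (median relative to all genes 0.53, camera adjusted p = 0.0301), with 2 called lower and 1 higher. Of the 42 collagens tested, 9 were called lower and 2 higher, and the family did not shift as a set (camera adjusted p = 0.507). Nor did the 11 laminins (adjusted p = 0.532), 1 of which was called lower. Tight junction genes were not lower. All 9 claudins tested had an estimate above 0 (median relative to all genes 0.60, camera adjusted p = 0.0301) with none called and 2 at an unadjusted p under 0.05, and the 15 other tight junction genes did not shift (adjusted p = 0.228). The rises of integrins and claudins passed 0.05 with fry (adjusted p = 0.0259 and 0.00947) and did not with an estimated correlation (adjusted p = 0.183 and 0.132). The integrins also did not pass it without control replicate 2, control replicate 3 or TRF2 MuSC-cKO replicate 3, and the claudins without control replicate 2 or control replicate 3, and neither list passed it without a filter on low counts. The 27 genes of the Notch pathway had a relative median of -0.19 (camera adjusted p = 0.107). That median ran from -0.26 to -0.046 across fits that each left out 1 library. Of 17 alternatives, 15 gave the same result, and the lowest camera adjusted p was 0.033.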

Pathways involved in stem cell niche interactions, including tight junctions, focal adhesions, and extracellular matrix–receptor interactions, were likewise down-regulated (Fig. 4B). These pathways are known to support stem cell maintenance and self-renewal (*33*, *34*). Unbiased Gene Ontology (GO) analysis further corroborated that genes associated with skeletal muscle development were significantly down-regulated (Fig. 4C and fig. S6, C and D), suggesting that TRF2^MuSC-cKO^ MuSCs lose their myogenic stem cell identity without evidence for activation of alternative lineage programs (fig. S6, C to F). 

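Of 120 genes read from the muscle development network in fig. S6C, 116 were tested in uninjured MuSCs. The network was lower as a set (median log2 fold change -0.57, camera adjusted p = 1.1e-12, fry adjusted p = 0.000464, adjusted p = 0.0196 with an estimated correlation), with 28 genes called lower and 4 higher over all genes tested. Adjusted over the list alone, 45 were lower and 22 higher. The figure's genes were picked by the study as changed on these libraries, so the test describes the list and is no independent evidence. With all 16 libraries in one fit, 9 were called lower. From the lower expression of muscle development genes, the paper proposes that TRF2 MuSC-cKO MuSCs lose their myogenic stem cell identity, without evidence that another lineage program is activated.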

Last, lineage-tracing analysis using TRF2^fl/fl^; R26^tdTomato^; Pax7^CreERT2^ mice, in which TRF2-deleted MuSCs are simultaneously labeled by tdTomato expression, ascertained that the fat accumulation in TRF2^MuSC-cKO^ muscle is not a consequence of trans-differentiation of MuSCs into adipogenic cells, as demonstrated by the lack of tdTomato expression in perilipin-positive adipocytes (fig. S6, G and H).

**Fig. 4.**
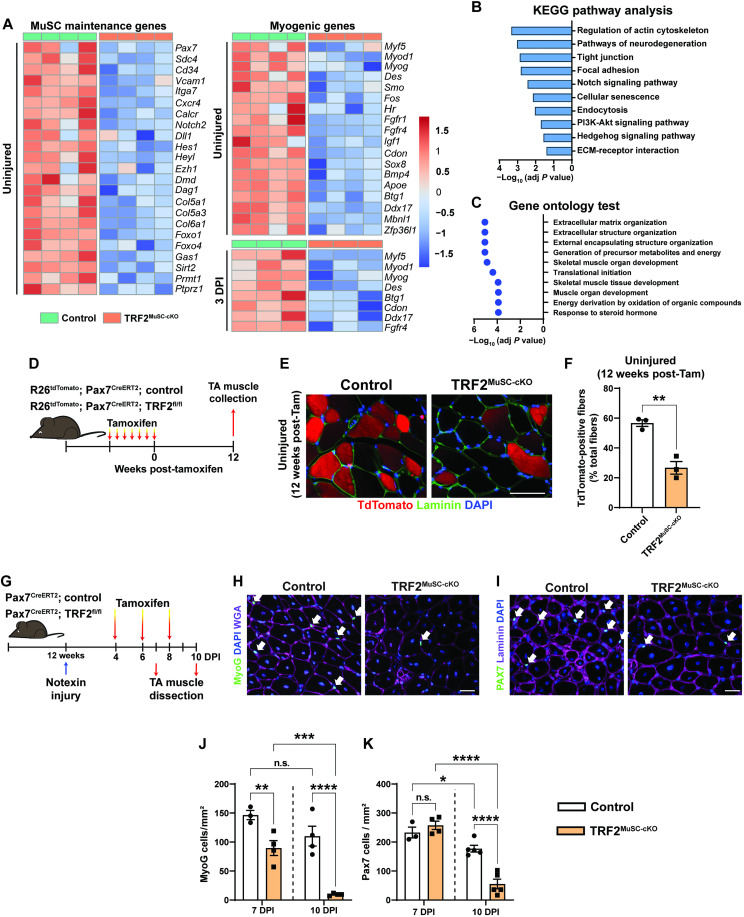
TRF2 preserves MuSC stem cell identity and maintains myogenic commitment and self-renewal. (**A**) Heatmaps showing genes involved in MuSC maintenance and myogenic genes. Differentially expressed genes (DEGs; adjusted *P* < 0.02, fold change of >1.5) in TRF2^MuSC-cKO^ MuSCs relatively to controls are displayed. Color scale represents relative expression (*z*-score) for each marker gene. (**B**) Top enriched pathways identified by Enrichr analysis using the “KEGG_2021_Human” gene-set library. ECM, extracellular matrix; PI3K, phosphatidylinositol 3-kinase. (**C**) Gene Ontology (GO) enrichment analysis of DEGs in uninjured TRF2^MuSC-cKO^ MuSCs compared with those in control. (**D**) Experimental scheme for lineage tracing in control and TRF2-deficient Pax7-lineage mice carrying the *R26*^tdTomato^ reporter. (**E**) Representative immunofluorescence images of uninjured TA muscles collected at 12 weeks post–Tam administration and stained for tdTomato, laminin, and DAPI. Scale bar, 50 μm (**F**) Quantification of tdTomato^**+**^ fibers as a percentage of total myofibers in control and TRF2^MuSC-cKO^ muscles. (**G**) Experimental design used to access MuSC self-renewal following injury. (**H**) Representative TA muscle sections stained for MyoG, DAPI, and WGA in control and TRF2^MuSC-cKO^ mice. Scale bar, 20 μm. (**I**) Representative TA muscle sections stained for Pax7, DAPI, and WGA in control and TRF2^MuSC-cKO^ mice. Scale bar, 20 μm. (**J**) Quantification of MyoG^+^ cells per square millimeter at 7 and 10 DPI (*n* = 4 mice per genotype). (**K**) Quantification of Pax7^+^ cells per square millimeter at 7 and 10 DPI (*n* = 4 mice per genotype). Data are presented as means ± SEM. Statistical analysis was performed using two-tailed unpaired *t* test with Welch’s correction in (F) and two-way ANOVA with Tukey’s multiple comparisons test in (J) and (K). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; n.s., not significant.

MuSCs has been reported to contribute to myofiber formation in sedentary conditions, leading to the appearance of tdTomato-labeled myofibers (*35*, *36*). We therefore asked whether the reduced transcriptomic quiescence signature observed in TRF2^MuSC-cKO^ MuSCs translates into functional quiescence impairment. Consistent with previous reports (*35*, *36*), in vivo lineage-tracing assays (Fig. 4D) revealed MuSC contribution to myofibers, as indicated by tdTomato^+^ myofibers (Fig. 4, E and F; and fig. S7, A and B). Intriguingly, TRF2^MuSC-cKO^ mice exhibited a significantly lower frequency of tdTomato^+^ myofibers (Fig. 4, E and F; and fig. S7, A and B), indicating impaired long-term maintenance and/or reduced contribution of TRF2-deficient MuSCs in uninjured muscle. To delineate the cellular mechanism underlying fewer tdTomato^+^ fibers in TRF2^MuSC-cKO^ muscle, we first investigate whether TRF2 ablation induces precocious activation of quiescent TRF2^MuSC-cKO^ MuSCs (fig. S7C). However, aberrant activation was not observed in TRF2^MuSC-cKO^ MuSCs, as evidenced by the comparable number of EdU^+^ MuSCs in control and TRF2^MuSC-cKO^ muscles (fig. S7, C to E). To further define the behavior and fate of TRF2-deficient MuSCs after injury, we examined their kinetics upon exiting from quiescence and assessed senescence. We found that TRF2 loss disrupts proper MuSC activation process but preserved proliferative capacity after activation (fig. S7, F to I), consistent with our in vivo proliferation assay (Fig. 3, F and G).

To explore the ability of TRF2^MuSC-cKO^ cells to return to their stem cell niche, we administrated Tam into postinjured mice during the period in which self-renewal normally takes place during muscle repair (Fig. 4G). We adopted this strategy because TRF2^MuSC-cKO^ muscles lacked regenerating myofibers (Fig. 3, D and E), precluding assessment of niche reentry through standard regenerative readouts. Consistent with the myogenic defect in TRF2^MuSC-cKO^ MuSCs, the number of MyoG^+^ cells, representing differentiated MuSC progeny, progressively declined in mutant muscles (Fig. 4, H and J). We also quantified Pax7^+^ cells located within the basal lamina at 7 and 10 DPI (Fig. 4, I to K). In control muscles, we observed fewer Pax7^+^ MuSCs within the basal lamina at 10 DPI than at 7 DPI (Fig. 4K), consistent with the idea that MuSCs progressively return to quiescence and reoccupy the niche during the later stages of regeneration, in line with previous in vivo studies showing that MuSCs reacquire quiescence after 7 DPI (*37*, *38*). Notably, although TRF2^MuSC-cKO^ muscles exhibited a similar number of Pax7^+^ MuSCs at 7 DPI, this population was significantly reduced by 10 DPI (Fig. 4, I and K). These findings suggest that TRF2-deficient MuSCs fail to maintain their stem cell pool because of defective niche reentry.

Recent studies have shown that MuSCs can undergo direct commitment under homeostatic condition (*39*, *40*). Because our data suggest that quiescent MuSCs do not spontaneously enter the cell cycle, we hypothesized that TRF2-deficient MuSCs instead undergo direct commitment because of an inability to return to quiescence. Notably, the proportion of EdU^+^/MyoG^+^ cells was decreased in TRF2^MuSC-cKO^ muscle at 7 DPI (fig. S8, B and D), whereas the proportion of EdU^+^/PAX7^+^ cells was unaltered (fig. S8, C and D). These results suggest that TRF2 ablation biases MuSCs toward reduced generation of committed myogenic daughters rather than cyclic commitment, abrogating the maintenance of the stem cell population. These findings demonstrate that the reduced tdTomato^+^ fibers in TRF2^MuSC-cKO^ muscle (Fig. 4, E and F) are attributed to a cumulative effect of both impaired long-term maintenance (a self-renewal defect) and reduced contribution of MuSCs to myofiber (a myogenic defect). Last, we also found no signs of increased cellular senescence in TRF2^MuSC-cKO^ MuSCs (fig. S9). Together, these results indicate that TRF2 depletion perturbs MuSC quiescence by selectively impairing activation dynamics without affecting the proliferative capacity of activated MuSCs or promoting senescence. Together, these findings identify TRF2 as a critical regulator of MuSC quiescence maintenance, activation, self-renewal, and both the efficiency and mode of myogenesis while leaving overall MuSC proliferative capacity largely intact.

### Blunted MuSC function in TRF2^MuSC-cKO^ mice is not attributable to telomeric DNA damage responses

Because TRF2 is known to protect telomeres, we investigated whether the severe MuSC defects in TRF2^MuSC-cKO^ MuSCs are associated with telomere dysfunction. TRF2 has been reported to regulate telomere length in various cell lines (*41*–*44*). Thus, we sought to address whether TRF2^MuSC-cKO^ MuSCs have defects in telomere length homeostasis by using the MuQ–fluorescence in situ hybridization (FISH) method (fig. S10A), which was previously optimized and validated specifically for measuring telomere length in scarce populations of delicate stem cells (*45*, *46*). Intriguingly, MuSC telomere length is comparable between controls and TRF2^MuSC-cKO^ cells, both in terms of mean telomere length (fig. S10, B and C) and telomere length distribution (fig. S10D), the latter of which also captures rare cell populations that may be obscured by average-basis analyses. These findings demonstrate that TRF2 is not an essential regulator of telomere length in quiescent MuSCs.

*TRF2* deficiency has previously been shown to initiate DNA damage response (DDR) at telomeres (*47*), typically appearing 24 to 96 hours postinduction and resolved at later time point in mouse embryonic fibroblast (MEF) cultures (*48*, *49*). To accommodate the time frame for telomeric DDR detection, we isolated MuSCs from control and TRF2^MuSC-cKO^ mice at 3 and 14 days postinduction and assessed DDR activation. The immunofluorescence (IF) staining of 53BP1, which is well-established DDR marker (*50*) as well as a classically observed in TRF2-deficient cells preceded telomere fusion (*44*, *51*), identified the absence of DDR activation in TRF2-deletd MuSCs at both 3 and 14 days postinduction (Fig. 5, A and C). Induction of telomeric DNA damage, also known as telomere-induced foci (TIFs), was not detected in TRF2^MuSC-cKO^ MuSCs, as assessed by telomere-FISH combined with 53BP1 (Fig. 5, A to E). This contrasts to TRF2-deleted MEF, where both global and telomeric 53BP1 signals were apparent (Fig. 5, B to E). We also measured phosphorylation of ataxia-telangiectasia mutated (ATM) kinase, an initial event in DDR activation following TRF2 deficiency (*51*, *52*). Intriguingly, ATM phosphorylation was comparable between control and TRF2^MuSC-cKO^ MuSCs (fig. S11, E to H), whereas it was elevated in TRF2-deleted MEFs (fig. S11, F to H). We next investigated additional well-established DDR markers, γH2A.X (*53*), and found that both global and telomeric γH2A.X levels were not affected in TRF2^MuSC-cKO^ MuSCs (fig. S11, I to M). In contrast, TRF2-deleted MEFs showed robust accumulation of γH2A.X TIFs (fig. S11, J to M). To further support the absence of telomeric DNA damage in TRF2^MuSC-cKO^ MuSCs, we isolated MuSCs without Tam administration, cultured them in medium containing 4-OHT for 60 hours (fig. S12A), and measured telomeric DNA damage. Again, both telomeric DDR (fig. S12, C, E, and F) and global DDR (fig. S12G) were comparable between control and TRF2^MuSC-cKO^ MuSCs. This contrasted with TRF2-deleted MEFs, in which robust TIFs formation and global DDR activation were evident at 60 hours after induction (fig. S12, B and D to G). We also observed aberrant chromosome structures, including micronuclei and chromosomal bridges, in TRF2-deleted MEFs, while these abnormalities were completely absent in TRF2^MuSC-cKO^ MuSCs (fig. S12, H and I). Last, analysis of telomere foci number revealed that control and TRF2^MuSC-CKO^ MuSCs have comparable numbers of telomeres, contrary to TRF2-deleted MEFs, in which telomere foci number was significantly reduced (fig. S12J). These findings do not support widespread telomere fusion or canonical chromosome-end dysfunction as the primary basis of the observed phenotype in TRF2-deleted MuSCs. Together, across the time points and conditions assayed, these data indicate that TRF2 deletion does not trigger telomeric DDR activation in MuSCs.

**Fig. 5.**
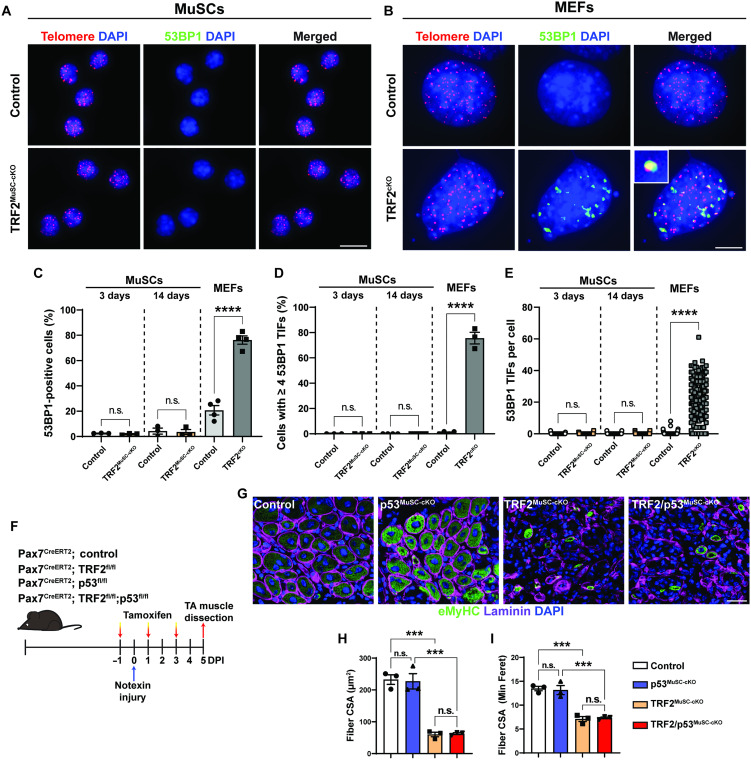
TRF2 deficiency in MuSCs does not induce substantial telomere dysfunction or a p53-dependent regenerative defect. (**A** and **B**) Representative analysis of telomere dysfunction by telomere fluorescence in situ hybridization (FISH) combined with 53BP1 immunostaining in MuSCs (A) and MEFs (B). MuSCs were analyzed 3 and 14 days after TRF2 deletion, whereas MEFs were analyzed at 3 days postinduction. Telomeres are shown in red, 53BP1 in green, and nuclei in DAPI (blue). Insets highlight representative telomere dysfunction-induced foci (TIFs). Scale bars, 5 μm. (**C** to **E**) Quantification of telomere-associated DNA damage, including the percentage of 53BP1-positive cells (C), the percentage of cells containing ≥4 TIFs (D), and the number of TIFs per cell (E). More than 100 cells were analyzed per cell type. (**F**) Experimental design used to access the impact of p53 deletion on TRF2^MuSC-cKO^ mice during the period of DDR activation. Tam administration was initiated at 3 months of age. (**G**) Representative images of newly forming myofibers stained for eMyHC, nuclei (DAPI), and myofiber boarders (laminin) in control, p53^MuSC-cKO^, TRF2^MuSC-cKO^, and TRF2/p53^MuSC-cKO^ muscles. Scale bar, 20 μm. (**H** and **I**) Quantification of regenerating myofiber size measured as CSA (H) and minimal Feret diameter (I). *n* = 3 mice per genotype. Data are presented as means ± SEM. For telomere dysfunction analyses, *n* = 3 mice per genotype were analyzed for control and TRF2^MuSC-cKO^ groups. Statistical analysis was performed using two-way ANOVA with Tukey’s multiple comparisons test in [(C) to (E)] and in [(H) and (I)]. **P < 0.01; ****P < 0.0001; n.s., not significant.

Last, telomere dysfunction and TRF2 deficiency are known to elicit cellular response via p53-mediated pathways (*18*, *50*). However, our data showed that p53 deletion did not restore the regeneration defects caused by TRF2 deficiency in MuSCs (Fig. 3, H to J; and fig. S5, H to J). In actively dividing cultured MEFs, TRF2 deletion triggers ATM/p53-dependent pathway between 36 and 120 hours after induction (*48*). To rule out the possibility that we might have missed the time window in which p53 could rescue the MuSC defects in our previous in vivo experiments (Fig. 3H), we induced TA muscle injury 1 day after Tam administration (Fig. 5F). This design allowed us to assess the regenerative capacity of TRF2^MuSC-cKO^ and TRF2/p53^MuSC-cKO^ mice shortly after the deletion of TRF2 and p53. This analysis further demonstrated that p53 deletion did not rescue the regeneration failure of TRF2^MuSC-cKO^ mice, as shown by the persistent severe reduction in both the numbers and size of newly formed fibers (Fig. 5, G to I).

Collectively, the comparable telomere length, absence of telomeric and global DDR activation, preservation of telomere foci numbers, and independence from the TRF2-p53 axis, together with normal proliferation rates (Fig. 3, F and G) and lack of increased senescence (fig. S9), indicate that the defects observed in TRF2-deficient MuSCs are unlikely to result from a conventional telomeric DDR pathway. Instead, these findings support a model in which TRF2 operates predominantly through an extra-telomeric mechanism in MuSCs during muscle regeneration.

### TRF2 dysregulation in stem cells aggravates disease progression in muscular dystrophy

MuSC dysfunction is a characteristic feature of DMD, a devastating muscle degenerative X-linked genetic disease caused by a genetic mutation in the structural gene *dystrophin* (*7*). A progressive decline in stem cell population and flawed regenerative capacity has been reported in mdx mice (*54*, *55*), a mouse model of DMD that carries a similar dystrophin mutation as patients with DMD. Previous research suggests that, although DMD is initiated by dystrophin deficiency, it progresses as a stem cell disease (*54*, *55*). We therefore investigated TRF2 levels in diseased muscle and discovered that *Terf2* expression was significantly reduced in dystrophic MuSCs (Fig. 6A). In contrast, expression levels of the other two DNA-binding shelterin components, *Terf1* and *Pot1*, remained unchanged (fig. S13A). To determine the consequences of reduced TRF2 in muscular dystrophy, we crossed the conventional mdx^4cv^ mice with TRF2^MuSC-cKO^ mice to generate double-mutant mdx/TRF2^MuSC-cKO^ mice. Cre was activated at 6 weeks of age, and mice were analyzed at later time points (Fig. 6B). Macroscopic observation by 20 weeks of age already revealed that mdx/TRF2^MuSC-cKO^ mice were slightly smaller than controls and displayed a slack posture (Fig. 6C), suggesting the development of pathological features. Unlike the muscle hypertrophy typically observed at early stages in mdx muscles (*56*), mdx/TRF2^MuSC-cKO^ mice exhibited severe muscle atrophy (fig. S13B), consistent with observations in young adult patients with DMD (*7*). Further analysis showed significant reductions in body weight and skeletal muscle mass in mdx/TRF2^MuSC-cKO^ mice compared with those in mdx mice (fig. S13, C to F), further demonstrating that the loss in body weight was largely attributed to muscle loss. To examine survival, we conducted Kaplan-Meier analysis and found that mdx/TRF2^MuSC-cKO^ mice had a significantly shorter life span, with mortality beginning at 12 weeks of age. These mice do not survive beyond 28 weeks of age (Fig. 6D), in contrast to mdx mice that have a life span comparable to that of wild-type mice (*57*). In addition, micro–computed tomography (microCT) analysis revealed severe spinal deformities in mdx/TRF2^MuSC-cKO^ mice (Fig. 6, E and F), known as kyphosis, a hallmark of DMD in patients that is not reproduced in mdx mice (*57*). Because the MuSC number was diminished in TRF2^MuSC-cKO^ muscle (Fig. 2 and fig. S2) and self-renewal was impaired (Fig. 4K), we next examined MuSC abundance during chronic injury in mdx/TRF2^MuSC-cKO^ mice. We found a marked reduction in Pax7^+^ MuSCs, by ∼95%, in mdx/TRF2^MuSC-cKO^ muscles compared with that in mdx mice (Fig. 6, G and H). These findings suggest that loss of TRF2 in dystrophic MuSCs accelerates disease progression. Consistent with this idea, histopathological abnormalities (Fig. 6I) and the percentage of Evans blue dye (EBD)–positive fibers (Fig. 6J), a membrane damage indicator, were both augmented in diaphragm muscles (Fig. 6, K and L), which is the most affected muscles in DMD (*7*). Notably, diaphragm thickness has significantly reduced in mdx/TRF2^MuSC-cKO^ muscles compared with that in age-matched mdx muscles (fig. S13G), indicative of impaired respiratory function. Similarly, increased EBD positivity was observed in the gastrocnemius of mdx/TRF2^MuSC-cKO^ mice (fig. S12, H and I), further suggesting that muscle damage is overall worsened in these mice. Our previous studies showed that telomere attrition aggravates the progression of DMD (*46*, *55*). We therefore asked whether telomere shortening contributed to the worsened phenotype of mdx/TRF2^MuSC-cKO^ mice. Consistent with our earlier data (figs. S10 and S12J), both telomere length and telomere number were comparable in MuSCs isolated from mdx and mdx/TRF2^MuSC-cKO^ mice (fig. S13, J to M). Together, these findings demonstrate that TRF2 deficiency in dystrophic MuSCs exacerbates DMD progression, exhibiting many more clinical signs of patients with DMD, and further highlight the importance of identifying the molecular mechanism by which TRF2 reduction in MuSCs drives such an intense phenotype.

**Fig. 6.**
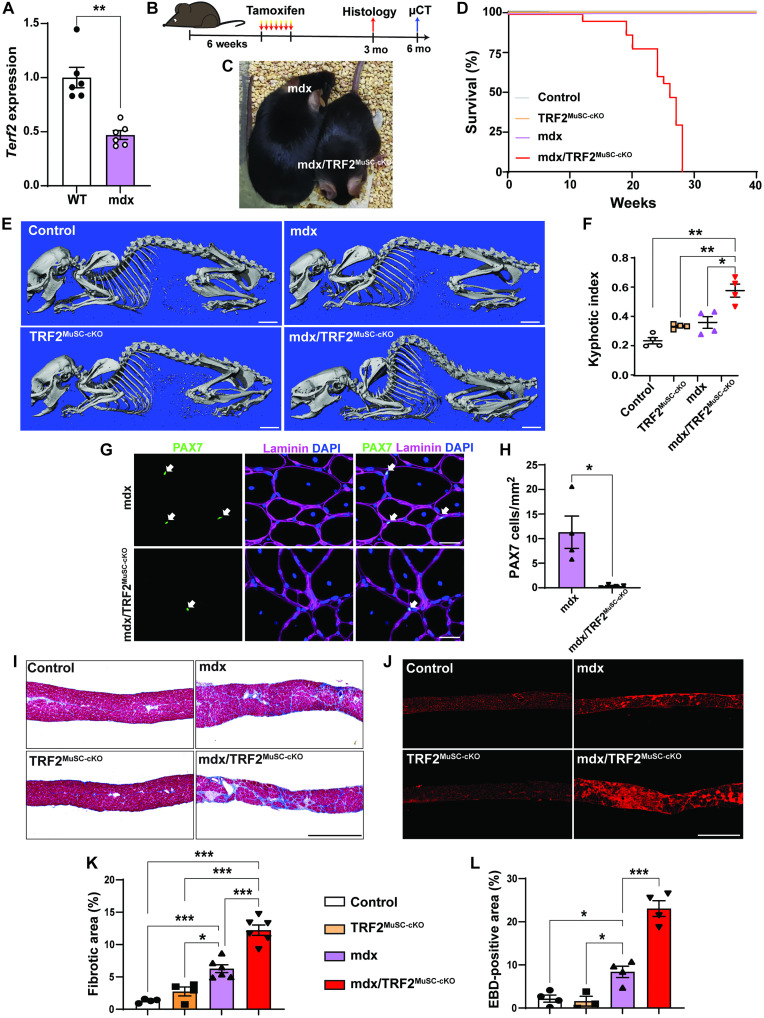
MuSC-specific TRF2 loss exacerbates disease progression and reduces survival in mdx mice. (**A**) *Terf2* expression in MuSCs isolated from control and dystrophic muscles (*n* = 6 mice per genotype). (**B**) Experimental scheme for MuSC-specific TRF2 deletion in mdx mice by Tam administration. mo, months. (**C**) Representative gross morphology of mdx and mdx/TRF2^MuSC-cKO^ mice at 20 weeks of age. (**D**) Kaplan-Meier survival analysis of control, TRF2^MuSC-cKO^, mdx, and mdx/TRF2^MuSC-cKO^ mice. *n* = 15 (control), *n* = 14 (TRF2^MuSC-cKO^), *n* = 21 (mdx), and *n* = 23 (mdx/TRF2^MuSC-cKO^). (**E**) Representative whole-body micro–computed tomography (μCT) images of control, TRF2^MuSC-cKO^, mdx, and mdx/TRF2^MuSC-cKO^ mice. Scale bars, 5 mm. (**F**) Quantification of kyphotic index from whole-body μCT images (*n* = 4 mice per genotype). (**G**) Representative immunofluorescence images of Pax7, DAPI, and laminin (basal lamina) in TA muscles from mdx and mdx/TRF2^MuSC-cKO^ mice. Scale bar, 20 μm. (**H**) Quantification of Pax7^+^ cells in TA muscles (*n* = 4 mice per genotype). (**I**) Representative Masson’s trichrome staining of diaphragm muscles. Scale bar, 500 μm. (**J**) Representative images of Evans blue dye (EBD) uptake as an indication of myofiber damage. Scale bar, 500 μm. (**K**) Quantification of fibrotic area (in blue) (*n* = 4 to 6 mice per genotype). (**L**) Quantification of EBD-positive fibers (*n* = 3 to 4 mice per genotype). Data are presented as means ± SEM. Statistical analysis was performed using two-tailed unpaired *t* test with Welch’s correction in [(A) and (H)] and two-way ANOVA with Tukey’s multiple comparisons test in [(F), (K), and (L)]. *P < 0.05; **P < 0.01; ***P < 0.001.

### Extra-telomeric TRF2 associates with regulatory regions enriched for putative G4-forming sequences at stem cell and early myogenic genes to maintain stem cell identity of the myogenic lineage

It has been suggested that, in addition to its canonical role in telomere protection (*42*, *51*), TRF2 can also bind to nontelomeric DNA, thereby modulating chromatin architecture (*58*–*60*) and transcriptional activities of genes (*61*–*67*). To determine whether the permissive or instructive role of TRF2 in maintaining MuSC stemness is mediated through its nontelomeric function as a transcriptional regulator of stem cell gene(s), we examined genome-wide TRF2 binding in MuSCs using Cleavage Under Target and Tagmentation (CUT&Tag) (*68*, *69*). This population-level chromatin occupancy analysis identified that most of TRF2 binding was associated with telomeres and showed a strong preference for the TTAGGG telomere repeat sequence (fig. S14A), validating the specificity of detectable TRF2-binding sites. We note that CUT&Tag provides population-level chromatin occupancy information and is complementary to single-cell IF/PNA-FISH colocalization approaches. However, we also detected extensive nontelomeric binding of TRF2 at sites distributed across the genome (fig. S14A), consistent with previous reports indicating that TRF2 can occupy extra-telomeric sites (*70*, *71*). Notably, extra-telomeric TRF2 binding occurred predominantly at gene promoters, although substantial binding was also observed within intronic and distal intergenic regions (Fig. 7A and fig. S14B).

**Fig. 7.**
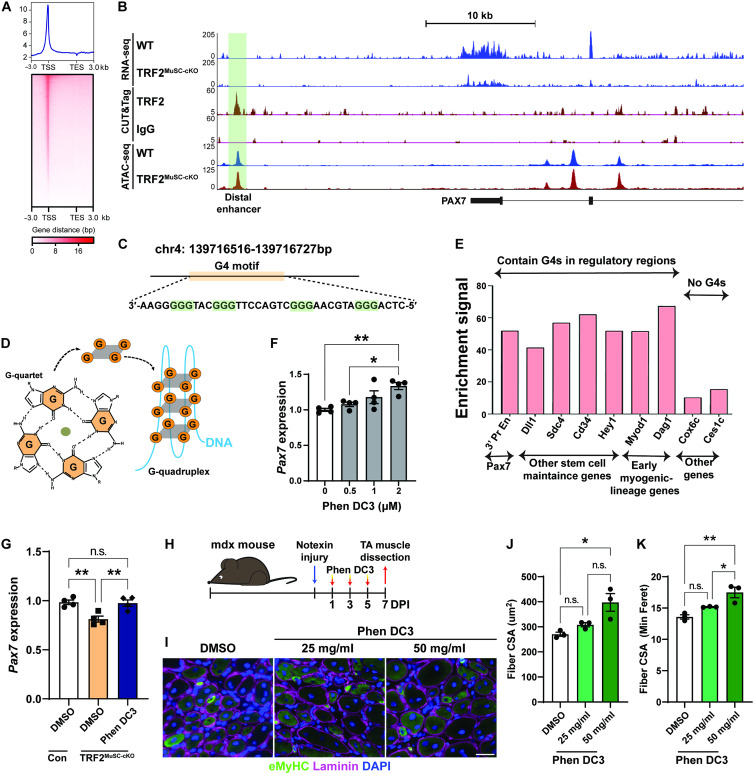
TRF2 maintains MuSC identity by directly regulating stem cell maintenance genes through G4-containing regulatory elements. (**A**) Quality control metrics for CUT&Tag chromatin profiling. bp, base pairs. (**B**) UCSC (University of California Santa Cruz) Genome Browser tracks showing TRF2 occupancy at the *Pax7* locus together with RNA-seq and ATAC-seq profiles from control and TRF2^MuSC-cKO^ MuSCs. The highlighted area in green denotes the TRF2-binding site identified by CUT&Tag. (**C**) DNA sequence of the TRF2-bound regulatory element within the *Pax7* locus containing G4 motifs. (**D**) Schematic of a G-quarter composed of four Hoogsteen–base-paired guanines that stack to form a DNA G4 structure. (**E**) TRF2 binding enrichment at the Pax7 locus and additional down-regulated stem cell maintenance genes. (**F**) qRT-PCR analysis of *Pax7* expression following treatment and increasing concentrations of PhenDC3, a specific G4-stabilizer compound (*n* = 4 per condition). (**G**) qRT-PCR analysis of *Pax7* expression in control and TRF2^MuSC-cKO^ MuSCs treated with PhenDC3 (2 μM) (*n* = 4 mice per genotype and condition). (**H**) Experimental design for PhenDC3 treatment in mdx mice following muscle injury. Mice received PhenDC3 at 1, 3, and 5 DPI, and muscle morphology was assessed at 7 DPI. (**I**) Representative images of regenerating fibers within the injured region. Newly forming myofibers stained for eMyHC, nuclei (DAPI), and myofiber boundaries (laminin) in muscles from mdx mice following treatment with vehicle [dimethyl sulfoxide (DMSO)] PhenDC3 (25 and 50 μg/ml). Scale bar, 20 μm. (**J**) Quantification of myofiber CSA normalized per micrometer tissue and (**K**) the minimum Feret diameter in vehicle-treated (white bars) and PhenDC3-treated (green bars) muscles (*n* = 3 mice per condition). Data are presented as means ± SEM. Statistical analysis was performed using one-way ANOVA with Tukey’s multiple comparisons test in [(F), (G), (J), and (K)]. *P < 0.05; **P < 0.01; n.s., not significant. TSS, transcription start site; TES, transcription end site.

To define the nontelomeric, transcriptional regulatory role of TRF2 in MuSCs and corroborate the differential expression of stem cell genes in TRF2^MuSC-cKO^ MuSCs (Fig. 4A), via TRF2 binding at the nontelomeric cis-regulatory elements, we used an integrative approach combining genomic and transcriptomic analyses. This approach revealed that TRF2 is required for the expression of stem cell–associated genes in MuSCs as ∼45% of the down-regulated genes in TRF2^MuSC-cKO^ MuSCs harbor TRF2-binding sites, compared with only ∼19% of the up-regulated genes (fig. S15A). We next analyzed the DNA sequences underlying the 20,277 TRF2 peaks and observed that ∼50% of the peaks (10,413 peaks corresponding to 8395 genes) contained high-confidence G4-forming sequences, as independently identified by two distinct algorithms (gquad or pqsfinder). G4s are alternative DNA secondary structures that are self-assembled from guanine-rich sequences (*72*). Intriguingly, previous studies have demonstrated that TRF2 associates with DNA-G4s (*59*, *65*, *71*, *73*–*76*). In agreement with these findings, deeper analysis of the direct transcriptional targets of TRF2 in MuSCs, which were also down-regulated in TRF2^MuSC-cKO^ MuSCs (622 genes), revealed that most of the genes (89.7%) contained putative G4 sequences within TRF2-bound regulatory regions (fig. S15B). TRF2 peaks associated with predicted G4 motifs were predominantly found at gene promoters, although it was also present in intronic and distal intergenic regions (fig. S15C). To assess whether TRF2 loss alters chromatin accessibility, we performed assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) in wild-type and TRF2^MuSC-cKO^ MuSCs. Genome-wide comparison revealed that most accessible regions were shared between conditions (35,177 peaks), indicating that loss of TRF2 does not broadly disrupt global chromatin accessibility (fig. S16). We did not observe changes in chromatin accessibility at TRF2 target genes that change their expression upon TRF2 ablation (fig. S16). These findings support a model in which TRF2 contributes to transcriptional output at selected target genes without broadly altering chromatin accessibility at their regulatory elements.

Among the genes identified by these analyses, *Pax7* was particularly notable because of its central role in MuSC identity (*4*, *22*, *23*, *25*, *77*). CUT&Tag revealed TRF2 binding at the *Pax7* locus at an ENCODE-annotated enhancer (Fig. 7B) containing G4-forming sequences (Fig. 7, C and D). ATAC-seq analysis indicated that TRF2 is not required to maintain chromatin accessibility at this enhancer, despite marked changes in gene expression upon its ablation. These findings identify *Pax7* as a TRF2-associated transcriptional target whose expression changes despite preserved chromatin accessibility at the enhancer. 

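In the uninjured libraries, Pax7 was at 1136.7 ± 261.1 CPM (SD, n = 4) in control and 789.7 ± 74.02 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs. The control libraries ranged from 761 to 1358 CPM and the TRF2 MuSC-cKO libraries from 725 to 889.8 CPM, so that the genotypes overlapped (exact permutation test, two-sided p = 0.0857). Fits that each left out 1 library gave log2 fold changes from -0.71 to -0.46. Without control replicate 3 the adjusted p-value was 0.011 in edgeR's quasi-likelihood test, and limma's robust fit on all 8 libraries gave 0.0178. Over all alternatives the adjusted p-value ran from 0.011 to 0.471. By quantitative RT-PCR, a measurement separate from these libraries, the paper reports significantly lower Pax7 in TRF2 MuSC-cKO MuSCs.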

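Of the genes named with Pax7 in Fig. 7E, Dag1 had the highest level in uninjured MuSCs, at 2143.8 ± 348.1 CPM (SD, n = 4) in control and 1004.2 ± 284.5 CPM (SD, n = 4) in TRF2 MuSC-cKO MuSCs. Dag1 lies on chromosome 9 of GRCm38 from 108204634 to 108263958, and was called lower (log2 fold change -1.09, standard error 0.21, adjusted p = 0.000491 from edgeR's quasi-likelihood test), though not with the rescaled table. Hey1, on chromosome 3 from 8663359 to 8667256, was at 83.3 ± 18.3 CPM (SD, n = 4) and 75.8 ± 20.7 CPM (SD, n = 4), a difference within the spread between replicates (log2 fold change -0.14, standard error 0.25, adjusted p = 0.797; exact permutation test, two-sided p = 0.543). Its direction changed, to 0.059, when libraries were scaled by library size alone, and to 0.027 without TRF2 MuSC-cKO replicate 2. Of the 7 genes of the panel, 4 were called lower, Sdc4, Cd34, Myod1 and Dag1, and 5 were lower when adjusted over the list alone.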

*Pax7* was not unique in this respect: Comparable TRF2 enrichment was observed at regulatory regions of multiple down-regulated genes linked to stem cell maintenance (*Dll1*, *Sdc4*, *CD34*, and *Hey1*) and early myogenic-lineage progression (*MyoD1* and *Dag1*) (Fig. 7E). Together, these data support the idea that TRF2 is associated with a broader G4-enriched regulatory network that contributes to MuSC identity and myogenic progression, rather than acting through a single downstream locus.

Emerging evidence from cell lines suggests that G4s can serve as recruitment hubs for regulatory factors that orchestrate cell fate transitions (*59*, *63*, *65*, *71*). Intriguingly, G4s have also been recently shown to be prevalent in enhancers and promoters of lineage-specific transcription factors that maintain human ESCs pluripotency (*78*). We therefore used *Pax7* as a representative TRF2-responsive stem cell gene, given its central role in specifying the myogenic stem cell state (*4*). Because the integrative genomic analyses identified TRF2 occupancy together with G4-forming sequences at the *Pax7* regulatory region (Fig. 7, B to D), we next asked whether pharmacologic modulation of G4 structures would influence expression of TRF2-dependent program in MuSCs. To test this, wild-type MuSCs were treated with PhenDC3 (fig. S17B), a well-characterized modifier of G4 structures (*78*). Under these conditions, PhenDC3 caused a dose-dependent increase in *Pax7* expression (Fig. 7F). We next questioned whether G4 intervention could partially compensate for loss of TRF2. Treatment of TRF2^MuSC-cKO^ MuSCs with 2 μM PhenDC3 (fig. S17B) restored *Pax7* expression to levels comparable to those of control MuSCs (Fig. 7G). As PhenDC3 acts on DNA secondary structure, we considered the possibility that it might influence Cre-mediated recombination at the *Terf2* locus. However, *Terf2* expression was comparable between vehicle- and PhenDC3-treated TRF2^MuSC-cKO^ MuSC (fig. S17C), indicating that the transcriptional effect occurred independently of recombination efficacy. These findings suggest that pharmacologic G4 manipulation can partially restore a TRF2-dependent transcriptional program in MuSCs. To determine whether the effect of G4 modification extended beyond a single locus, we examined additional representative TRF2-bound, G4-motif containing genes, such as *Sdc4* and *MyoD1* (Fig. 7E). Similar to *Pax7*, both genes were down-regulated in TRF2^MuSC-cKO^ cells and were significantly restored by PhenDC3 treatment (fig. S17D). These observations support a broader functional influence of G4 modulation on multiple TRF2-associated loci. Consistent with this broader transcriptional effect, PhenDC3 also attenuated the impaired myogenic commitment of TRF2^MuSC-cKO^ cells (fig. S17E-G). Together, these data support a model in which targeting G4s functionally buffers a broader TRF2-dependent gene network relevant to myogenic lineage progression.

Last, to determine whether modulation of G4 biology could improve regenerative output in vivo, we used the *mdx* mouse model of DMD. Because *mdx* muscles undergo spatially asynchronous regeneration (*79*), we first induced a synchronized localized injury using notexin. PhenDC3 was then administered intramuscularly at 1, 3, and 5 DPI, and muscle regeneration was assessed at 7 DPI (Fig. 7H). Vehicle-treated *mdx* muscles served as controls, allowing direct assessment of PhenDC3 effects in a dystrophic context. PhenDC3 treatment significantly increased the size of newly forming eMyHC^+^ fibers in *mdx* mice compared with those in vehicle-treated controls (Fig. 7, I to K). This experiment provides an in vivo functional evidence that modulation of G4-associated regulation can improve myogenic outcome in a dystrophic setting. Collectively, these results indicate that extra-telomeric TRF2 associates with regulatory regions enriched for predicted G4-forming sequences at pivotal stem cell and early myogenic genes and that modulation of G4 stability functionally influences this transcriptional program and myogenic output.

## DISCUSSION

Binding of TRF2 to telomeric DNA protects mammalian chromosome ends from being recognized as DNA breaks (*80*) and from undergoing end-to-end fusions (*42*, *52*). By suppressing DDR activation at telomeres, TRF2 preserves telomere stability and prevents pathological outcomes associated with telomere dysfunction, including cancer and age-related diseases (*81*). Although the telomere-protective machinery and the role of TRF2 have been studied extensively in cancer cells (*61*, *80*, *82*–*87*) and in a limited number of mammalian tissues (*8*, *19*, *64*, *88*–*90*), its role in muscle injury and regeneration has remained poorly understood. Here, we uncover a mechanism by which TRF2 preserves the myogenic identity of MuSCs through a previously unrecognized extra-telomeric function. Specifically, we discovered that TRF2 occupies regulatory regions of lineage-defining stem cell and early myogenic genes, within a broader G4-enriched transcriptional network that supports the myogenic program. Following injury, TRF2 levels change dynamically as MuSCs exit quiescence and enter the myogenic lineage and later return toward a quiescent state. The upstream injury-responsive pathways that regulate *Terf2* expression remain to be defined, and coordinated regulation of *Terf2* and other MuSC identity genes by broader injury-associated signaling pathways cannot be excluded. Yet, in the absence of TRF2, MuSCs fail to maintain stemness, leading to defective stem cell function and severe regeneration defects after injury (fig. S18).

MuSC-mediated regeneration after acute injury is a highly coordinated process that is essential for preserving tissue integrity after muscle damage caused by trauma or overuse (*91*, *92*). Muscle injury activates quiescent MuSCs, triggering their expansion and entry into the myogenic program. This program governs the balance between proliferation and differentiation and drives the transition from proliferating myoblasts to a syncytial contractile myofibers (*91*). It is well established that the balance between quiescence and proliferation in stem cell populations is tightly regulated as its disruption can lead to excessive cell growth, impaired tissue homeostasis, or defective repair (*1*). However, the exact molecular signatures guiding the shift from quiescence to reparative myogenesis remain incompletely defined (*93*).

Emerging evidence from cancer biology suggests that G4s can function as recruitment hubs for regulatory factors, shape cell-type–specific transcriptomes, and modulate chromatin accessibility during cell fate transitions (*59*, *63*, *65*, *71*). These observations raise the possibility that G4s may represent an additional layer of epigenetic regulation of the transcriptional machinery. Although TRF2 has been previously reported to bind extra-telomeric G4s in cell lines (*59*, *65*, *71*, *73*–*76*), the role of TRF2-G4 interactions in context-dependent transcriptional control has not been established in vivo. Recent work in human ESCs showed that G4s are linked to stem cell pluripotency and that G4 maintenance helps stabilize transcription of genes required for stem cell plasticity (*78*). Yet, how G4s and their associated regulatory factors coordinate tissue-specific stem cell programs remains an unexplored and exciting research area.

Our findings place TRF2 within this emerging framework. We show that TRF2 is dynamically regulated across distinct MuSC states following injury. Genome-wide analysis revealed that extra-telomeric TRF2 peaks are enriched at proximal promoter regions, with additional localization at intronic and distal intergenic elements. Integration of CUT&Tag and RNA-seq datasets further showed that TRF2 occupancy is preferentially associated with genes that are down-regulated upon TRF2 deletion and that these TRF2-bound regulatory regions are highly enriched for G4-forming motifs. Together, these results support a model in which TRF2-G4 interactions contribute to the transcriptional regulation of stem cell genes in MuSCs. Our data are most consistent with a pathway-level role for TRF2 in supporting a G4-dependent transcriptional network, rather than with a model requiring exhaustive biochemical dissection of any single target locus. These data place TRF2 within a broader G4-associated regulatory program that is required to preserve MuSC identity and regenerative competence. In these settings, TRF2 does not act as a classical pioneer factor. The preservation of chromatin accessibility at TRF2-associated target loci, including the *Pax7* enhancer, suggests that TRF2 does not primarily regulate these genes through large-scale chromatin opening. Instead, TRF2 may influence transcriptional output through mechanisms operating downstream or independently of accessibility. Potential mechanisms include recruitment or stabilization of transcriptional coregulators, modulation of enhancer-promoter communication, effects on local DNA topology or higher-order chromatin architecture, regulation of R-loop–associated structures, or control of RNA polymerase II pause-release dynamics. Consistent with this possibility, recent studies have implicated G4-containing regulatory regions in RNA polymerase II pause-release and transcriptional elongation (*94*). Defining which of these mechanisms operates at individual MuSC loci will require dedicated biochemical and structural studies. Regardless of the exact mechanism, TRF2 sustains MuSC quiescence and lineage identity not by preventing cell death or senescence, but by stabilizing the transcriptional state required for stem cell function. Consistent with this view, lineage-traced TRF2-deficient cells persist yet no longer fulfill canonical MuSC criteria.

The findings reported here also broaden the biological significance of extra-telomeric TRF2 activity beyond the settings in which it has previously been described. TRF2 has been implicated in regeneration in liver and lung tissues (*8*, *88*). Liver regeneration was not affected by TRF2 depletion (*88*), whereas lung regeneration was severely impaired after alveolar stem cell–specific TRF2 removal (*8*). In addition, epithelial-specific TRF2 ablation disrupts skin homeostasis (*19*). Although the consequences of TRF2 loss in vivo vary across tissues, DDR activation is a common feature of these TRF2-deficient settings (*8*, *19*, *88*). By contrast, our findings indicate that the regenerative failure observed in TRF2^MuSC-cKO^ muscle is not explained by the canonical telomeric role of TRF2. In MuSCs lacking TRF2, we detected no telomeric or global DDR activation under the conditions assayed, no differences in telomere length, no evidence of widespread telomere fusion-associated dysfunction, no increase in apoptosis or senescence, no dependence on the TRF2-p53 axis, and no defect in proliferation. These observations distinguish MuSCs from tissues in which TRF2 loss primarily causes pathology through telomere deprotection and DDR engagement.

This distinction may be especially relevant in skeletal muscle, a tissue with high regenerative capacity but low carcinogenic potential (*95*, *96*). Although skeletal muscle constitutes a large fraction of the human body mass, primary cancers and metastases are rare in muscle (*95*, *96*), with rhabdomyosarcoma being an uncommon exception (*97*). Likewise, cancer cachexia reflects systemic tumor-driven wasting rather than malignant transformation of muscle itself (*98*). It is therefore plausible that skeletal muscle handles pathways linked to telomere protection, cell fate, and tumor suppression differently from highly proliferative tissues. MuSCs are long-lived stem/progenitor cells with strong self-renewal capacity, resilience, and strict unipotency as they are committed exclusively to the muscle lineage (*99*). Our findings that TRF2 is dynamically regulated across MuSCs states after injury, to our knowledge not previously described in adult resident stem cells, suggest that modulation of TRF2 levels may be part of a tissue-adapted strategy that supports regeneration while minimizing oncogenic risk. Although this study is not centered on cancer biology, it reveals a mechanism by which MuSCs preserve stemness independently of overt telomere dysfunction.

We found that, besides an absence of telomeric or global DDR activation in TRF2^MuSC-cKO^ MuSCs, there are also no differences in telomere length, apoptosis, senescence, or dependency on the TRF2-p53 axis, whereas MuSCs with TRF2-deletion exhibited normal proliferation rates. The results presented here further highlight that muscle regeneration failure of TRF2^MuSC-cKO^ muscle is not a consequence of conventional telomeric TRF2 function reported for cells or tissues prone to cancer.

How MuSCs maintain telomere protection in the absence of TRF2 remains an important open question. Prior work showed that TRF2 knockdown in differentiated myotubes does not trigger a telomeric DDR (*64*). Instead, telomere protection in those cells is supported by a noncanonical function of FOXO3, which becomes up-regulated and binds TRF2-deficient telomeres to protect them from ATM-dependent DDR activation (*90*). In contrast to these fully differentiated muscle cells, our studies demonstrated that TRF2 ablation does not trigger DNA damage at telomeres in MuSCs. In somatic cells more broadly, TRF2 suppresses recognition of telomeres as DNA double-strand breaks by ATM and 53BP1, thereby preserving genomic integrity (*18*). During DNA replication, telomeres transiently shift from a closed to a more open configuration, exposing the 3′ overhang and potentially rendering chromosome ends vulnerable to DDR machinery and end-to-end fusion (*100*, *101*). In this context, TRF2 suppresses ATM autophosphorylation and downstream activation of factors such as γH2AX, 53BP1, and p53, and its loss commonly gives rise to telomere dysfunction-induced foci. However, this paradigm is not universal. In embryonic stem cells, TRF2 loss was reported to be compatible with viability and proliferation (*102*, *103*), suggesting that TRF2 is not absolutely required for telomere protection in all cell types. Our findings extend this concept to adult MuSCs and raise the possibility that MuSCs, like ESCs, have an alternative mechanism of telomere protection. Whether this mechanism resembles that described in ESCs or instead reflects a distinct adaptation of adult tissue stem cells remains to be determined.

The work presented here goes beyond showing that TRF2 is dispensable for telomere protection in a specific cell type. We demonstrate that a noncanonical, extra-telomeric function of TRF2 is linked to tissue regeneration, contributes to dystrophic pathology, and is functionally responsive to G4 stabilization. In this way, our study identifies an early stem cell–protective mechanism operating during chronic muscle injury and suggests that maintenance of G4-dependent regulatory programs may help preserve myogenic competence. More broadly, these findings provide a framework for identifying additional molecules that cooperate with TRF2 as MuSCs transition between quiescence, activation, differentiation, and self-renewal. They also open the door to dissecting how telomeric and nontelomeric TRF2 functions contribute differently to MuSC dysfunction at distinct stages of muscle disease and whether similar principles operate in other adult stem cell compartments. In summary, this study identifies a previously unrecognized noncanonical telomeric function of TRF2 in adult resident stem cells from a tissue with high regenerative capacity and low carcinogenic potential.

## MATERIALS AND METHODS

### Animals

All animals were maintained and bred following the Institutional Animal Care and Use Committee guideline of University of Pennsylvania. C57BL/6 (JAX stock no. 000664), B6-DMD^mdx4cv^ (JAX stock no. 002378) (*104*), Pax7^creER (Gaka)^ (JAX stock no. 017763) (*105*), p53^LoxP^ (JAX stock no. 008462) (*106*), R26^H2B-mcherry^ (JAX stock no. 023139) (*107*), R26^tdTomato^ (JAX stock no. 007909) (*108*) were obtained from the Jackson Laboratory. The Pax7EGFP mice used in this study are described in (*14*). TRF2cKO MEFs and TRF2^Loxp^ mice are described in (*88*). All experimental mice were maintained on a C57BL/6 background. For two-photon microscopy, Pax7EGFP mice were crossed with the designated mouse lines, as described in the manuscript. To induce Cre expression, 3 mg of Tam per 20 g of body weight (dissolved in 10% ethanol in corn oil) was administrated by intraperitoneal injection every other day for a total of seven administrations. Tam injection was started at 8 to 10 weeks of age except for dystrophic mdx^4cv^ mice that received Tam at 6 weeks of age. Mice less than a week age difference were used for experimental analysis. Both males and females were used in this study using wild-type mice, but gender-matched cohorts were compared for all experiments, except the ones involved dystrophic (mdx) mice. Because the DMD primarily appears in boys, only males were used for mdx mice experiments. To dissect muscles, all mice in this study were euthanized by CO_2_ asphyxiation, followed by cervical dislocation.

### Muscle injury

Mice were anesthetized using 1 to 1.5% isoflurane in oxygen (1.5 ml/min) and subjected to muscle injury. TA muscles were injected with 10 μl of notexin (10 μg/ml, Latoxan), as we previously described (*14*, *17*). Postinjured muscles were dissected at designated time point.

### MuSC isolation

MuSCs were isolated using fluorescence-activated cell sorting (FACS), as previously described (*14*, *46*, *109*, *110*). More specifically, mice were euthanized, and all hindlimb muscles were dissected. Collected muscles were minced and placed in a C tube (Miltenyi) containing 0.15% collagenase (Sigma-Aldrich) in Dulbecco’s modified Eagle’s medium (DMEM). Tubes were loaded into magnetic-activated cell sorting (MACS) dissociator (Miltenyi) and subjected to manufacturer’s muscle-01 program. Tubes were incubated at 37°C for 30 min, followed by the muscle-01 program again, and incubated additional 10 min at 37°C. Seventy-five microliters of 2% collagenase and same volume of dispase (4.8 U/ml; Roche) were added into tubes and incubated 30 min at 37°C. Muscle slurry was further dissociated using 21-gauge needle syringe and filtered through a 40-μm cell strainer. Filtered cells were collected 50-ml conical tubes containing 10 ml of DMEM:F12 medium supplemented with 10% fetal bovine serum (FBS). Cells were centrifuged at 300*g*/4°C and incubated in 1 ml of red cell lysis buffer (Thermo Fisher Scientific) for 5 min at room temperature. For linage-negative selection, cells were suspended in FACS buffer [2.5% goat serum and 2 mM EDTA in phosphate-buffered saline (PBS)] containing biotin-conjugated antibodies targeting CD45, CD31, CD11b, and Sca1 and incubated for 1 hour on ice. Cells were pelleted and resuspended in FACS buffer containing antibodies targeting VCAM (or CD34) and α7-integrin, as well as streptavidin conjugated chycoerythrin-cyanine 7 (PE-Cy7). Cells were incubated for 1 hour in dark on ice and resuspended in FACS buffer containing viability dye 7-AAD (finical concentration, 4 μg/ml). The CD45^−^/CD31^−^/CD11b^−^/Sca1^−^ and VCAM^+^ (or CD34^+^)/α7-integrin^+^ cells were used to identify MuSCs.

### Isolated MuSC culture

FACS-isolated MuSC resuspended myoblast growth medium [myoblast GM, Ham’s F10 medium supplemented with 20% FBS, 1× anti-anti, and basic fibroblast growth factor (2.5 ng/m)] and plated on poly-l-lysine (MilliporeSigma)/laminin (MilliporeSigma)–coated chamber slide (Thermo Fisher Scientific). MuSCs were attached for 1 hour at 37°C incubator with 5% CO_2_. Attached MuSCs were fixed in 4% paraformaldehyde in PBS before staining or cultured in myoblast GM for further experiments. The in vitro TRF2 deletion was induced by culturing isolated MuSCs in 4-OHT containing medium for indicated time. Designated concentrations of Phen-DC3 (Sigma-Aldrich) were treated to 1 hour attached MuSCs for 48 hours. For myotube formation, cells were cultured in differentiation medium [DMEM supplemented with 2% horse serum, insulin (1 μg/ml), and 1× anti-anti] for designated time. Cells were fixed in 4% paraformaldehyde in PBS for immunofluorescence staining.

### MEF culture

TRF2 F/− Rosa26-CreERT2 cells were gifted by E. Lazzerini-Denchi. MEFs were cultured in DMEM supplemented with 10% FBS and 1% anti-anti. Cells were maintained in 5% CO_2_ incubator at 37°C. For experiment, 3000 MEFs cells were plated in chamber slide (Thermo Fisher Scientific) and treated with 1 μM 4-OHT or ethanol containing medium for designated time. Cells were fixed in 4% paraformaldehyde for 15 min at room temperature and subjected to IF or TIF staining.

### TUNEL apoptosis assay

Degree of cellular apoptosis was accessed by using TUNEL apoptosis assay that labels DNA strand breaks, following the manufacturer’s guidelines (Thermo Fisher Scientific). The FISCs were plated on laminin-coated (Sigma-Aldrich) chamber slides for 1 hour and fixed in 4% paraformaldehyde for 15 min and subjected to TUNEL staining. For in vitro short time apoptosis assay, FACS-isolated MuSCs from mice without Tam administration were plated on laminin-coated chamber slides. MuSCs were allowed to attach for 1 hour, and Cre-activation was induced by culturing them in myoblast GM containing 1 μM (4-OHT) for 72 hours. Cre-activated MuSCs were subjected to RNA isolation or fixed for TUNEL staining. Cells treated with 1 unit of deoxyribonuclease (Invitrogen) and 3 μM Staurosporine (Thermo Fisher Scientific) for 3 hours were used as technical and biological positive controls, respectively. At least 100 MuSCs per sample were analyzed to determine the percentage of TUNEL-positive MuSCs.

### Muscle tissue dissection and histological analysis

Diaphragm and hindlimb muscles (quadriceps, gastrocnemius, and TA muscles) were dissected and snap frozen in liquid nitrogen chilled 2-methlybutane (Sigma-Aldrich). Ten-micromer-thickness muscle sections were prepared by using cryostat (Leica, CM1950) Hematoxylin and eosin (Thermo Fisher Scientific) or trichrome (Sigma-Aldrich) staining were performed, following the manufacturer’s protocol. Images were taken by using Nikon Ni wide-field epifluorescence microscope. Muscle fiber cross sectional areas and fibrotic areas were manually measured by using ImageJ/Fiji.

### RNA isolation and qRT-PCR

RNA of FACS-sorted MuSCs or cultured MuSC was isolated using an RNeasy Plus micro kit (QIAGEN), according to the manufacturer’s instructions. cDNA was generated with the Protoscript II First Strand cDNA synthesis kit (New England Biolabs). qRT-PCR was conducted on a Quantstudio 6 instrument (Applied Biosystems) using TaqMan primers (Applied Biosystems). Primers used in this study were listed in table S1. Gene expression was determined using ΔΔCt method.

### Immunofluorescent staining

One-hour attached MuSCs were fixed in 4% paraformaldehyde in PBS for 15 min and permeabilized in 0.5% Triton X-100 in PBS for 10 min. MuSCs were blocked with blocking solution [3% bovine serum albumin (BSA; w/v) and 0.1% Triton X-100 in PBS] for 1 hour. Primary antibodies diluted in blocking solution were applied and incubated overnight at 4°C. Primary antibodies include mouse Pax7 [1:10, Developmental Studies Hybridoma Bank (DSHB)], rabbit TRF2 (1:100, Novus Biologicals), rabbit γH2AX [1:500, Cell Signaling Technology (CST)], and rabbit 53BP1 (1:1000, Novus Biologicals). Secondary antibodies were added to blocking solution and incubated for 1 hour at room temperature in dark. Cells were washed in PBS and mounted with ProLong Gold with 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific). Fluorescence intensities were measured by using ImageJ/Fiji. Muscle sections were fixed in 4% paraformaldehyde in PBS for 10 min and permeabilized in 0.5% Triton X-100 in PBS for 10 min. Tissues were blocked in tissue blocking solution (5% goat serum, 2% BSA, and 0.1% Triton X-100 in PBS) for an hour at room temperature. Primary antibodies were made in tissue blocking solution and incubated overnight at 4°C. The primary antibody titrations used in this study are Pax7 (1:10, DSHB), TRF2 (1:50 Novus Biologicals), perilipin (1:100, CST), laminin (1:200, Thermo Fisher Scientific), eMyHC (1:5, DSHB), and wheat germ agglutinin (1:400, Thermo Fisher Scientific). Secondary antibodies diluted in tissue blocking solution were applied for an hour at room temperature followed by mounting with ProLong Gold with DAPI (Thermo Fisher Scientific). Goat anti-mouse, goat anti-rabbit, and goat anti-rat secondary antibodies were diluted in 1:1000, 1:500, and 1:1000 ratio, respectively, in both cell and tissue immunostaining. Antibodies used in this study were listed in table S2.

### SA-β-gal staining

Senescence-associated beta-galactosidase (SA-β-gal) activity was determined in FISCs or myoblasts according to the manufacturer’s instruction (CST). FISCs were allowed to attach on laminin-coated chamber slides for 1 hour and fixed for SA-β-gal staining. Myoblast were treated with bleomycin (1 μg/ml) for 48 hours to induce cellular senescence and fixed for SA-β-gal staining. More than 100 cells were quantified to enumerate SA-β-gal–positive cells.

### EdU proliferation assay

For in vivo MuSC proliferation assay, EdU solution (100 mg/kg) in PBS was injected intraperitoneally into 1-day postinjured mice. One day after EdU administration, mice were euthanized, and injured TA muscle was collected. TA muscles were digested into single cells following the protocol described in MuSC isolation. Cells were suspended in FACS buffer (2.5% goat serum and 2 mM EDTA in PBS) containing biotin-conjugated antibodies targeting CD45, CD31, CD11b, and Sca1 and incubated for 1 hour on ice. Cells were pelleted and resuspended in FACS buffer containing antibodies targeting VCAM and α7-integrin, as well as streptavidin conjugated PE-Cy7. Cells were incubated for 1 hour in dark on ice and resuspended in FACS buffer and subsequently subjected to EdU assay using the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit according to the manufacturer’s instructions. The percentage of EdU-positive MuSCs within CD45^−^/CD31^−^/CD11b^−^/Sca1^−^ and VCAM+/α7-integrin+ MuSCs was determined by flow cytometry analysis.

### Whole–TA muscle imaging using two-photon microscopy

To enumerate the MuSC in their native environment, TA muscle dissected from control (Pax7EGFP) and Pax7EGFP-TRF2^MuSC-cKO^ mice were imaged using two photons, as described in (*17*, *111*). Briefly, dissected TA muscles were fixed in 4% paraformaldehyde for 2 hours at 4°C in dark and gently washed in PBS. Muscles were mounted on a customized chamber slide. High-resolution serial sections were imaged from the middle of the TA muscle using a Leica SP* Confocal/Multiphoton Microscope system. Serial optical sections were collected every 1.5 μm, flattened, and normalized to volume scanned. Quantification and morphological analysis of EGFP-positive MuSCs were conducted by using ImageJ/Fiji.

### MicroCT imaging

In vivo whole-mouse scanning was performed using a preclinical microCT imaging system (vivaCT 40, Scanco Medical AG, Brüttisellen, Switzerland) at 38-μm nominal voxel size. Mice were anesthetized using 1 to 1.5% isoflurane in oxygen (1 to 1.5 ml/min) and immobilized in a customized holder. The scanner was operated at 55-kVp energy and 145-μA intensity. Images were generated with 200-ms integration time and one signal average. Kyphotic index was measured as previously described (*112*).

### EBD uptake analysis

EBD (10 ml/kg) in PBS (10 mg/ml) was injected into mice by intraperitoneal injection. Diaphragm and gastrocnemius muscles were dissected after 18 to 20 hours post–EBD injection. Muscles are snap frozen in liquid nitrogen chilled 2-mythlybutane and sectioned in 10-μm thickness. Whole–muscle section images were obtained using Axio Scan.Z1 slide scanner (Zeiss, USA).

### Telomere length analysis of FACS-isolated MuSCs

MuSC telomere length was measured using quantitative FISH (Q-FISH) of Cy3-conjugated telomere probe (TelC-Cy3, PNR Bio), as previously described (*45*). FACS-isolated MuSCs were plated on poly-l-lysine/laminin-coated chamber slide and allowed to attach for 1 hour. MuSCs were fixed in 4% paraformaldehyde and permeabilized with 0.1% Tween 20 in PBS. Ribonuclease A (100 μg/ml; Thermo Fisher Scientific) were applied for 20 min at 37°C, followed by incubation in preheated TelC probe (1:300 dilution of 50 μM TelC probe) in Q-FISH buffer [60% formamide, 5% 10× nucleic acid hybridization blocking buffer, and 2% 1 M tris (pH 7.5) in deionized water] for 6 min at 86°C. Cells were cooled 4 hours at room temperature in dark. Slides were washed twice in pre warmed (at 56°C) 2×, 1×, and 0.5× saline sodium citrate buffer for 10 min each. Cells were rinsed with PBS and mounted with ProLong Gold with DAPI (Thermo Fisher Scientific). Images were acquired using a Nikon eclipse 90i wide-field epifluorescence microscope. Seven to 10 *z*-stacks were taken for both telomere (Cy3) and DAPI at 1-μm step. Telomere length was analyzed using telomere. At least 100 cells per biological replicate were measured for comparison.

### Telomeric DNA damage (TIF) analysis

Telomeric DNA damages in MuSCs were determined as previously described (*109*). Briefly, MuSCs were isolated without Tam administration and plated on laminin-coated chamber slides for 1 hour. Attached MuSCs were cultured in 1 μM 4-OHT containing myoblast GM for 60 hours and fixed in 4% paraformaldehyde for 15 min. Fixed cells were subjected to telomere staining following the procedure described in the “Telomere length analysis of FACS-isolated MuSCs” section. PBS rinsed cells were incubated in blocking solution (3% BSA and 0.1% Tween 20 in PBS) for 1 hour at room temperature. 53BP1 antibody (1:1000, Novus Biologicals) diluted in blocking solution was applied for overnight at 4°C. Secondary antibody was treated for 1 hour at room temperature and followed by mounting with ProLong Gold with DAPI (Thermo Fisher Scientific). Images were acquired using a Nikon eclipse 90i wide-field epifluorescence microscope. Seven to 10 *z*-stacks were taken for telomeres, DNA damages (53BP1), and DAPI at every 1-μm step. At least 100 cells were analyzed per biological replicates to determine the degree of telomeric DNA damages.

### RNA isolation, library preparation, and sequencing

RNA extraction and purification followed the manufacturer’s protocol from Direct-zol RNA MiniPrep (Zymo Research Corporation). Final RNA concentrations were measured using a Qubit Fluorometric Quantification Instrument (Thermo Fisher Scientific). RNA-seq libraries were generated according to the manufacturer’s instructions, CORALL Total RNA-Seq Library Prep from Lexogen GmbH (www.lexogen.com) was used as it supports a wide RNA quality and input range. Unique Dual Indexes Primer Pair Set was incorporated for multiplexed high-throughput sequencing. The final product was assessed for its size distribution and concentration using the Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies). Shortly, 1 ng of input RNA was first depleted of ribosomal RNA, and then library generation was initiated by random hybridization of Displacement Stop Primers to the RNA template. These primers contain partial Illumina-compatible P7 sequences. Reverse transcription extends each DSP to the next DSP where transcription is effectively stopped. This stop prevents spurious second strand synthesis and thus maintains excellent strand specificity and seamlessly integrates unique molecular identifiers. UDI indexes were added during the PCR amplification step, in which complete adapter sequences required for cluster generation on Illumina instruments were also added. All purification steps were based on magnetic beads (Beckman Coulter). The resulting libraries were pooled, diluted to 2 nM using 10 mM tris-HCl (pH 8.5), denatured, and loaded onto an P2-100 (PE50) flow cell on an Illumina NextSeq 1000 (Illumina Inc.) as per the manufacturer’s instructions. Demultiplexed and adapter-trimmed sequencing reads were generated using Illumina bcl2fastq.

### RNA-seq data analysis

Corall adapter sequences were integrated into the TrimGalore module. Quality control was carried out using FastQC v0.11.9. High-quality reads were then aligned to the Ensembl GRCm38 reference genome index using both STAR v2.7.10a and Salmon for alignment and quantification. The following software versions were also used in the pipeline: Samtools v1.15.1, RSeQC v3.0.1, Qualimap v2.2.2-dev, and Preseq v3.1.1. The count files generated from salmon were analyzed in R (version 4.3.0) in R studio (version 3.1.446). The R package edgeR (version 3.42.4) was used to process the raw counts by filtering, library scaling, and converting to a log counts per million with a trimmed mean of the *M*-values normalization. The principal components analysis plot was generated using the R package graphics (version 4.3.0) using the plot function. The limma package (version 3.56.2) was used for differential expression analysis using a robust method for fitting the linear model and for computing the empirical Bayes statistics. Differentially expressed genes with an adjusted *P* value less than 0.02 were considered significant. The volcano and scatter plots were generated using the R package ggplot2 (version 3.4.3). Heatmaps were generated using the R package pheatmap (version 1.0.12). The enriched terms for the bar plot were generated using the KEGG_2021_Human Gene-set Library (terms, 320; gene coverage, 8078; genes per term, 102) from EnrichR. Down-regulated genes in TRF2^MuSC-cKO^ compared with those in control with adjusted *P* value less than 0.02 were used to feed into the database. Plotted are the top enriched pathways with an adjusted *P* value less than 0.02. The gene-concept network diagrams were generated using the clusterProfiler package (version 4.8.3), msigdbr package (version 7.5.1), and the enrichplot package (version 1.20.1). Enriched terms were generated using the enricher function from the clusterProfiler package for any differentially expressed genes of TRF2^MuSC-CKO^ MuSCs relative to control with an adjusted *P* value less than 0.05. The TERM2GENE parameter was specified using the msigdbr database with species set to “*Mus musculus*,” category set to “C5,” subcategory set to “GO:BP,” and a “Benjamini-Hochberg” adjusted *P* value correction was applied to the enricher function. The top biological processes with an adjusted *P* value less than 0.05 were plotted using the cnetplots form the enrichplot package. The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE263262.

### CUT&Tag sequencing

To identify the TRF2-binding sites across the genome, CUT&Tag studies were done in MuSCs (45,000 cells) isolated as described in (*113*) from control (Pax7gCre/gCre;TdTomatofl/fl mice) TA and gastrocnemius muscles at 48 hours postinjury. MuSCs were immobilized on concanavalin A–coated magnetic beads and permeabilized with digitonin and incubated overnight with TRF2 antibody (Novus Biologicals, NB110-57130) at a dilution of 1:60. Upon tagmentation, libraries were prepared, as described in (*68*).

### ATAC-seq experiment

To assess chromatin accessibility genome-wide, ATAC-seq was performed on MuSCs from control or TRF2^MuSC-cKO^ mice. A total of 100,000 cells per condition were used for each experiment. Cells were pelleted and lysed to isolate nuclei, followed by incubation with Tn5 transposase (Active Motif) to simultaneously fragment DNA and insert sequencing adapters at accessible chromatin regions. Following tagmentation, libraries were amplified and purified, as described in (*68*).

### CUT&Tag and ATAC-seq analysis

High-throughput sequencing of CUT&Tag samples was processed first by trimming the adapters from raw reads with Cutadapt (v4.4). The trimmed reads were aligned to the mouse genome (mm10) with Bowtie2 (v2.5.1) using the following parameters “-local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700.” SAMtools (v1.10) and Picard (v3.1.1) (Broad Institute, 2019) were used for post–alignment processing, i.e., duplicates were marked and removed; nonuniquely aligned reads were filtered, and only reads mapped in proper pairs were retained for analysis. Normalized genomic coverage was calculated using bamCoverage (deepTools v3.5.3). The bamCoverage was used to generate bigWig tracks for visualization as well as normalized bedGraphs for downstream peak-calling. SEACR (v1.3) (*114*) was used to call “stringent” peaks for each bedgraph target file. MACS (v3.0.0) was also used to call peaks from the filtered alignments. Additionally, GoPeaks (v1.0.0) was used to call peaks. These peak sets were input to DiffBind (v3.10.1), whereby ENCODE blacklist regions were first removed before building a consensus peak set from the three peak callers. These peak regions were separated into unique regions for each sample and shared regions between samples. Nearest-gene annotations were obtained with ChIPseeker v1.36.0 from the consensus peak regions. Functional annotations of the resulting gene lists were compiled for GO and Kyoto Encyclopedia of Genes and Genome (KEGG) enrichment analysis using clusterProfiler (v4.8.3). Signal intensity heatmaps for the CUT&Tag libraries were generated using deepTools (v3.5.3). Using both normalized bigwigs and the M23 mouse gene annotation file from Gencode, ComputeMatrix was used with the scale-regions mode (--beforeRegionStartLength 3000, --regionBodyLength 5000, --afterRegionStartLength 3000). PlotHeatmap was used with the resulting matrix to plot the signal distribution. TelomereHunter (v1.1.0) was used to obtain summary statistics of telomere content using merged replicate alignments and immunoglobulin G samples as control with -mqt 15 and the banding file -b mm10cytoBand.txt from the UCSC genome database. The CUT&Tag-seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE264045.

### Quantification and statistical analysis

All animal experiments were randomized. Data analysis and quantification was assessed by three independent investigators with blinded manner. At least three biological replicates were implemented in all the experiments. Specific sample size of each experiment is designated in the corresponding figure legends. Data processing and statistical analysis were conducted using GraphPad Prism 10 software. Experimental values are represented as means ± SEM. For comparison of two groups, two-tailed unpaired *t* test analysis with Welch’s correction was used. One-way analysis of variance (ANOVA) or two-way ANOVA test with Tukey’s correction was used for experiments having more than three groups as indicated in the figure legends. *P* value less than 0.05 was defined as statistically significant and significance levels were depicted as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

# Supplementary material for: TRF2 couples muscle stem cell identity to regenerative repair
**Source:** Sci Adv. 2026 Jul 31;12(31):eaei7316. doi: 10.1126/sciadv.aei7316
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S18 Tables S1 and S2

Supplementary Materials for  
**TRF2 couples muscle stem cell identity to regenerative repair**

Ji-Hyung Lee *et al.*

*Sci. Adv.* **12**, eaci7316 (2026)  
DOI: 10.1126/sciadv.aei7316

**This PDF file includes:**

Supplementary Text  
Figs. S1 to S18  
Tables S1 and S2

## Supplementary Text

### MuSC-specific TRF2 deletion affects transition to myogenic commitment.

To evaluate the effect of TRF2 on early commitment towards myogenic differentiation, we first isolated cells from uninduced animals, treated them with 4-OHT for 72h (fig. S3A) and after evaluated *Terf2* deletion (fig. S3B), we submerged them to standard myogenic differentiation medium, and stained for the myogenic marker myosin heavy chain (MF20) (fig. S3C). While control cells differentiated normally and fused to form myotubes, TRF2<sup>MuSC-cKO</sup> cells had lower differentiation abilities and did not fuse as readily (figs S3D-E), suggesting impediment of myogenic commitment, which is in accordance with the lack of differentiated fibers we observed post-injury *in vivo* (Fig. 3D). Altogether, these findings indicate that TRF2 deletion in MuSCs incapacitates myogenic commitment.

### Deletion of TRF2 affects stem cell identity related to myogenesis and no other lineages.

We investigated whether lack of TRF2 compels cells to reprogram into other non-myogenic lineages commonly found among diseased muscles, which could account for the reduced detection of MuSC-specific signatures and/or reduced detectable cell numbers (Fig. 4A and fig. S2J-M). However, we found no evidence of an increased expression in either fibrogenic, adipogenic, neurogenic, or osteogenic markers in TRF2<sup>MuSC-cKO</sup> MuSCs (fig. S5C), indicating that cell type conversion to these lineages is unlikely. In contrast, myogenic gene expressions of MuSCs at both uninjured and 3 DPI displayed downregulation of committed MuSCs markers in TRF2<sup>MuSC-cKO</sup> MuSCs (fig. S5E-F), further demonstrating that the absence of TRF2 abrogates stem cell identity associated to myogenic characteristics. Furthermore, gene set enrichment analysis (GSEA) illustrates that stem cell differentiation, muscle cell development, and myoblast differentiation genes are dysregulated in TRF2 deficient MuSCs (fig. S5C-D), in agreement with the differentiation defects we observed in injured tissues (Fig. 3D-E).

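Of the 16 fibrogenic, adipogenic, neurogenic and osteogenic markers shown in fig. S6, E and F, 15 were found in the count table by their symbol, with osteopontin as Spp1. In uninjured MuSCs, 11 had enough counts to be tested. None was called higher, and 1 had an unadjusted p under 0.05 in that direction, Fbln5 (log2 fold change 0.79, standard error 0.34, adjusted p = 0.189 from edgeR's quasi-likelihood test). Acta2 was lower at an unadjusted p under 0.05 without being called (log2 fold change -0.54, standard error 0.22, adjusted p = 0.156). Fbln2 was called lower (log2 fold change -1.10, standard error 0.20, adjusted p = 0.000322), falling from 530.8 ± 73.2 CPM (SD, n = 4) to 247.0 ± 61.7 CPM (SD, n = 4), and was not called with the rescaled table. The 4 markers not tested, Adipoq, Ucp1, Alpi and Spp1, had 1 to 13 counts per library and did not pass the filter on low counts, so that a small rise in them was not detectable. Some of the tested markers were also near the floor. Pparg, Pax6, Neurog2 and Neurod1 had 3 to 33 counts per library. At 3 DPI, 12 markers were tested between control libraries and libraries labelled TRF2 MuSC-cKO, of which none was called in either direction. Adipoq, Ucp1 and Neurog2 did not pass the filter there. From control libraries to those labelled TRF2 MuSC-cKO, mean Adipoq went from 5.88 to 21.2 CPM. Ucp1 went from 10.6 to 7.51 CPM and Neurog2 from 11.4 to 15.4 CPM. A rise in Adipoq was therefore not tested. At an unadjusted p under 0.05, Pax6 was higher (log2 fold change 1.86, standard error 0.69, adjusted p = 0.473) and Nes lower (-0.76, standard error 0.26, adjusted p = 0.459). Pax6 had 10 to 115 counts per library, and its log2 fold change was 0.68 without the library labelled TRF2 MuSC-cKO replicate 3.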

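At 3 DPI, no gene was called by edgeR's quasi-likelihood test between the 4 control libraries and the 4 libraries labelled TRF2 MuSC-cKO. Among the 14559 genes tested, the smallest adjusted p-value was 0.418. From the same libraries, DESeq2 called 17 genes lower and 5 higher, and limma's robust fit called 1 higher. At an unadjusted p under 0.05, 521 genes were lower and 841 higher. Fig. 4A shows 3 libraries per genotype at 3 DPI and the legend of fig. S6 gives 3 to 4, and the paper's text does not name which, so all 4 are given. In the 8 myogenic genes shown for this time point, every estimate was below 0 and the groups did not overlap in 7. None was called by edgeR's test over all genes, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, which the study chose on these samples, 4 were lower. Des was called by DESeq2 (adjusted p = 0.00144) and by edgeR with all 16 libraries in 1 fit (adjusted p = 0.0113). Des, on chromosome 1 from 75360329 to 75368579, was at 393.1 ± 74.3 CPM (SD, n = 4) in control libraries and 145.0 ± 43.2 CPM (SD, n = 4) in libraries labelled TRF2 MuSC-cKO (log2 fold change -1.44, standard error 0.26, adjusted p = 0.418 from edgeR's quasi-likelihood test). Myf5 was at 43.2 ± 6.93 CPM and 25.9 ± 6.88 CPM (SD, n = 4 each; log2 fold change -0.73), Myod1 at 87.0 ± 30.0 CPM and 33.6 ± 16.7 CPM (-1.38), and Myog at 76.2 ± 21.2 CPM and 22.0 ± 13.6 CPM (-1.79). In each of these 4 genes the groups did not overlap (exact permutation test, two-sided p = 0.0286). Values of Des were 322, 447, 337 and 467 CPM in control replicates 1 to 4 and 99.6, 118, 191 and 171 CPM in the libraries labelled TRF2 MuSC-cKO. The library labelled TRF2 MuSC-cKO replicate 3 correlated at 0.460 to 0.481 with the others of its group, which correlated at 0.685 to 0.752 among themselves. Without it, 13 genes were called lower and 3 higher, and 2 of the 8 myogenic genes. Terf2 itself was not lower in the libraries labelled TRF2 MuSC-cKO at this time point, so the labels carry these directions.

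**Figure D4:**
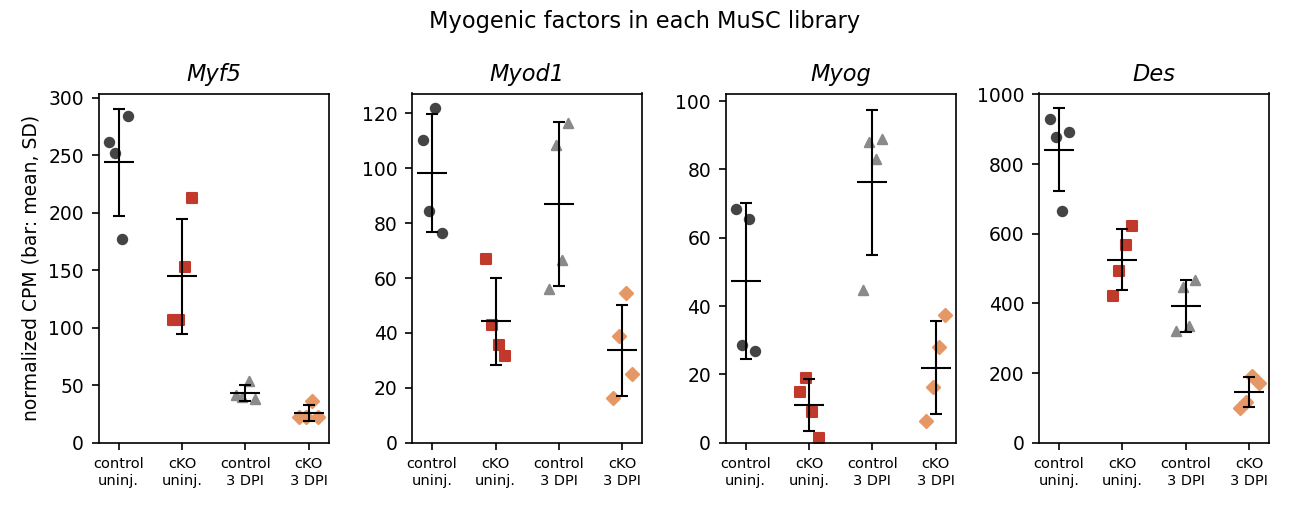
Normalized CPM (y axis, from 0) of 4 myogenic factors in each library, by genotype and injury state, with the mean and SD of 4 libraries. At 3 DPI, each library labelled cKO lies below each control library in all 4 genes, whereas in uninjured MuSCs the genotypes overlap for Myf5.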

### TRF2 loss impairs MuSC activation without causing senescence or proliferative arrest.

In some stem-cell contexts, loss of TRF2 has been linked to proliferative arrest and senescence(18), a state where a cell permanently exits the cell cycle and stops dividing. We therefore next investigated whether TRF2<sup>MuSC-cKO</sup> MuSCs show impaired proliferative capacity and/or evidence of senescence. To assess spontaneous activation from quiescence, EdU was administered between 3-14 days after tamoxifen-induced deletion of TRF2 in MuSCs (fig. S6A). We did not observe an increase in EdU<sup>+</sup>/mCherry<sup>+</sup> MuSCs in TRF2<sup>MuSC-cKO</sup> mice compared to controls (fig. S6A-C), indicating that TRF2 loss does not trigger premature or inappropriate functional activation, despite reduced transcriptomic quiescence markers. We next assessed the kinetics of MuSC activation by measuring the time to initiate DNA replication by measuring first EdU incorporation following an activation stimuli. TRF2<sup>MuSC-cKO</sup> MuSCs exhibited a significant delay in EdU incorporation compared to controls (fig. S6D-E), indicating impaired entry into the cell cycle from quiescence. By contrast, once activated, TRF2-deficient MuSCs displayed normal proliferation kinetics, as the time to EdU incorporation in already activated MuSCs was

comparable to controls (fig. S6F-G), in line with our previous data (Fig. 3). Thus, the primary defect in TRF2-deleted MuSCs lies in entry into the myogenic program and fate output, rather than in bulk cycling after activation, consistent with our *in vivo* proliferation assay (Fig. 3G). Together, these findings show that although TRF2 ablation reduces transcriptomic markers of quiescence, it does not induce functional quiescence exit. Instead, TRF2 loss disrupts the proper activation process of MuSCs, leading to delayed cell-cycle entry while preserving proliferative capacity after activation. TRF2 is therefore required to maintain a competent quiescent state that enables timely activation, rather than simply enforcing quiescence per se. We next performed senescence-associated  $\beta$ -galactosidase (SA- $\beta$ -gal) staining on freshly isolated MuSCs and observed no differences in the proportion of SA- $\beta$ -gal<sup>+</sup> cells between control and TRF2<sup>MuSC-cKO</sup> MuSCs (fig S7A-B). Moreover, we found no evidence of upregulation in the expression levels of established senescence-associated genes such as *p16*, *p53*, or *p57* in TRF2<sup>MuSC-cKO</sup> MuSCs, while *p16* and *p57* were even downregulated (fig. S7C). These assays do not support increased senescence in TRF2-deficient quiescent MuSCs. Altogether, these results suggest that the stem cell defects caused by TRF2 deletion is neither due to proliferation arrest nor cellular senescence. Instead, TRF2 ablation selectively compromises the activation process, without influencing the proliferation capacity of activated MuSCs.

#### TRF2 via its non-telomeric *cis*-binding influences Pax7 expression in MuSCs

CUT&Tag analysis revealed that TRF2 is specifically enriched at an ENCODE-annotated Pax7 enhancer, located downstream of the transcription termination site associated with the *Pax7* gene (Fig. 7B). To confirm *Pax7* as a target gene of TRF2, we isolated MuSCs and measured the levels of this transcription factor by quantitative RT-PCR. This analysis showed a significant reduction of *Pax7* expression in TRF2<sup>MuSC-cKO</sup> MuSCs (fig. S16A), which aligns with our RNAseq data (Fig. 4A) and further endorses that TRF2 via its non-telomeric *cis*-binding, influences *Pax7* gene expression in MuSCs.

## Supplementary Figures

### Supplementary Fig. 1

**A**

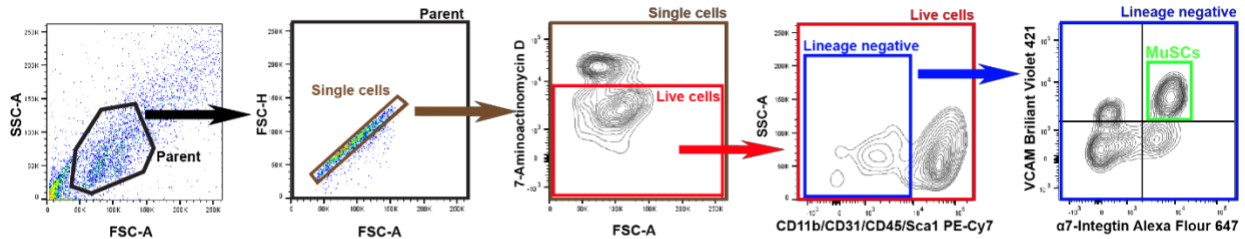

**B**

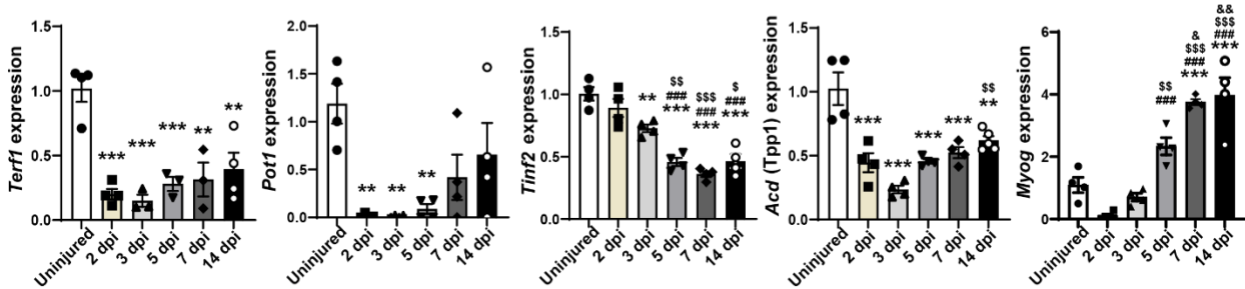

**C**

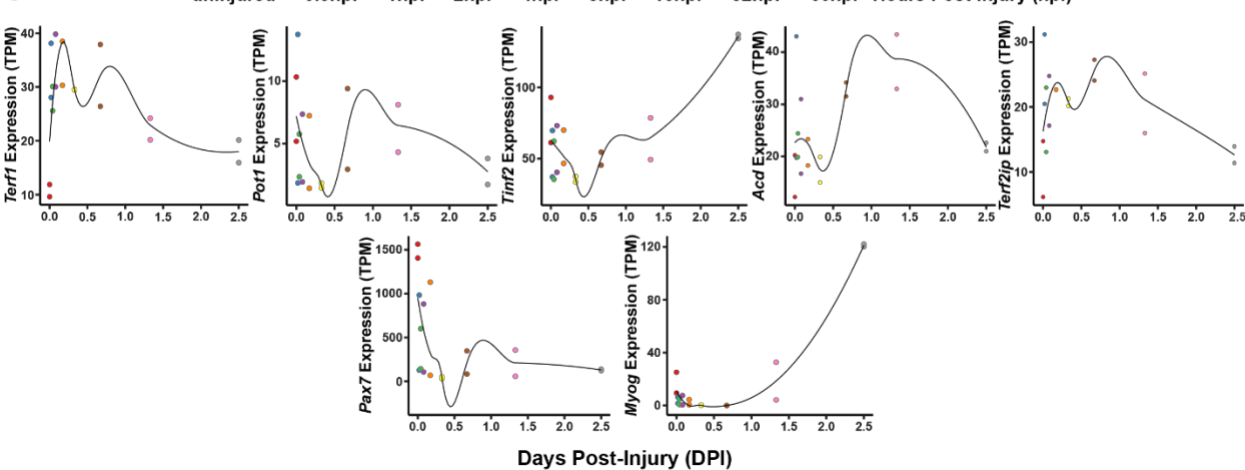

**Fig S1. Expression of *Terf2* and other genes in MuSCs.**

(A) Schematic of muscle stem cell (MuSC) isolation from skeletal muscles by fluorescent-activated cell sorting (FACS). Gating strategy of parent population (black box) of muscle cell isolation, gating of single cells (brown box), and within single cells, we select only live cells (7-AAD negative, red box). MuSC enrichment within live cells is accomplished by gating CD11b<sup>-</sup>/CD45<sup>-</sup>/CD31<sup>-</sup>/Sca1<sup>-</sup> (lineage negative, blue box) populations followed by gating for double positives (VCAM<sup>+</sup>/α7-integrin<sup>+</sup>, green box). (B) Gene expression analysis of shelterin components, including *Terf1*, *Pot1*, *Tinf2* (TIN2), and *Acd* (TPP1), in MuSCs isolated at the indicated time points after injury. *MyoG* expression is shown as a positive control for regenerative myogenic progression. *Gapdh* and *Tbp* were used as endogenous control. n= 3-4 mice (3 months old) per group. (C) Analysis of a published dataset (GSE189074) showing expression profiles of shelterin components [*Terf1*, *Pot1*, *Tinf2* (TIN2), *Acd* (TPP1), and *Terf2ip* (Rap1)] and myogenic

genes (Pax7 and MyoG). n = 2 per group. Data are presented as mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA with Tukey's multiple-comparison test. \*\*P < 0.01 and \*\*\*P < 0.001 versus control; ####P < 0.001 versus 2 DPI; \$P < 0.05, \$\$P < 0.01, and \$\$\$P < 0.001 versus 3 DPI; &&P < 0.01 versus 5 DPI.

## Supplementary Fig. 2

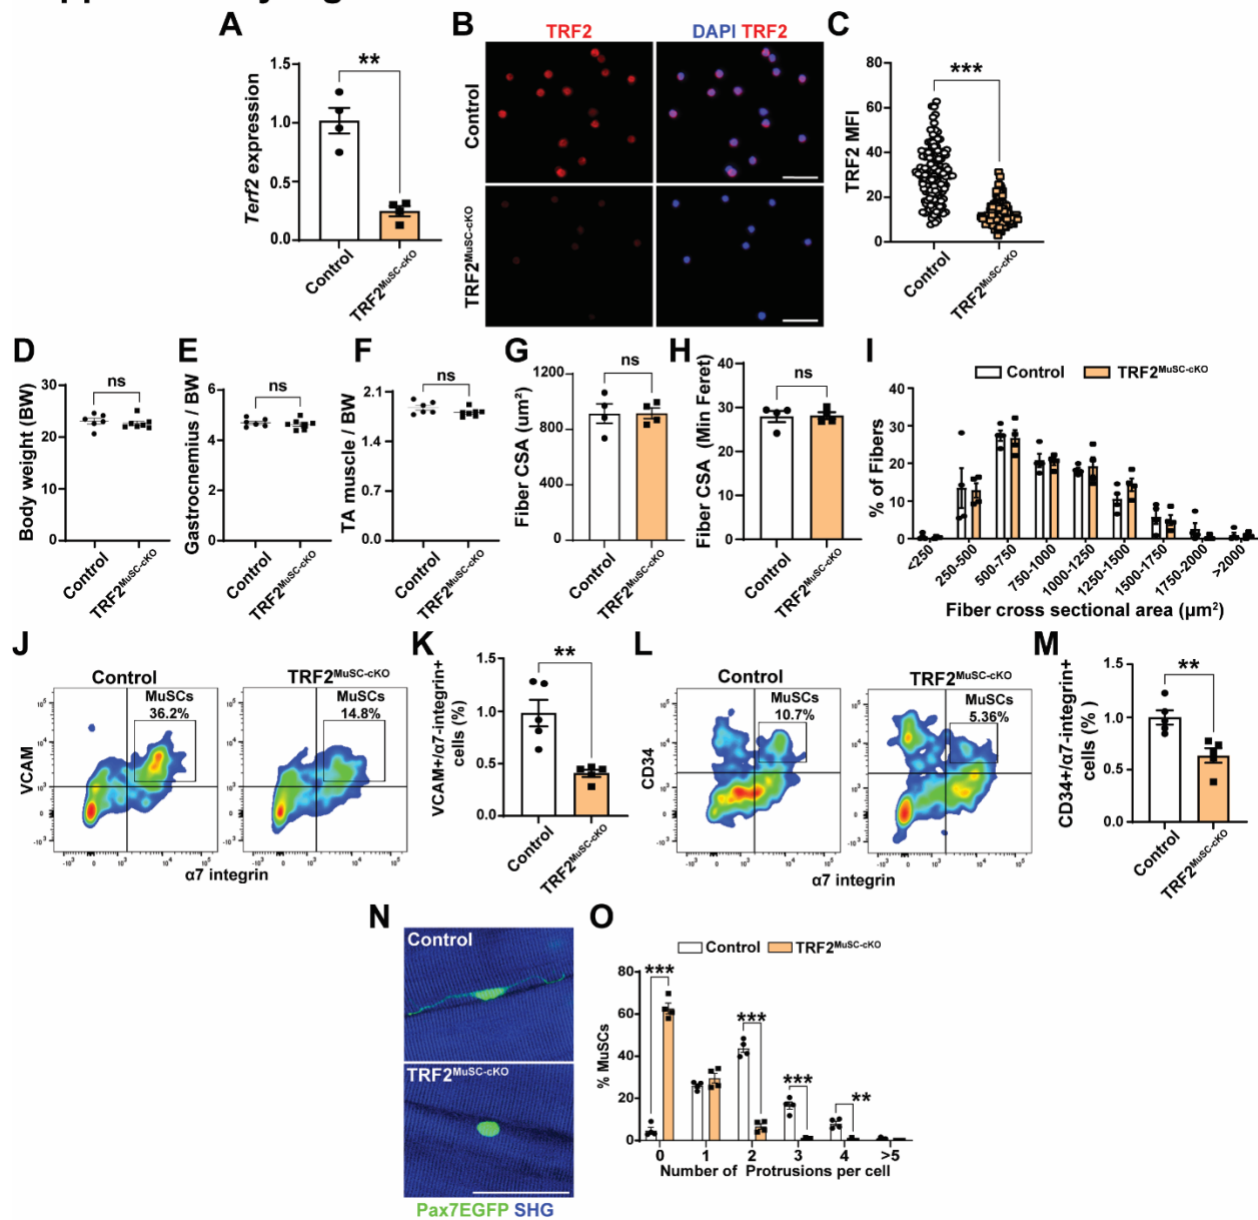

**Fig S2. TRF2 ablation disturbs MuSC quiescence and reduces MuSC population of uninjured TRF2<sup>MuSC-cKO</sup> muscles.**

(A) Quantitative RT-PCR analysis confirming efficient *Terf2* deletion following tamoxifen administration. *Gapdh* and *Tbp* were used as endogenous control (n=4 mice per genotype). (B) Representative immunofluorescence images showing reduced TRF2 protein level in TRF2<sup>MuSC-cKO</sup> MuSCs compared with controls. Scale bar, 20µm. (C) Quantification of TRF2 mean fluorescence intensity (MFI) from (B). N=100 cells per genotype from 3 independent biological replicates. (D) Body weight (BW) of control and TRF2<sup>MuSC-cKO</sup> mice (n=6 mice per genotype). (E and F) Gastrocnemius (E) and Tibialis anterior (F) muscle mass normalized to body weight (n = 6 mice per genotype). (G) Fiber cross-sectional area (CSA) in µm<sup>2</sup> of uninjured control and TRF2<sup>MuSC-cKO</sup> muscle (n=4 mice per genotype). (H) Fiber CSA measured by minimum Feret diameter (n=4

mice per genotype). **(I)** Distribution of myofiber CSA between genotypes (n=4 mice per genotype). **(J)** Representative flow cytometry plots showing MuSCs identified as VCAM+/ $\alpha$ 7-integrin+ cells. **(K)** Quantification of MuSC frequency from (J) (n=5 mice per genotype). **(L)** Representative flow cytometry plots showing MuSCs identified as CD34+/ $\alpha$ 7-integrin+ cells. **(M)** Quantitation of MuSC frequency from (L) (n=5 mice per genotype). **(N)** Representative two-photon microscopy images showing MuSCs morphology in uninjured control and TRF2<sup>MuSC-cKO</sup> muscles. Scale bar, 50 $\mu$ m. **(O)** Quantification of MuSCs with different numbers of cytoskeletal protrusions (n=4 mice per genotype). Data are presented as means  $\pm$ SEM. Statistical analysis was performed using two-tailed unpaired t tests with Welch's correction in (A) and (C–F), and two-way ANOVA with Bonferroni's multiple-comparison test in (I) and (O). \*\*P < 0.01; \*\*\*P < 0.001; n.s., not significant.

### Supplementary Fig. 3

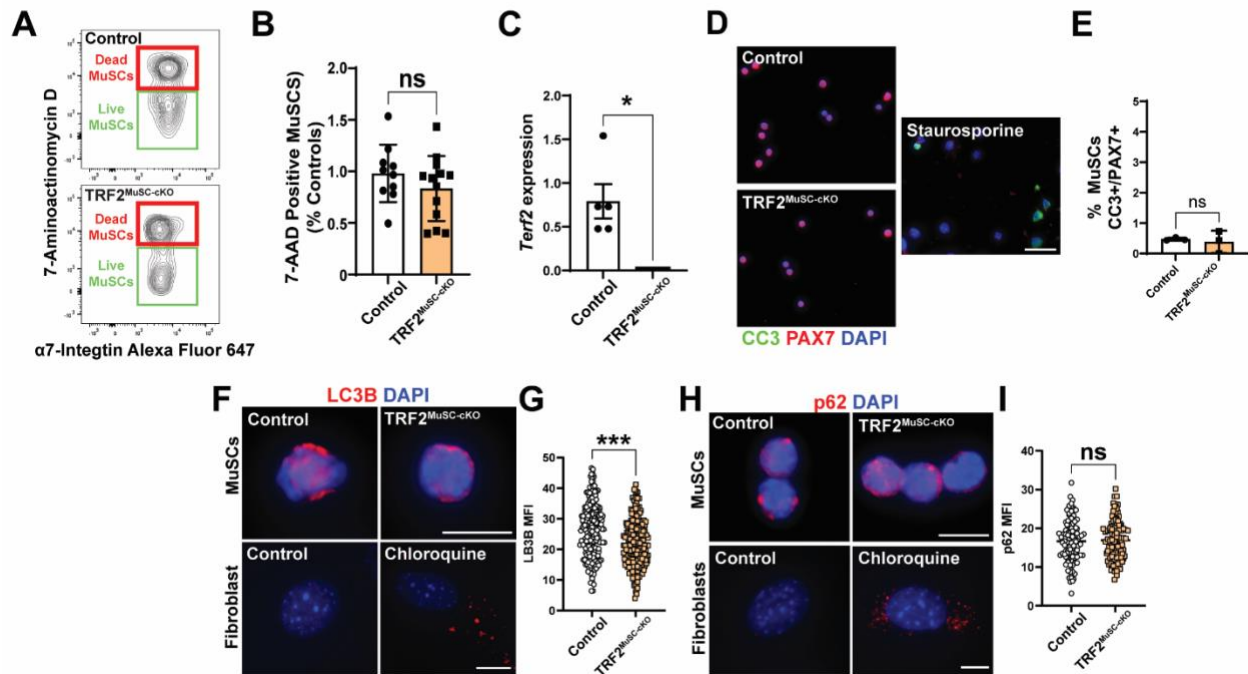

**Fig S3. Reduction of the MuSCs population in TRF2<sup>MuSC-cKO</sup> muscle is independent of cell death.**

(A) Representative flow cytometry contour plots from controls (top) and TRF2<sup>MuSC-cKO</sup> MuSCs (bottom) showing dead cells (red rectangle), and live cells (green rectangle) based on 7-Aminoactinomycin D (7-AAD) staining. (B) Quantification of 7-AAD<sup>+</sup> MuSCs (n=10-13 mice per genotype). (C) Quantitative RT-PCR analysis confirming efficient *Terf2* deletion in MuSCs following 4-hydroxytamoxifen (4-OHT) treatment. n = 5 independent biological replicates per genotype. (D) Representative immunofluorescence images of control and TRF2<sup>MuSC-cKO</sup> MuSCs stained for cleaved caspase 3 (CC3), DAPI (nuclei) and Pax7. Staurosporine-treated cells served as a positive control. Scale bar, 20µm. (E) Quantification of CC3+/Pax7+ MuSCs (n=3 mice per genotype). (F) Representative immunofluorescence images of the autophagic marker LC3B in control (top) and TRF2<sup>MuSC-cKO</sup> MuSCs (bottom). Fibroblasts treated with 50 µM chloroquine served as a positive control. Scale bar, 4µm. (G) Quantification of LC3B mean fluorescence intensity (MFI) from (F). (H) Representative immunofluorescence images of the autophagic flux marker p62 in control and TRF2<sup>MuSC-cKO</sup> MuSCs. Fibroblasts treated with 50 µM chloroquine served as a positive control. Scale bar, 4µm. (I) Quantification of p62 mean fluorescence intensity (MFI) from (H). N=100 cells from 4 independent biological replicates. Data are presented as means ±SEM. Statistical analysis was performed using two-tailed unpaired t-test with Welch's correction in (B-C), (E), (G), and (I). \*P<0.05; \*\*\* P<0.001; ns represents not significant.

## Supplementary Fig. 4

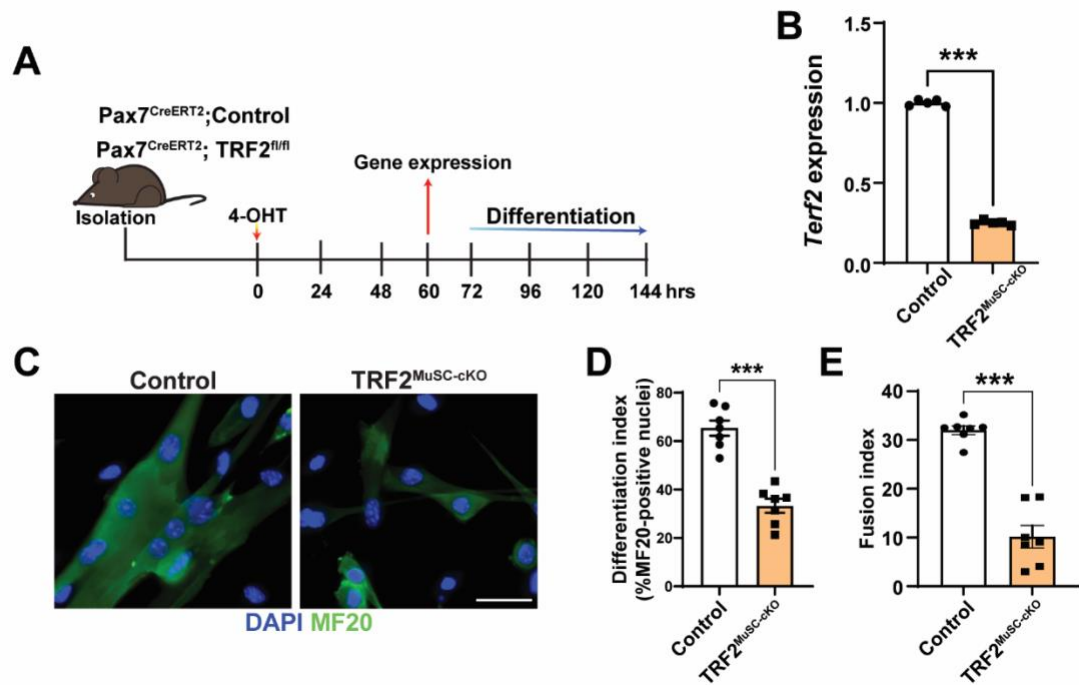

**Fig S4. TRF2 is required for efficient myogenic commitment of activated MuSCs.**

(A) Experimental design for 4-hydroxytamoxifen (4-OHT) treatment of isolated MuSCs, followed by submersion in differentiation media. (B) Quantitative RT-PCR analysis confirming efficient *Terf2* deletion following 4-OHT treatment (n = 5 biological replicates per genotype). (C) Representative images of differentiated control and TRF2<sup>MuSC-cKO</sup> cells stained for the differentiation marker myosin heavy chain (MF20) and nuclei (DAPI). Scale bar, 20μm. (D) Differentiation index, defined as the percentage of MF20+ cells relative to total nuclei (n=7 biological replicates per genotype). (E) Fusion index, defined as percentage of MF20+ myotubes containing 3 or more nuclei relative to the total nuclei (n=7 biological replicates per genotype). Data are represented as means ±SEM. Statistical analysis was performed using two-tailed unpaired t-test with Welch's correction in (B), (D), and (E). \*\*\* P<0.001.

## Supplementary Fig. 5

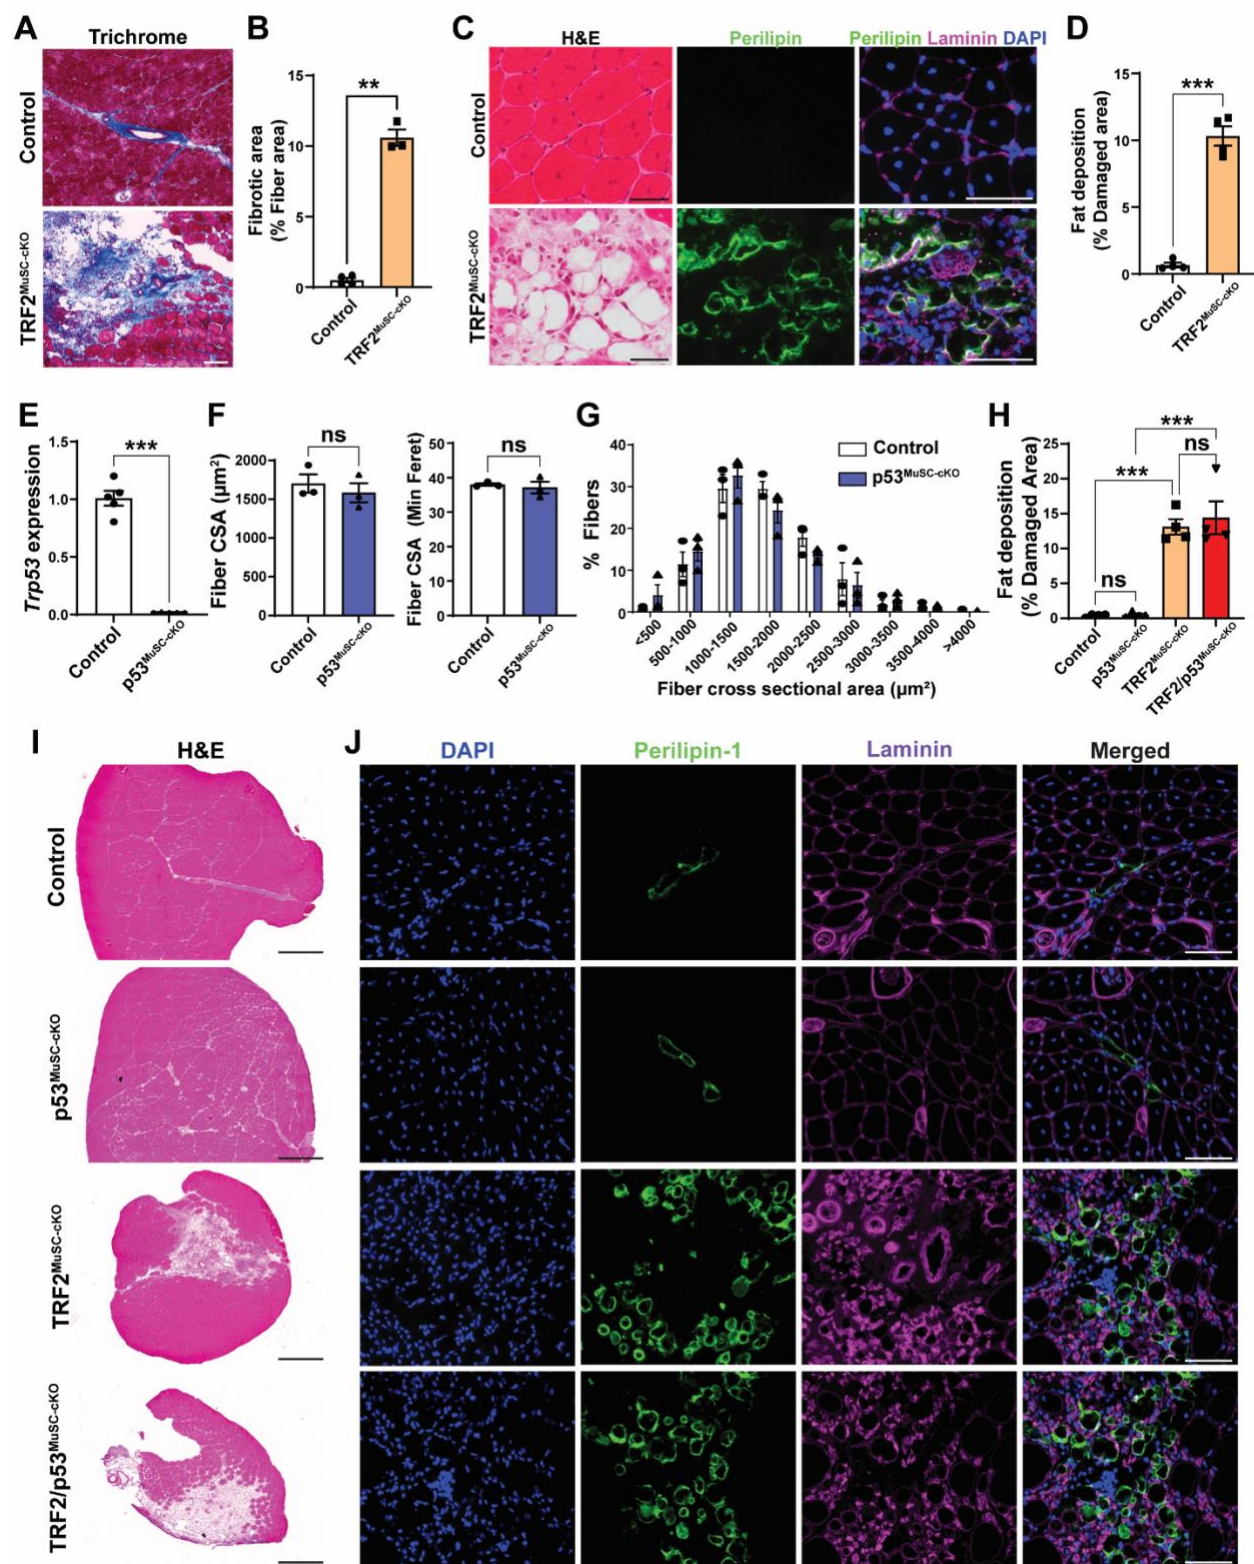

**Fig S5. Increased tissue damage and adipose tissue accumulation in regenerating TRF2<sup>MuSC-cKO</sup> muscles.**

(A) Representative Masson's trichome staining of tibialis anterior (TA) muscles from control and TRF2<sup>MuSC-cKO</sup> mice at 14 days post-injury (DPI). Scale bar, 100 $\mu$ m. (B) Quantification of fibrotic area in control and TRF2<sup>MuSC-cKO</sup> muscles (n=3 per genotypes). (C) Representative H&E staining (left; scale bar, 20 $\mu$ m) and immunofluorescence staining for perilipin (lipid droplets), DAPI (nuclei), and laminin (fibers) (middle and right; scale bar, 50 $\mu$ m) in control and TRF2<sup>MuSC-cKO</sup> muscles at 14 DPI. (D) Quantification of adipose tissue area in control and TRF2<sup>MuSC-cKO</sup> muscles at 14 DPI (n=4 per genotype). (E) Quantitative RT-PCR analysis confirming efficient MuSC-specific p53 deletion following tamoxifen administration (n = 4 mice per genotype). (F) Myofiber cross-sectional area (CSA) in  $\mu$ m<sup>2</sup> in uninjured control and p53<sup>MuSC-</sup> muscles (left) and myofiber area measured by minimum Feret diameter (right) (n=3 mice per genotype). (G) Fiber size distribution in control and p53<sup>MuSC-cKO</sup> mice at 14 DPI. (H) Quantification analysis of adipose tissue area in control, p53<sup>MuSC-cKO</sup>, TRF2<sup>MuSC-cKO</sup>, and TRF2/p53<sup>MuSC-cKO</sup> muscles at 14 DPI (n=4 per genotype). (I) Representative H&E staining of regenerating muscles from the indicated genotypes at 14 DPI. Scale bar, 500 $\mu$ m. (J) Representative immunofluorescence images stained for DAPI (nuclei), Perilipin-1 (lipid droplets), Laminin (fiber) at 14DPI. Scale bar, 50 $\mu$ m. Data are presented as means  $\pm$  SEM. Statistical analysis was performed using two-tailed unpaired t-test with Welch's correction in (B), (D-F), and two-way ANOVA test with Tukey's correction in (G) and (H). \*\*P<0.01; \*\*\*P<0.001; ns, not significant.

## Supplementary Fig. 6

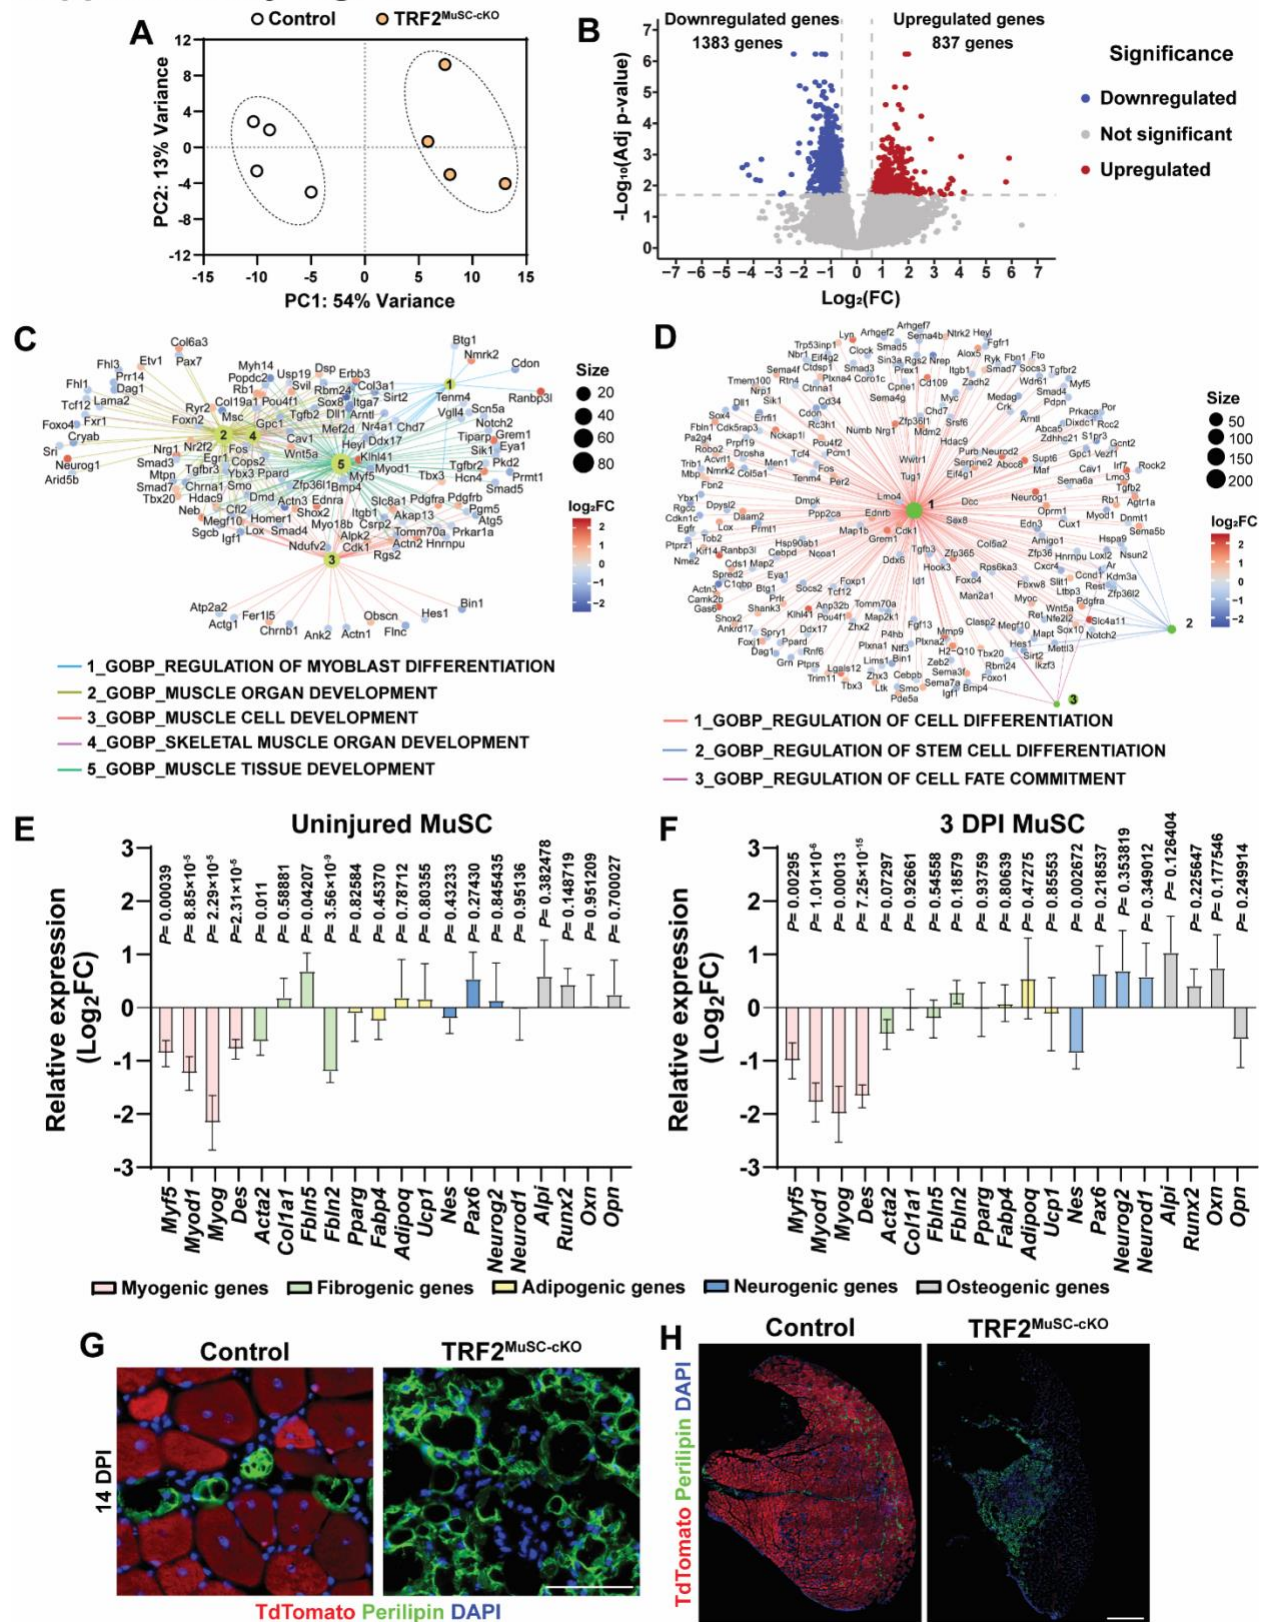

**Fig S6. TRF2 preserves the myogenic transcriptional program of MuSCs without promoting alternative lineage conversion.**

**A)** Principal component analysis (PCA) of transcriptomes from freshly isolated MuSCs obtained from uninjured control and TRF2<sup>MuSC-cKO</sup> muscles. **(B)** Volcano plot showing differentially expressed genes in TRF2<sup>MuSC-cKO</sup> MuSCs relative to controls. 1383 genes were downregulated, and 837 genes were upregulated. **(C)** Gene Ontology (GO) network analysis highlighting significantly downregulated pathways associated with myogenic differentiation and muscle development in quiescent TRF2<sup>MuSC-cKO</sup> MuSCs. **(D)** GO network analysis highlighting significantly downregulated pathways associated with cell differentiation, stem cell differentiation, and cell fate commitment in quiescent TRF2<sup>MuSC-cKO</sup> MuSCs. **(E and F)** Gene expression analysis of lineage-specific markers. Expression of fibrogenic, adipogenic, neurogenic and osteogenic genes was largely unchanged, whereas myogenic genes (*Myf5*, *Myod1*, *Myog*, *Des*) were significantly reduced in MuSCs isolated from **(E)** uninjured and **(F)** injured muscles at 3 days post-injury (3 DPI). n=3-4 mice (3-month-old) per genotype. Data are presented as means  $\pm$  SEM. Exact P values are indicated in the graphs. **(G)** Representative immunofluorescence images of regenerating muscles at 14 DPI from control and TRF2<sup>MuSC-cKO</sup> mice stained for tdTomato (red), perilipin (green), and DAPI (blue). Scale bar, 50 $\mu$ m. **(H)** Representative immunofluorescence images of regenerating muscles at 14 DPI stained for tdTomato (red), perilipin (green), and DAPI (blue). Note the lack of tdTomato expression in perilipin-positive adipocytes within the TRF2<sup>MuSC-cKO</sup> injured areas. Scale bar, 500 $\mu$ m.

## Supplementary Fig. 7

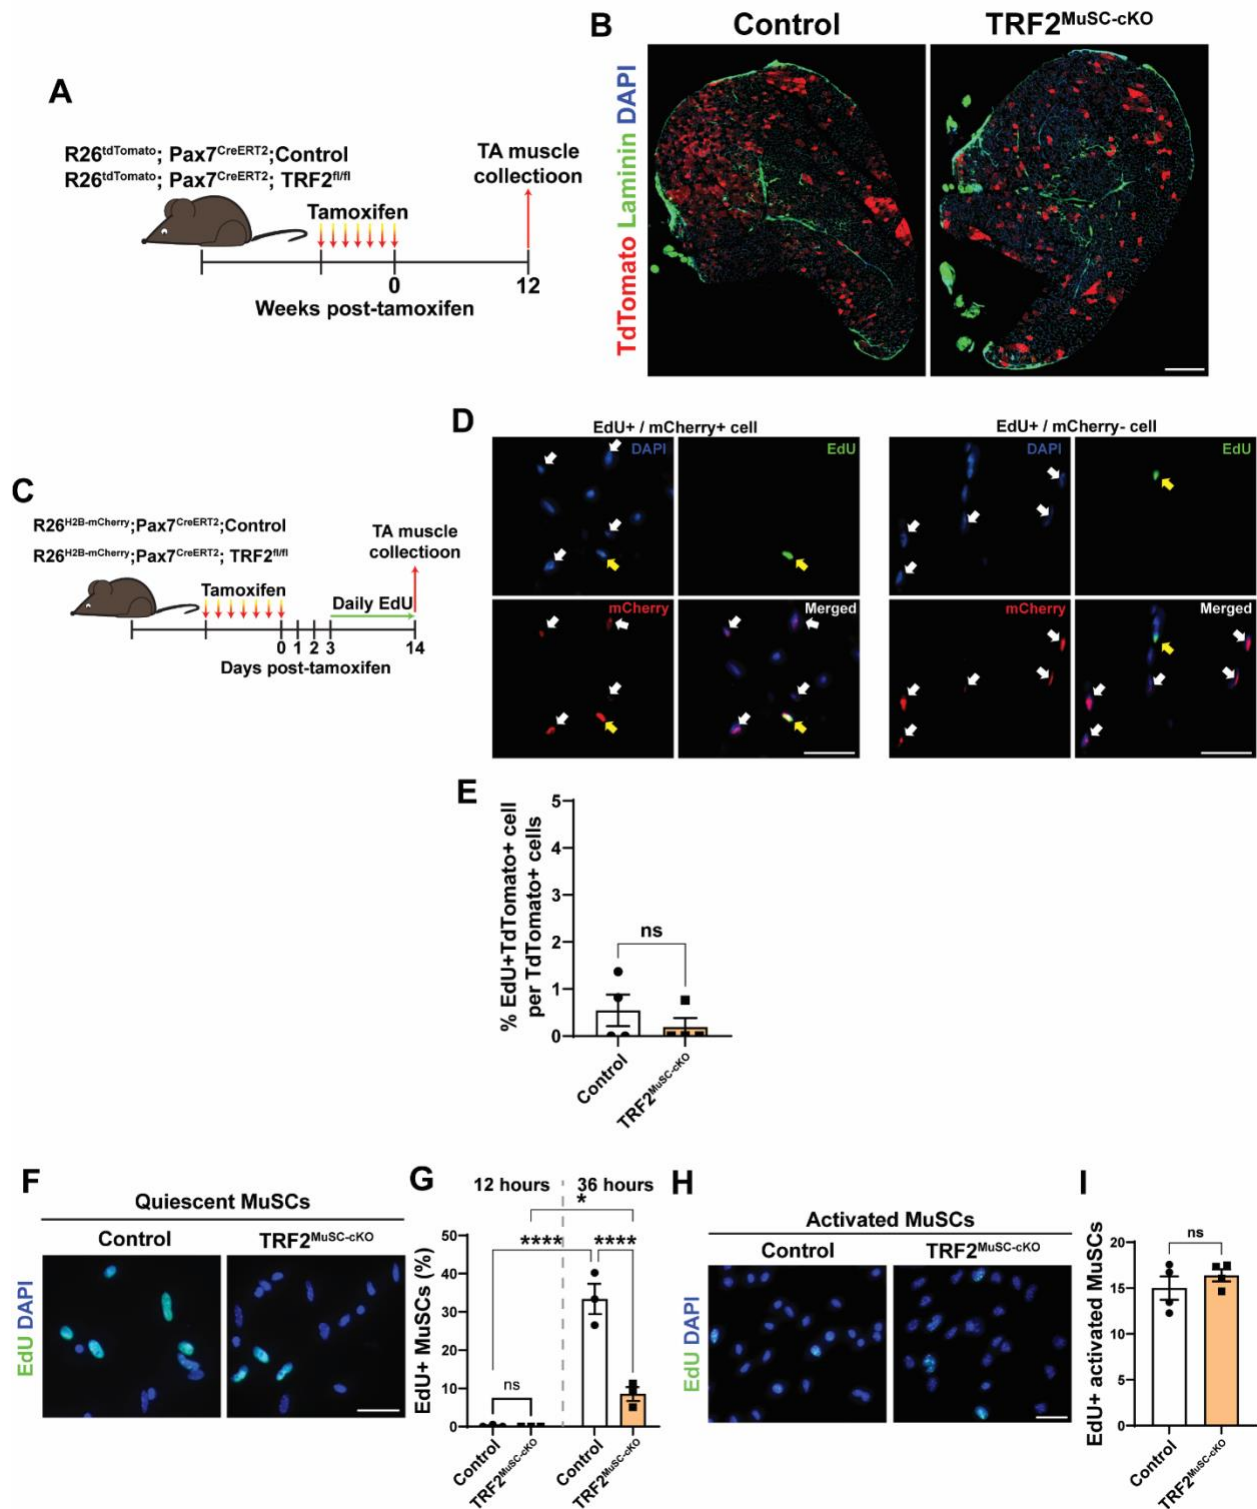

**Fig S7. TRF2 deletion alters MuSC fate transition while preserving proliferative capacity in activated MuSCs.**

**(A)** Experimental scheme for lineage tracing in control and TRF2-deficient Pax7-lineage mice carrying the *R26<sup>tdTomato</sup>* reporter. **(B)** Representative images of tibialis anterior (TA) muscle sections from control and TRF2<sup>MuSC-cKO</sup> mice stained for tdTomato, laminin, and DAPI. Scale bar, 500µm. **(C)** Experimental design for lineage-tracing in control and TRF2-deficient Pax7<sup>H2B-mCherry</sup> mice followed by daily EdU administration. **(D)** Representative images of EdU, mCherry, and DAPI staining in muscle sections. White arrows indicate mCherry<sup>+</sup> cells and yellow arrows mark EdU<sup>+</sup>/mCherry<sup>+</sup> cells. Scale bar, 20µm. **(E)** Quantification of EdU<sup>+</sup>/mCherry<sup>+</sup> cells as a percentage of total mCherry<sup>+</sup> cells in control and TRF2-deficient muscles. **(F)** Representative images of quiescent MuSCs stained for EdU and DAPI (nuclei). Scale bar, 20µm. **(G)** Quantification of EdU incorporation in quiescent MuSCs after 12 and 36 hours in isolation/culture. **(H)** Representative images of activated MuSCs stained for EdU and DAPI (nuclei). Scale bar, 20µm. **(I)** Quantification of EdU incorporation in activated MuSCs from control and TRF2<sup>MuSC-cKO</sup> mice. More than 100 cells from n=3 mice per genotype were analyzed. Data are presented as means ±SEM. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction in (E) and (I), and two-way ANOVA test Bonferroni's multiple-comparison test in (G). \*P<0.05; \*\*\*\*P<0.0001; ns, not significant.

## Supplementary Fig. 8

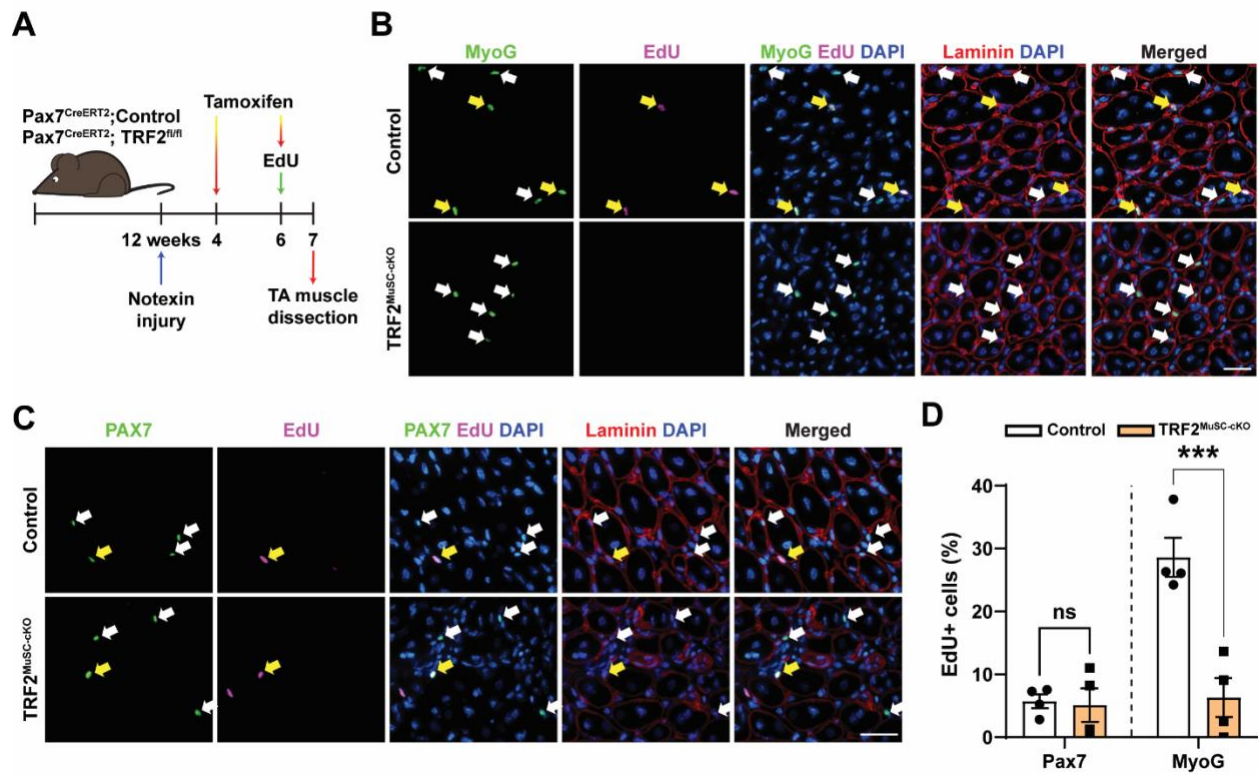

**Fig S8. TRF2 ablation uncouples proliferation from myogenic commitment.**

(A) Experimental design for acute muscle injury and EdU labeling in Control and TRF2<sup>MuSC-cKO</sup> mice. (B) Representative images of regenerating tibialis anterior (TA) muscle sections stained for MyoG, EdU, laminin, and DAPI. White arrows indicate MyoG<sup>+</sup>/EdU<sup>-</sup>, whereas yellow arrows indicate MyoG<sup>+</sup>/EdU<sup>+</sup> cells. Merged images are shown on the right. Scale bar, 20μm. (C) Representative images of regenerating TA muscle sections stained for Pax7, EdU, laminin, and DAPI. White arrows indicate Pax7<sup>+</sup>/EdU<sup>-</sup> and yellow arrows indicate Pax7<sup>+</sup>/EdU<sup>+</sup> cells. Scale bar, 20μm. (D) Quantification of EdU incorporation within Pax7<sup>+</sup> and MyoG<sup>+</sup> cell populations. The percentage of EdU<sup>+</sup>/Pax7<sup>+</sup> cells was unchanged, whereas the percentage of EdU<sup>+</sup>/MyoG<sup>+</sup> cells was reduced in TRF2<sup>MuSC-cKO</sup> muscles compared with controls. Data are presented as means ± SEM. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction. \*\*\*\*P < 0.0001; ns, not significant.

## Supplementary Fig. 9

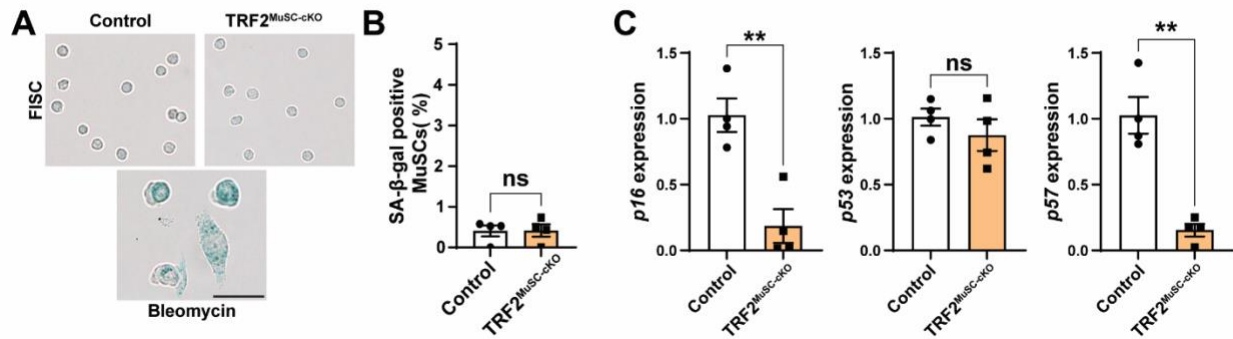

**Fig S9. TRF2 loss does not exhibit hallmarks of cellular senescence in MuSC-derived cells.**

(A) Representative images of freshly isolated MuSCs (top) stained for the senescence marker  $\beta$ -galactosidase (SA- $\beta$ -gal). Bleomycin-treated myoblasts served as a positive control (bottom). Scale bar, 20 $\mu$ m. (B) Quantification of SA- $\beta$ gal-positive MuSCs in control and TRF2<sup>MuSC-cKO</sup> groups. More than 100 cells from 4 independent biological replicates were analyzed. (C) Quantitative RT-PCR analysis of the senescence-associated genes *p16*, *p53*, and *p57*, in isolated MuSCs (n=4 mice per genotype). Data are presented as means  $\pm$ SEM. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction in (B) and (C). \*\*P<0.01; ns, not significant.

**Supplementary Fig. 10**

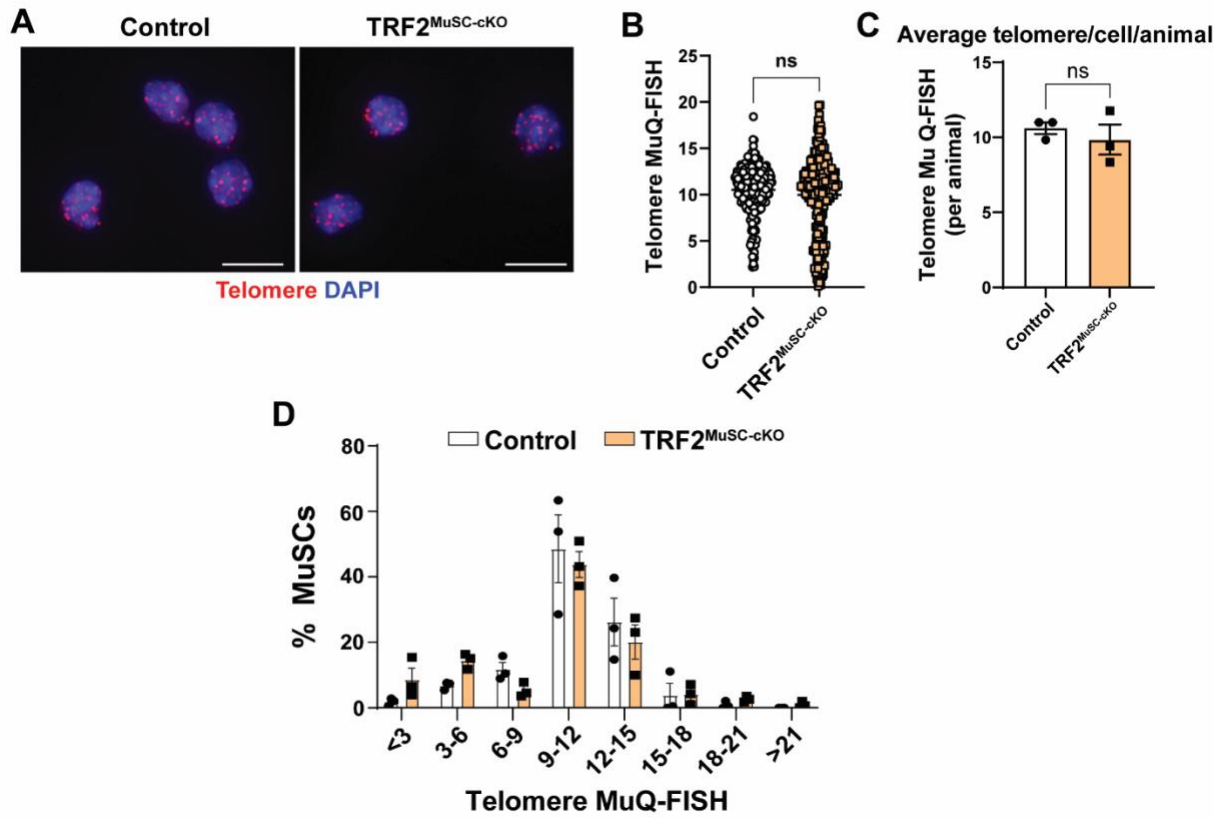

**Fig. S10. TRF2 deletion does not alter telomere length in MuSCs.**

(A) Representative fluorescence in situ hybridization in MuSCs (MuQ-FISH) images showing telomeres and DAPI-stained nuclei in freshly isolated control and TRF2<sup>MuSC-cKO</sup> MuSCs. Scale bar, 5µm. (B) Quantification of individual telomere fluorescence intensity measured by MuQ-FISH. More than 100 cells from 3 independent biological replicates (3-month-old mice) were analyzed. (C) Average telomere fluorescence intensity per cell per animal in Controls and TRF2<sup>MuSC-cKO</sup> MuSCs. More than 100 MuSCs per mouse were analyzed from n=3 mice per genotype. (D) Distribution of telomere fluorescence intensity (% MuSCs with different telomere length) in control and TRF2<sup>MuSC-cKO</sup> MuSCs. More than 100 cells from 3 independent biological replicates (3-months -old mice) were analyzed. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction in (B) and (C), and two-way ANOVA with Bonferroni's multiple-comparison test in (D). ns, not significant.

Supplementary Fig. 11

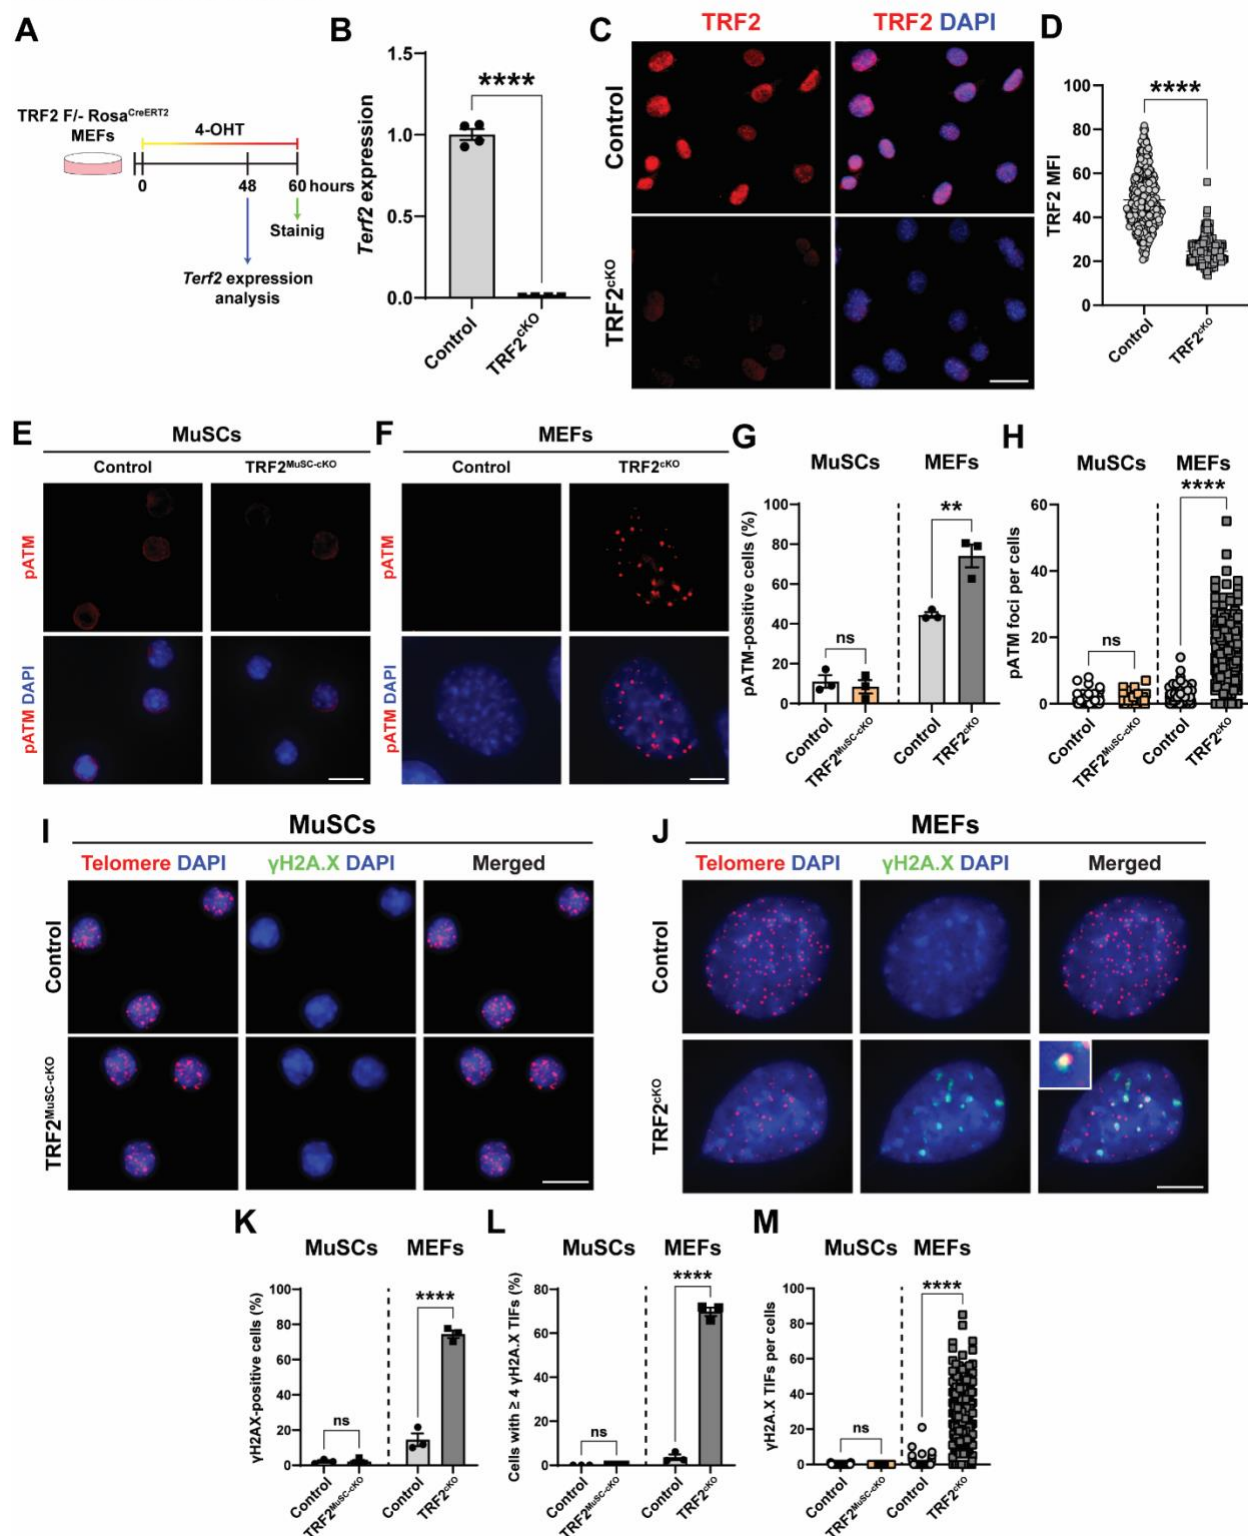

**Fig. S11. TRF2 absence triggers DDR activation responses in MEFs but not in MuSCs.**

(A) Experimental design for *in vitro* TRF2 deletion in mouse embryonic fibroblasts (MEFs). (B) Quantitative RT-PCR analysis of *Terf2* expression in control and TRF2<sup>ckO</sup> MEFs. More than 100

cells from 3 independent replicates were analyzed. **(C)** Representative immunofluorescence images of control and TRF2<sup>ckO</sup> MEFs stained for TRF2 and DAPI. Scale bar, 20 $\mu$ m. **(D)** Quantification of TRF2 mean fluorescence intensity (MFI) in control and TRF2<sup>ckO</sup> MEFs. More than 100 cells from 3 independent replicates were analyzed. **(E and F)** Representative immunofluorescence images of phosphorylated ATM (pATM) in control and TRF2-deficient MuSCs **(E)** and MEFs **(F)**. Nuclei were counterstained with DAPI. Scale bar, 5 $\mu$ m. **(G)** Quantification of the percentage of pATM-positive cells in MuSCs and MEFs. **(H)** Quantification of the number of pATM foci per cell in MuSCs and MEFs. n=3 mice per genotypes were examined and more than 100 cells per cell type were analyzed. **(I and J)** Representative telomere dysfunction-induced foci (TIF) analysis by telomere FISH combined with  $\gamma$ H2A.X immunostaining in MuSCs **(I)** and MEFs **(J)**. Insets highlight representative telomere-associated DNA damage foci. Scale bar, 5 $\mu$ m. **(K to M)** Quantification of  $\gamma$ H2A.X-associated telomere dysfunction, including the percentage of  $\gamma$ H2A.X-positive cells **(K)**, the percentage of cells containing  $\geq 4$   $\gamma$ H2A.X TIFs **(L)**, and the number of  $\gamma$ H2A.X TIFs per cell **(M)**. For MuSC analyses, n=3 mice per genotypes were examined and more than 100 cells per cell type were analyzed. Data are represented as means  $\pm$ SEM. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction in **(B)** and **(D)**, and two-way ANOVA test with Tukey's multiple-comparison in **(G-H)** and **(K-M)**. \*\*\*\* P<0.0001; ns, not significant.

# Supplementary Fig. 12

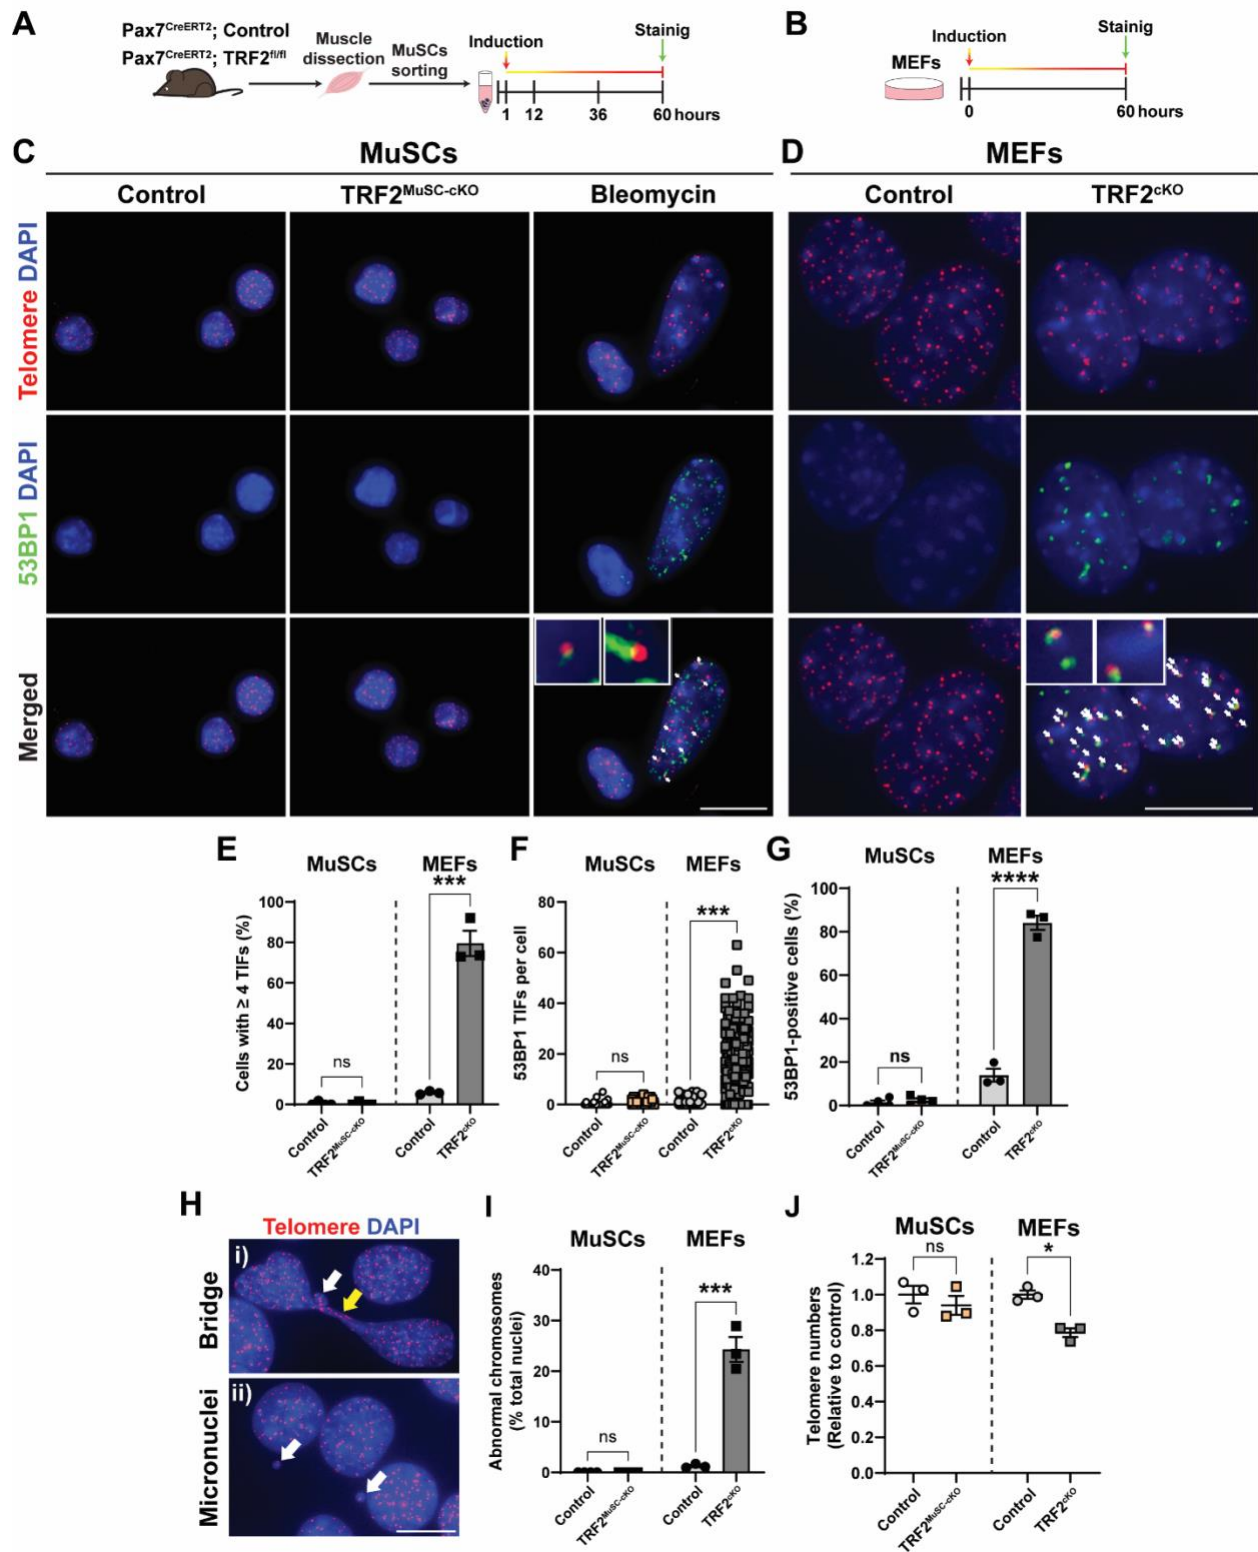

**Fig. S12. MuSCs, unlike MEFs, are resistant to TRF2 deletion-induced telomere dysfunction.**

(A) Experimental design for analysis of freshly isolated MuSCs. (B) Experimental design for analysis of mouse embryonic fibroblasts (MEFs). (C) Representative immunofluorescence images

of MuSCs stained for telomeres, 53BP1, and DAPI under control, TRF2-deficient, or bleomycin-treated conditions. Insets highlight representative telomere dysfunction-induced foci (TIFs), identified by colocalization of telomere and 53BP1 signals. Scale bar, 10 $\mu$ m. **(D)** Representative immunofluorescence images of control and TRF2<sup>ckO</sup> MEFs stained for telomeres, 53BP1, and DAPI. Merged images and representative TIFs are shown in the insets. **(E)** Quantification of cells containing  $\geq 4$  TIFs in MuSCs and MEFs. **(F)** Quantification of 53BP1-associated TIFs per cell in MuSCs and MEFs. **(G)** Quantification of 53BP1-positive cells in MuSCs and MEFs. More than 100 cells from 3 biological replicates were analyzed for **(E to G)**. **(H)** Representative images of abnormal nuclear morphologies following TRF2 deletion, including chromatin bridges (i) and micronuclei (ii). Arrows indicate the abnormalities. **(I)** Quantification of abnormal nuclear morphologies in MuSCs and MEFs. **(J)** Quantification of telomere numbers relative to controls in MuSCs and MEFs. Data are presented as means  $\pm$  SEM. Statistical analysis was performed using two-way ANOVA with Tukey's correction in (E-G) and (I-J). \*P < 0.05; \*\*P < 0.001; \*\*\*P < 0.001; ns, not significant.

## Supplementary Fig. 13

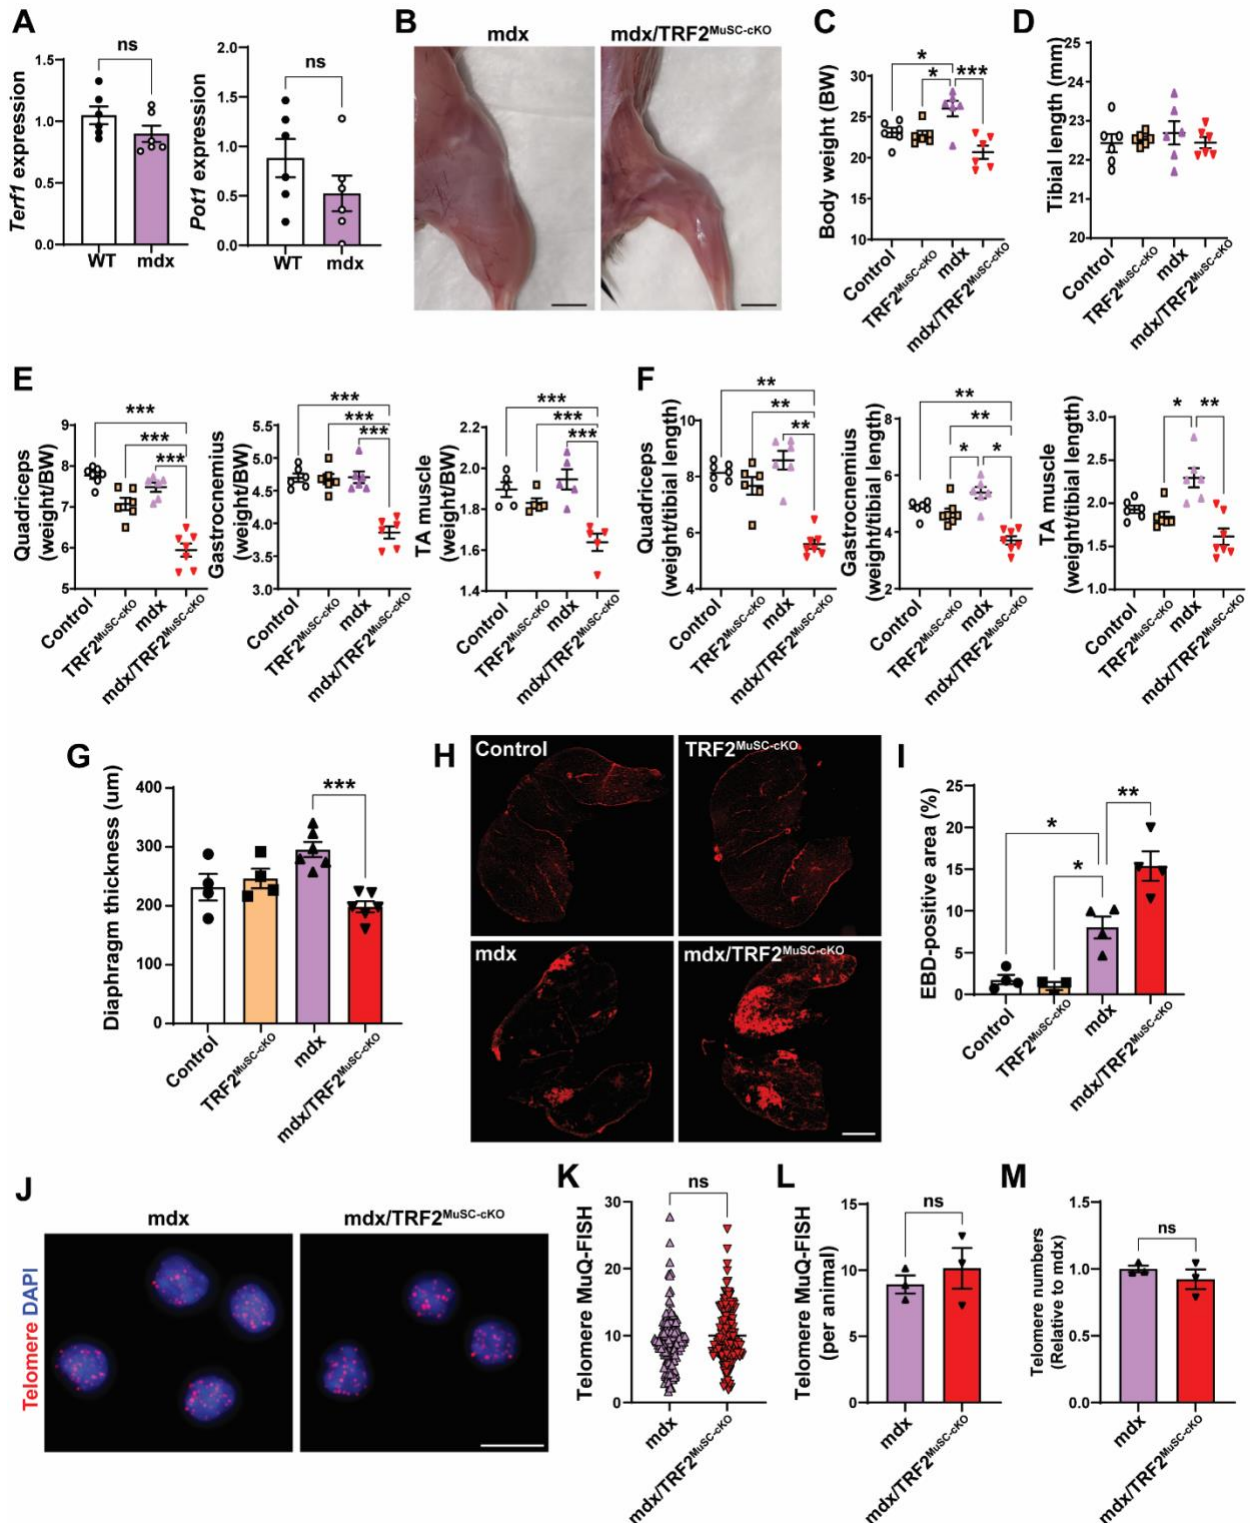

**Fig S13. MuSC-specific TRF2 deletion aggravates skeletal muscle atrophy and muscle damage in mdx mice.**

(A) Quantitative RT-PCR analysis of the shelterin components *Terf1* and *Pot1* in MuSCs isolated from mdx and TRF2<sup>MuSC-cKO</sup> muscles (n=6 per genotype). (B) Representative images at 6-month-old animals show atrophied skeletal muscles in mdx/TRF2<sup>MuSC-cKO</sup> compared to mdx mice. Scale bar, 5mm. (C) Body weight (BW) of controls, TRF2<sup>MuSC-cKO</sup>, mdx, and mdx/TRF2<sup>MuSC-cKO</sup> mice (n=6 mice per genotype; 3 months old). (D) Tibial length of the indicated genotypes (n=6 mice per genotype). (E) Quadriceps, gastrocnemius, and tibialis anterior (TA) weights normalized to BW (n=6 mice per genotype). (F) Quadriceps, gastrocnemius and TA weights normalized to tibial length (n=6 mice per genotype). (G) Diaphragm thickness in the indicated genotypes (n=4-6 mice per genotype). (H) Representative Evans blue dye (EBD) staining of gastrocnemius muscles. Scale bar, 1mm. (I) Quantification of EBD-positive area (%) showing increased damage in mdx/TRF2<sup>MuSC-cKO</sup> gastrocnemius muscles (n=4 mice per genotype). (J) Representative MuQ-FISH images of telomere and DAPI (nuclei) from freshly isolated mdx and mdx/TRF2<sup>MuSC-cKO</sup> MuSCs. Scale bar, 5μm. (K) Quantification of individual telomere signal intensity. More than 100 cells from 3 independent biological replicates were analyzed. (L) Average telomeres MuQ-FISH per animal in mdx and mdx/TRF2<sup>MuSC-cKO</sup> MuSCs. (M) Average number of telomere foci per cell in mdx and mdx/TRF2<sup>MuSC-cKO</sup> MuSCs. More than 100 MuSCs per mouse were analyzed and n=3 mice per genotype. Data are presented as means ±SEM. Statistical analysis was performed using two-tailed unpaired t tests with Welch's correction in (A) and (K-M), and two-way ANOVA with Tukey's multiple-comparison test in (C-G) and (I). \*P<0.05; \*\*P<0.01; \*\*\*P<0.001; ns, not significance.

## Supplementary Fig. 14

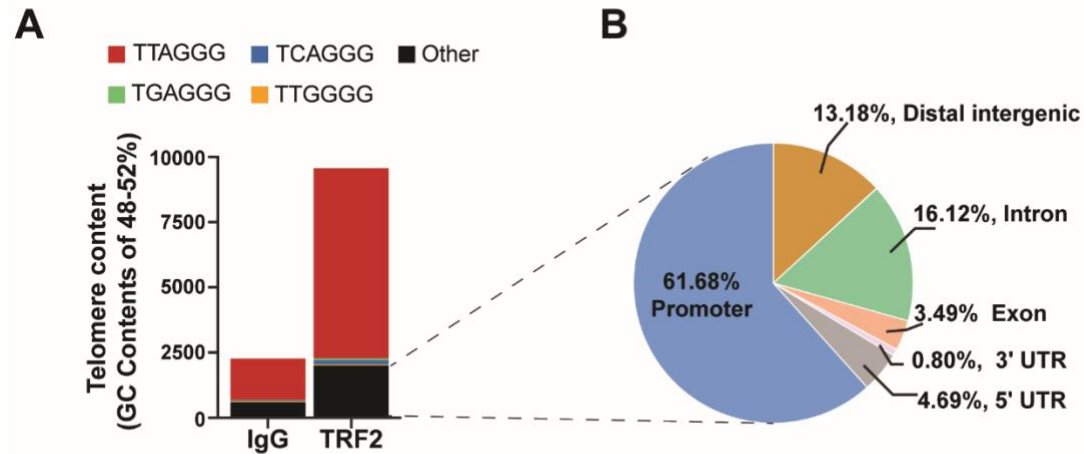

**Fig S14. Genome-wide distribution and non-telomeric TRF2-binding sites in MuSCs.**

(A) Composition of TRF2-bound DNA sequences. Canonical telomeric repeats (TTAGGG) are shown in red. Telomere variant repeats (TCAGGG, TGAGGG and TTGGGG) are shown in blue, green and yellow, respectively. All remaining sequences are classified as non-telomeric and shown in black. (B) Genomic distribution and annotation of non-telomeric TRF2-binding regions identified in MuSCs.

## Supplementary Fig. 15

**A**

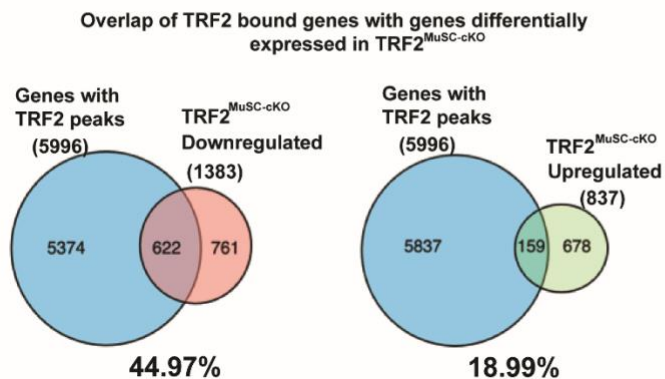

**B**

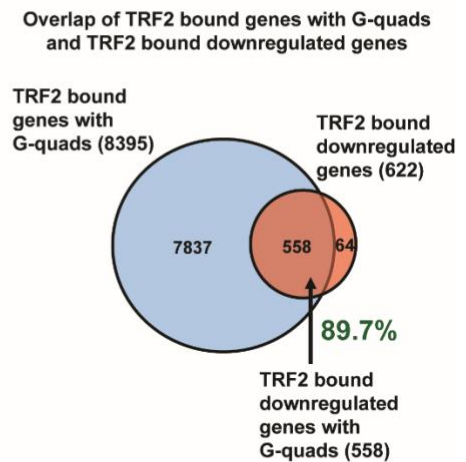

**C**

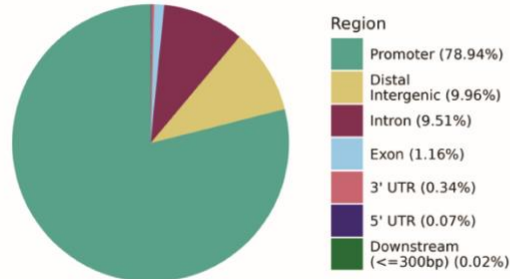

**Fig. S15. Integration of TRF2 occupancy, G-quadruplex motifs, and transcriptional regulation in MuSCs.**

(A) Overlap between TRF2-bound genes and differentially expressed genes in TRF2<sup>MuSC-cKO</sup> MuSCs. (B) Overlap among TRF2-bound genes associated with G-quadruplex (G4s) motifs, and TRF2-bound genes that are downregulated in TRF2<sup>MuSC-cKO</sup> MuSCs. (C) Genomic annotation and distribution of non-telomeric TRF2-G4 candidate regulatory regions identified in MuSCs.

## Supplementary Fig. 16

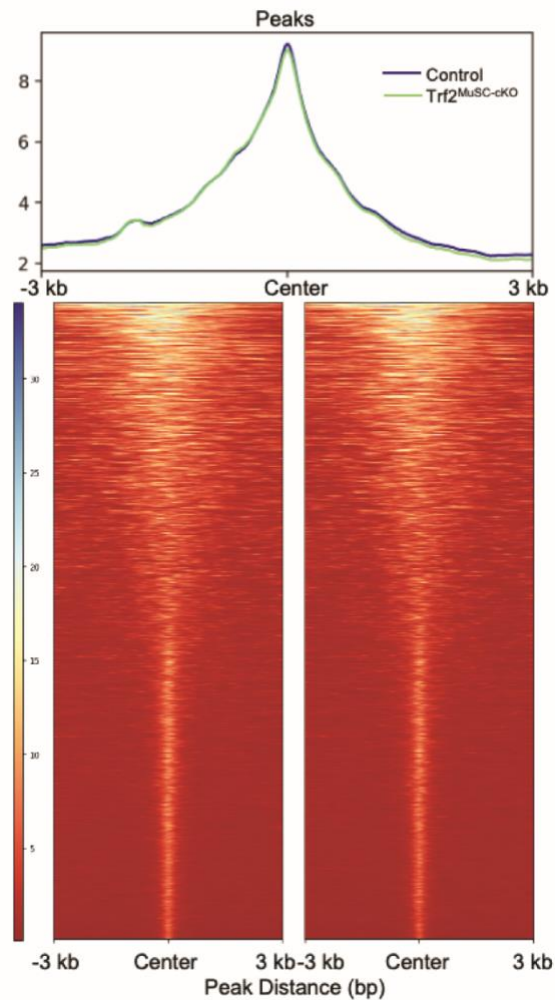

**Fig. S16. Chromatin accessibility is largely preserved following TRF2 deletion in MuSCs.** Heatmap of ATAC-Seq signal at peaks linked to genes differentially expressed following TRF2 deletion in MuSCs, comparing control and TRF2<sup>MuSC-cKO</sup> conditions. Peaks are ranked by decreasing signal intensity in control samples and displayed in the same order across both genotypes.

## Supplementary Fig. 17

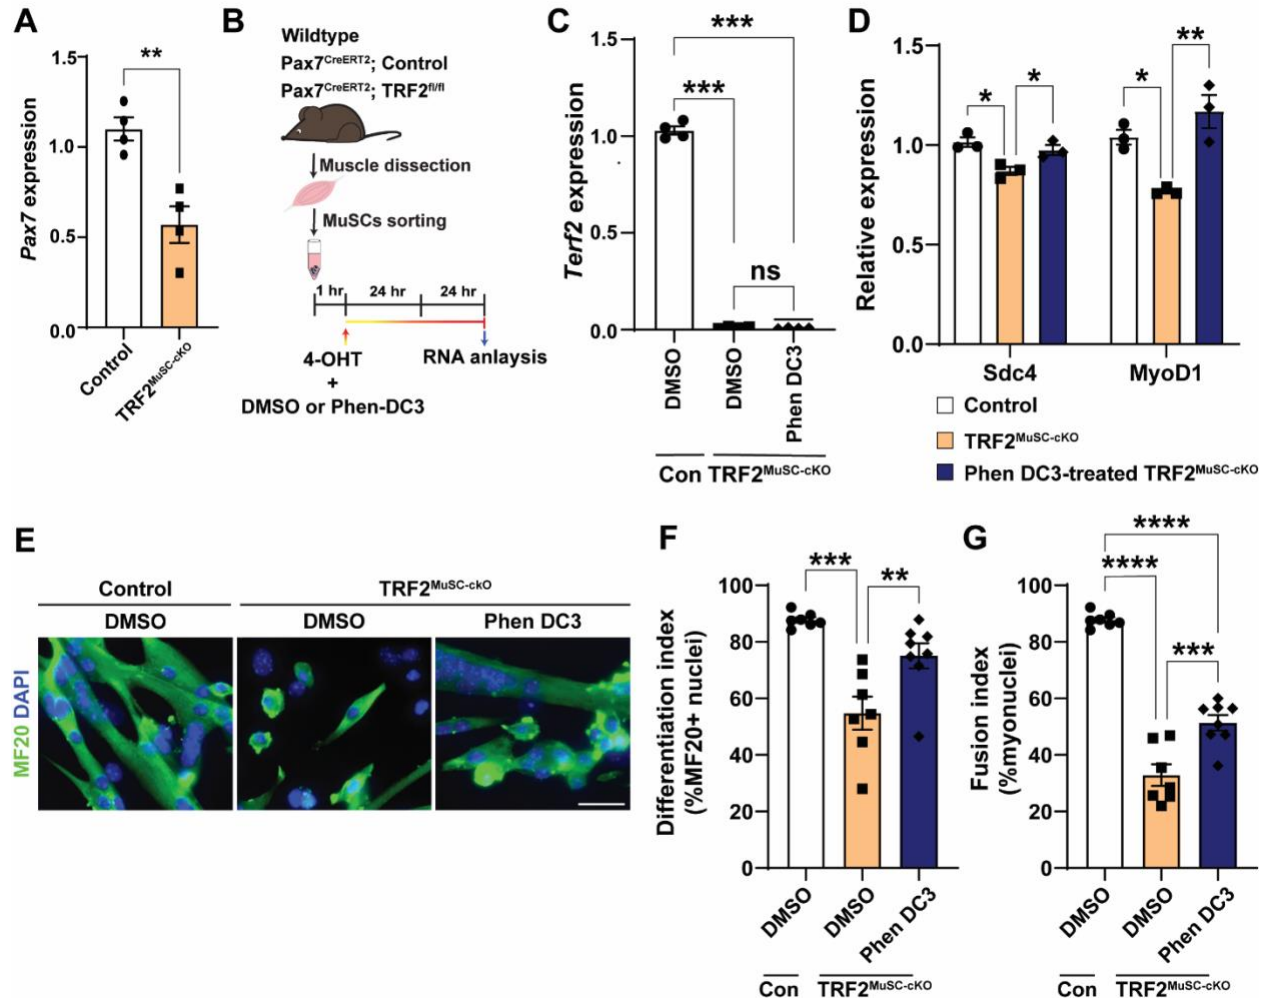

**Fig. S17. G-quadruplex stabilization restores stem cell gene expression and mitigates defective myogenesis in TRF2-deficient MuSCs.**

(A) Quantitative RT-PCR analysis of *Pax7* expression in control and TRF2<sup>MuSC-cKO</sup> MuSCs (n=4 mice per genotype, 3 months old). (B) Experimental design: MuSCs were isolated from wild-type, control, and TRF2<sup>MuSC-cKO</sup> muscles, treated with 4-hydroxytamoxifen (4-OHT) to induce TRF2 deletion, and subsequently exposed to either DMSO (vehicle control) or PhenDC3 (2μM), a G4-stabilizing compound. (C) Quantitative RT-PCR analysis of *Terf2* expression in controls and TRF2<sup>MuSC-cKO</sup> MuSCs treated with DMSO or PhenDC3 (2μM). Note that G4 stabilization does not affect *Terf2* expression in TRF2<sup>MuSC-cKO</sup> MuSCs (n=4 mice, 3-month-old, per genotype). (D) Quantitative RT-PCR analysis of *Sdc4* and *MyoD1* expression in control and TRF2<sup>MuSC-cKO</sup> MuSCs treated with PhenDC3 (2μM). MuSCs were isolated from n=3 mice (3 months old) per genotype and condition. (E) Representative images of differentiated control (DMSO treated) and TRF2<sup>MuSC-cKO</sup> cells treated either with DMSO or PhenDC3 stained for the differentiation marker myosin heavy chain (MF20) and nuclei (DAPI). Scale bar, 20μm. (F) Differentiation index, defined as the percentage of MF20 positive nuclei relative to total nuclei. (G) Fusion index, defined as the percentage of nuclei within MF20 positive myotubes containing 3 or more nuclei divided by the

total number of nuclei. n=7 biological replicates per genotype and condition. Data are presented as means  $\pm$  SEM. Statistical analysis was performed using two-tailed unpaired t-tests with Welch's correction in (A) and one-way ANOVA with Tukey's multiple-comparison test in (C-D and F-G). \*P<0.05; \*\*P<0.01; p<0.001; \*\*\*\*P<0.0001; ns, non-significant.

## Supplementary Fig. 18

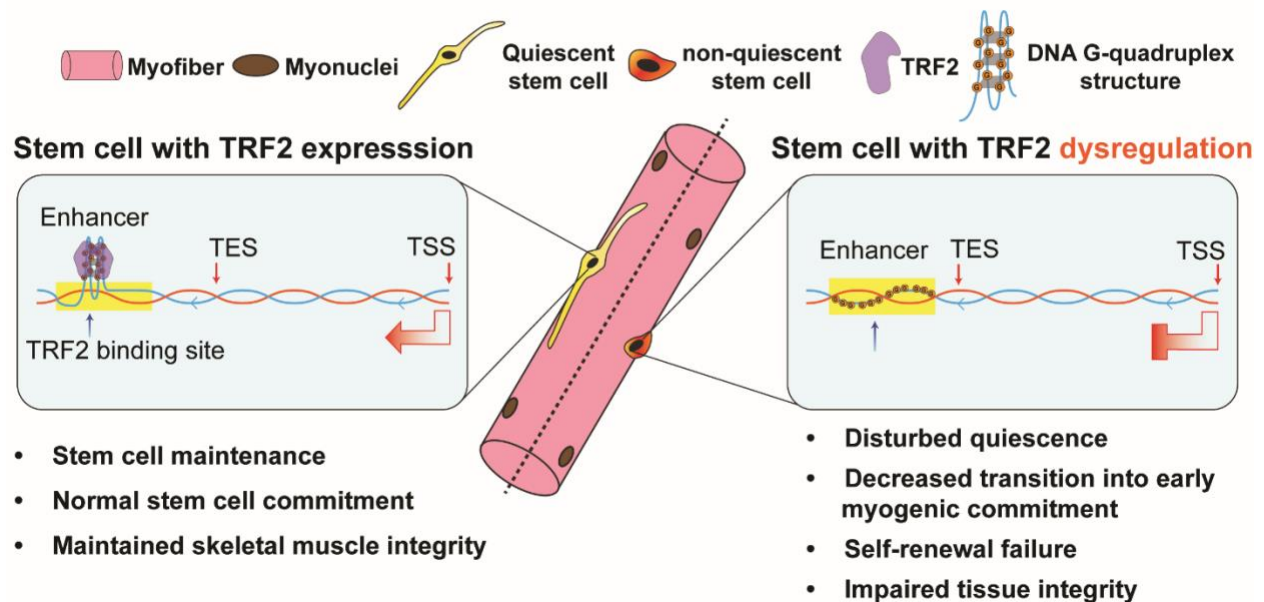

**Fig S18. Proposed model linking TRF2-mediated G4 regulation to muscle stem cell function.**

Schematic summarizing the mechanism of action of TRF2 in muscle stem cell (MuSC) maintenance and regeneration. In quiescence MuSCs, high TRF2 expression leads to binding on G4 structures within the regulatory regions of pivotal stem cell genes, including *Pax7*, in order to maintain stem cell identity that is critical for high regeneration capacity and self-renewal. In case of TRF2 reduction, TRF2-G4s association are not maintained, MuSCs lose their ability to maintain stemness. While upon injury these cells proliferate, they are unable to move forward into myogenic commitment and fail to self-renew, resulting in impaired function, and severe regeneration defects.

**Table S1. Antibodies used in this study.**

| <b>Antibodies</b>                                 | <b>Suppliers</b>          | <b>Catalog numbers and identifiers</b> |
|---------------------------------------------------|---------------------------|----------------------------------------|
| Anti-Alpha 7 integrin Alexa Fluor 647, Clone R2F2 | ablab.ca                  | Cat# 67-0010-05                        |
| Alex flour 555 Goat anti-rabbit IgG               | Thermo Fisher Scientific  | Cat# A-21428<br>RRID: AB_2535849       |
| Alex flour 648 Goat anti-rat IgG                  | Thermo Fisher Scientific  | Cat# A-21247<br>RRID: AB_141778        |
| Alexa flour 488 Goat anti-mouse IgG1              | Thermo Fisher Scientific  | Cat# A-21121<br>RRID: AB_2535764       |
| Alexa flour 488 Goat anti-rabbit IgG              | Thermo Fisher Scientific  | Cat# A32731<br>RRID: AB_2633280        |
| Mouse anti-MYH3 antibody (F1.652)                 | DSHB                      | Cat# F1.652<br>RRID: AB_528358         |
| Mouse anti-Pax7                                   | DSHB                      | Cat# Pax7 RRID: AB_2299243             |
| Mouse anti-MyoG                                   | DSHB                      | Cat# F5B RRID: AB_2146602              |
| Mouse anti-Phospho-ATM (Ser1981) Antibody         | Thermo Fisher Scientific  | Cat# MA1-2020 RRID: AB_1086244         |
| Rabbit anti-53bp1                                 | Novus Biologicals         | Cat# NB100-304<br>RRID: AB_10003037    |
| Rabbit anti-Phospho Histone H2A.X (Ser139) (20E3) | Cell Signaling Technology | Cat# 9718<br>RRID: AB_2118009          |
| Rabbit anti-TRF-2                                 | Novus Biologicals         | Cat# NB100-57130<br>RRID: AB_844199    |
| Rabbit anti-Perilipin-1 (D1D8)                    | Cell Signaling Technology | Cat# 9349<br>RRID: AB_10829911         |
| Rat anti-CD11b-biotin, Clone M1/70                | BD Biosciences            | Cat# 553309;<br>RRID: AB_394773        |
| Rat anti-CD31-biotin                              | Fisher Scientific         | Cat# 13-0311-85;<br>RRID: AB_466421    |
| Rat anti-CD45-biotin                              | BD Biosciences            | Cat# 553078;<br>RRID: AB_394608        |
| Rat anti-Laminin B2, Clone A5                     | Fisher Scientific         | Cat# 05-206-MI<br>RRID: AB_309655      |
| Rat anti-Ly-6A/E-biotin (Sca1), clone E13-161.7   | BD Biosciences            | Cat# 553334;<br>RRID: AB_394790        |

|                                                          |                |                                   |
|----------------------------------------------------------|----------------|-----------------------------------|
| Rat anti-mouse CD106-Alexa flour 647, Colne 429(MVCAM.A) | BD Biosciences | Cat# 561612<br>RRID: AB_10896662  |
| Rat anti-mouse CD34-BV421, Clone RAM34                   | BD Biosciences | Cat# 562608;<br>RRID: AB_11154576 |

**Table S2. Primers used in this study.**

| Primers         | Suppliers and assay ID                  |
|-----------------|-----------------------------------------|
| Cdkn2a(p16)-FAM | Thermo Fisher Scientific, Mm00494449_m1 |
| Cdkn2c(p57)-FAM | Thermo Fisher Scientific, Mm00438170_m1 |
| PAX7-FAM        | Thermo Fisher Scientific, Mm00834079_m1 |
| TERF2-FAM       | Thermo Fisher Scientific, Mm01253555_m1 |
| Trp53(p53)-FAM  | Thermo Fisher Scientific, Mm01731290_g1 |
| TBP-VIC-MGB_PL  | Thermo Fisher Scientific, Mm01277042_m1 |
| Gapdh-VIC-MGB   | Thermo Fisher Scientific, Cat# 4352339e |

How the deposited data were processed for this re-analysis (not part of the article)

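The 16 libraries hold RNA of MuSCs isolated by fluorescence-activated cell sorting, with 4 libraries each from control and TRF2 MuSC-cKO mice, uninjured or 3 days after injection of 10 µl of notexin. Groups and replicate numbers were taken from the sample records, which name the genotype and the injury state of each library. RNA was depleted of ribosomal RNA and made into libraries with the CORALL kit. The authors trimmed the reads with TrimGalore, aligned them with STAR to Ensembl GRCm38, quantified them with Salmon and deposited the estimated counts per gene, summed over transcripts and not normalized. They also deposited a second table of estimated counts in which the abundances of each library are rescaled to that library's total. Neither table is collapsed over replicates. The paper's text does not state whether unique molecular identifiers were used to collapse duplicate reads, nor the release of the annotation. The second table was used as an alternative only.

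The count table holds 24411 genes by symbol, of which 23376 (95.76%) matched GENCODE M21, the GRCm38 annotation from which gene positions, transcript lengths and GC contents were taken. Genes that share reads with near-identical copies, such as ribosomal protein genes and their pseudogenes, and genes that overlap each other are uncertain, because the counting could have split their reads. No mitochondrial genes are in the table.

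Computation used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The estimated counts were rounded. In each comparison, the 8 libraries of the groups compared were filtered with edgeR's filterByExpr, scaled by TMM and tested with the robust quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.02, as in the paper's methods, and a fold change over 1.5, as in Fig. 4A. The genotypes were compared in uninjured MuSCs and at 3 DPI, control MuSCs were compared between 3 DPI and uninjured muscle, and the difference between the genotype effects (the interaction) was fitted on all 16 libraries. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood statistic. Log2 CPM had a prior count of 2.

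Gene lists were tested with camera at a preset correlation of 0.01 and a threshold of 0.05 after adjustment over the 23 lists with at least 5 tested genes. Fry, and camera with the correlation estimated from the data, were the alternatives. The direction of a list is the sign of its median log2 fold change relative to the median of all genes. The lists were the Fig. 4A, fig. S6C and fig. S6, E and F, genes transcribed from the figures, and lists written by hand for gene families (integrins, laminins, collagens, claudins, replication histones, ribosomal proteins, predicted genes), for focal adhesion, tight junction and Notch genes, for p53 targets, immediate early genes, interferon-stimulated genes and shelterin genes, for the senescence genes of fig. S9C, for 6 cell types other than MuSCs, and for 1505 olfactory, vomeronasal, taste and trace amine receptor genes as a measure of background. The KEGG and GO libraries of the paper's methods were not used here. Single values were compared with exact permutation tests of group means, two-sided, in which 4 against 4 libraries allow no p below 0.0286.

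The genes named are Terf2, every gene that the results text names from the RNA sequencing with Myog, Des, Hey1 and Dag1, in each genotype comparison the 3 called genes of largest rise and of largest fall with a mean log2 CPM of at least 1 and no overlap between genotypes, the 3 genes of smallest p in the interaction, markers of other lineages that were called, and shelterin and senescence genes. Markers of other lineages that were not called but had an unadjusted p under 0.05 are also named, and were chosen after their values were seen. The groups, the tests, the gene lists, the rule for named genes and all alternatives except those said to be added later were set before the data were examined.

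Library totals ran from 620506 to 1351130 estimated counts. The biological coefficient of variation was 0.297 in uninjured MuSCs and 0.495 at 3 DPI. The procedure was tested on simulated counts drawn from the means and library sizes of the real groups, with 200 genes changed by known folds. In uninjured MuSCs 115 of the 200 genes were recovered among 13197 genes tested (88% of those changed by 2 and 27% of those changed by 1 on the log2 scale), and 2 unchanged genes were called. At 3 DPI, 42 of 200 were recovered among 13541 genes tested (40% and 2%), and 4 unchanged genes were called. No changed gene was called with the wrong sign.

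The alternatives were limma's robust fit on log2 CPM, limma-voom, DESeq2, median-of-ratios size factors, library size alone, no filter on low counts, at least 10 counts in every library, all 16 libraries in 1 fit, the replicate number as a block, offsets that remove a lowess trend (span 0.3) of counts on GC content or length in each library, the block with the GC offsets, the rescaled table, adjusted p-value thresholds of 0.02 or 0.05 without a minimum fold change, and leaving out each library in turn. At 3 DPI they were also leaving out 1 control and 1 TRF2 MuSC-cKO library together, and the 4 libraries of the label code that both genotypes share. Added after the data were examined were DESeq2 and limma on the 7 libraries at 3 DPI left without TRF2 MuSC-cKO replicate 3, and unadjusted p-values. For the PCA the alternatives were the 500 most variable genes, unit variance, library size alone, the variance-stabilized counts of DESeq2, the filter of 10 counts and the rescaled table. Random draws used seed 263.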

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

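Tests chosen only after the results were seen are those of background reads for the genes called higher, of dissociation for the p53 targets, of library size and of another group for the 3 DPI library, of pseudogenes, of cells that kept TRF2, of label codes and of myeloid cells. The verdict on few RNA molecules was also settled after its values were seen. Libraries at 3 DPI are named by their label, since Terf2 was not lower in those labelled TRF2 MuSC-cKO.

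Of 150 groups of 4 values, 12 had a library whose gap to the nearest of the others, over the range of the group, passed the critical value of Dixon's test, where chance gives 7.5. Among uninjured control libraries, replicate 3 had a total of 909474 estimated counts against 1288875 to 1351130 in the others, 20544 genes detected after thinning to 1 total against 19892 to 19994, and a mean correlation with its group of 0.841 against 0.873 to 0.879. Its label code is that of replicates 1 and 2. Without it, 488 genes were lower and 86 higher in uninjured TRF2 MuSC-cKO MuSCs. No explanation of these values was tested, and the design names no biological difference between replicates. At 3 DPI, control replicate 1 had 16.4% of its counts in its 100 most abundant genes, against 18.9% to 19.2%, and the lowest total of the 16 libraries, 620506.

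The remaining gaps were in single genes. Terf2 was at 88.6 CPM in uninjured control replicate 2 (65.6 to 66.8 in the others), Calcr at 213 in uninjured control replicate 4 (122 to 138), Sox8 at 259 in uninjured control replicate 1 (191 to 192), Pot1b at 28.8 in uninjured TRF2 MuSC-cKO replicate 4 (45.9 to 48.2) and Cdkn2a at 1.24 in uninjured TRF2 MuSC-cKO replicate 1 (14.7 to 15.1). At 3 DPI, Myog was at 44.6 CPM in control replicate 1 (83.1 to 88.9) and Myf5 at 36.3 in the library labelled TRF2 MuSC-cKO replicate 3 (22.4 to 22.6). Calcr and Sox8 were still called without the library named. These gaps were not tested further.

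The library labelled TRF2 MuSC-cKO replicate 3 at 3 DPI had a mean correlation with its group of 0.466, against 0.625 to 0.654 for the others. Library size does not account for it, since 15280 genes were detected after every library was thinned to 620406 counts, against at least 19760 in each other library. Its highest correlation with a library of another group was 0.480 and with one of its own group 0.479, where no other pair of libraries was below 0.595, so a library of another group in its place does not account for its distance from all the others. Its heat shock genes took 0.156% of the counts, against at least 3.79% in uninjured libraries, and its myeloid genes summed to 3236 CPM, against at most 245, so it is not an uninjured library. Whether its genotype label is right stays open, because it correlated no better with its own group. Few RNA molecules copied many times would leave few genes with 1 or 2 counts. The share was 9.27% of its detected genes, within the 8.31% to 18.0% of the other 15 libraries, and it cannot be told apart from other causes, because fewer genes detected also changes the share. The difference in RNA content that could follow from the genotype stays open and untested. Without this library, 13 genes were called lower and 3 higher at 3 DPI, against 0 and 0 with it.

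The genotype effect differed between uninjured and 3 DPI MuSCs in 3 genes among 16822 tested, where 966 had an unadjusted p under 0.05. Of 50 splits drawn, 2 gave as many calls, the real one included, and the largest other split gave 5. Most of these splits also mixed the genotypes of the uninjured libraries, which removes the uninjured effect. Those that kept the uninjured genotypes and redrew only the 3 DPI labels gave 1 and 5 calls. The splits therefore cannot tell the 3 genes from a redrawing of the 3 DPI labels. The interaction was -2.40 for Cdkn1a (adjusted p = 0.000944 from edgeR's quasi-likelihood test), -1.95 for Gas6 (adjusted p = 0.0181) and -2.40 for Ccng1 (adjusted p = 0.0181) on the log2 scale. In uninjured MuSCs, Cdkn1a rose from 97.7 to 502.8 CPM (log2 fold change 2.37), Gas6 from 260.6 to 1153.9 CPM (2.15) and Ccng1 from 39.8 to 129.1 CPM (1.68). At 3 DPI their log2 fold changes were -0.11, 0.12 and -0.79. With a replicate block, which does not follow a pairing of the libraries, Gas6 and Ccng1 no longer passed (adjusted p = 0.0503 for both) and 1 gene did. Without the library labelled TRF2 MuSC-cKO replicate 3, 13 genes passed.

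Of the lists, 5 differed between uninjured and 3 DPI MuSCs with the preset correlation. Relative to all genes, the median interaction was -0.40 for integrins (camera adjusted p = 0.00492), 0.34 for the maintenance genes of Fig. 4A (adjusted p = 9.8e-05), -0.73 for p53 targets (adjusted p = 6.5e-13), -0.89 for interferon-stimulated genes (adjusted p = 1.4e-06) and -1.14 for myeloid genes (adjusted p = 1.4e-07). With fry, p53 targets (adjusted p = 2.1e-05), interferon-stimulated genes (0.032) and myeloid genes (0.032) passed, and with an estimated correlation p53 targets (0.000208) and myeloid genes (0.0481). The integrins and the maintenance genes passed neither. Cells that kept TRF2 among the sorted cells of the 3 DPI libraries labelled TRF2 MuSC-cKO would weaken every effect of the genotype. Of the 369 genes called lower in uninjured MuSCs and tested at 3 DPI, 90.5% (334) were again lower. Of the 10 p53 targets called higher, 4 kept their direction (64 of 70 directed splits gave as many). Weaker effects can keep their direction, so the count of lower genes cannot argue against this explanation. Median log2 fold changes went from -1.05 to -0.61 in the maintenance genes and from 1.05 to -0.11 in the p53 targets. Whether these lists weakened by the same share was not tested. Cells that kept TRF2 stay open as a cause, because Terf2 was not lower at 3 DPI. That the response to TRF2 loss itself differs between the states stays open as well, and was not tested.

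Of 28 p53 target genes tested, 10 were called higher in uninjured TRF2 MuSC-cKO MuSCs and 0 lower, and the paper does not report them from these libraries. The list was higher as a set (median log2 fold change 1.05, or 0.99 relative to all genes, camera adjusted p = 8.2e-18, fry adjusted p = 6.0e-05, adjusted p = 0.00321 with an estimated correlation). With the GC or the length trend removed, the larger adjusted p was 3.2e-16. Background reads would raise any list of that expression, and the largest median of 10000 random lists matched on expression was 0.53. Dissociation stress would raise the immediate early genes, whose median was -0.26 relative to all genes. These tests argue against each of the technical explanations as the cause. The label codes of the uninjured libraries stay open for this list as for all uninjured differences. A p53 response to the loss of TRF2 is a hypothesis that may fit, found and tested on the same libraries. Against it stand other experiments of the paper, which detected no DNA damage response in TRF2 MuSC-cKO MuSCs. There, p53 deletion also did not restore regeneration, and the paper proposes that the defects do not depend on p53.

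Of 74 ribosomal protein genes tested, 57 were called lower in uninjured TRF2 MuSC-cKO MuSCs, with a median log2 fold change of -0.95 (camera adjusted p = 5.7e-62, fry adjusted p = 0.00488, adjusted p = 0.042 with an estimated correlation). The paper does not report them. Gene length does not account for the whole fall, since 390 other genes matched on length and expression had a median of -0.36. Dilution of abundant transcripts by unspliced or background RNA does not either, since 783 genes matched on expression had a median of -0.36. The matched genes fell too, where the median of all genes was 0.058, so either may account for a part of the fall. After the GC trend was removed the adjusted p was 4.0e-60. Reads moving to pseudogenes were too few, as predicted genes and ribosomal protein pseudogenes gained 0.279 percentage points of all counts where the ribosomal protein genes lost 1.11. At 3 DPI the list was lower with the preset correlation (relative median -0.90, adjusted p = 1.3e-28), but not with fry (0.0776) or an estimated correlation (0.257). A genotype effect may underlie it, with the label codes open.

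In control MuSCs, 3104 genes differed between 3 DPI and uninjured muscle, 1452 lower and 1652 higher, a contrast the paper does not report from these libraries. Only the real split, 1 of 35, gave as many, and the largest other split gave 1. Among the higher genes were all 16 of the tested myeloid genes, from a list of 18 (log2 fold changes from 3.42 to 8.77, median 5.36). Their sum was 119.7 to 245 CPM in uninjured libraries, 7525 to 9859 in control libraries at 3 DPI and 3236 to 8952 in those labelled TRF2 MuSC-cKO. RNA from myeloid cells among the cells sorted at 3 DPI is a candidate source of these 16 genes, and part of the injury effect on other genes may come with it. Spp1, which is also a marker shown for the osteogenic lineage, rose from 5.75 to 6311 CPM in control libraries. The difference in injury response itself stays open, since MuSCs are activated by injury.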

How the results depend on the processing

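The alternatives were set beforehand, except DESeq2 and limma on 7 libraries at 3 DPI and the unadjusted p-values, which were chosen after the data were examined. The direction of a list, and the choice of the 3 DPI lists and injury genes followed through the alternatives, were also settled after values were seen. Where no reason is given, the cause was not tested. Among values of single genes and lists, 1854 of 2095 kept their direction and their side of the threshold, 150 lost the threshold, 61 gained it and 30 changed direction.

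In uninjured MuSCs, 370 genes were called lower and 82 higher. Fits that each left out 1 library called from 214 to 488 lower and from 40 to 86 higher. The lowest number of lower genes came without control replicate 1 (214 lower and 45 higher), and the highest without control replicate 3 (488 and 86). Without control replicate 2 the numbers were 225 and 40, without control replicate 4 they were 234 and 41, without TRF2 MuSC-cKO replicate 1 they were 244 and 51, and without TRF2 MuSC-cKO replicate 3 they were 259 and 48. Of the 370 genes called lower, 213 remained called without control replicate 1 and 349 without control replicate 3. Without a minimum fold change, an adjusted p-value under 0.05 gave 182 higher.

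Scaling moved the balance between lower and higher genes. With library size alone, 212 genes were lower and 176 higher, the median log2 fold change of all genes rose from 0.058 to 0.244, and 212 of the 370 lower genes and all 82 higher genes remained called. Of the genes called, 54.6% were then lower, against 81.9%. Limma's robust fit called 351 lower and 151 higher (251 of the 370 and 51 of the 82 remained). A minimum of 10 counts in every library gave 376 lower and 190 higher, over 8869 genes tested, so fewer genes entered the adjustment. Removing the trend with gene length gave 445 lower and 52 higher. With all 16 libraries in 1 fit, 70 were lower and 12 higher, all among those called in the 8 uninjured libraries. That fit shares 1 spread with the 3 DPI libraries, whose coefficient of variation was 0.495 against 0.297. The rescaled table gave 11 lower and 6 higher. DESeq2 called 509 and 114, median-of-ratios size factors 386 and 78, limma-voom 380 and 81, the GC offsets 474 and 63, and no filter 503 and 92.

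The replicate numbers do not pair the libraries, since correlations between libraries of the same number, after group means were removed, ran from -0.111 to 0.111. With the number as a block, 448 genes were lower and 88 higher in uninjured MuSCs, 1 gene passed in the interaction in place of 3, and the block together with the GC offsets gave 538 lower and 63 higher.

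Of the 23 maintenance genes of Fig. 4A, 17 were called lower, from 12 to 19 across the 8 fits that each left out 1 library, and 6 with all 16 libraries in 1 fit. Of the 18 myogenic genes, 11 were called, from 6 to 14 across the 8 fits without 1 library, 6 with library size alone and 2 with all 16 libraries. The numbers were 6 without control replicate 1 and without TRF2 MuSC-cKO replicate 3, and 7 without control replicate 2 and without control replicate 4. Of the fig. S6C genes, 28 were called lower, from 17 (without control replicate 1) to 35 without 1 library and 9 with all 16. Of the named genes, 24 were called in uninjured MuSCs, from 18 to 28 without 1 library, 12 with all 16 and 5 with the rescaled table. Of 23 lists, 12 passed with the preset correlation, from 10 to 13 without 1 library, and 5 with an estimated correlation, namely both Fig. 4A lists, fig. S6C, p53 targets and ribosomal proteins.

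At 3 DPI, no gene was called in either direction. Limma called 1 gene higher, DESeq2 17 lower and 5 higher, all 16 libraries in 1 fit 3 lower, and the libraries of the shared label code 1 higher. Fits without 1 library, or without 1 per genotype, called from 0 to 13 lower and from 0 to 3 higher, and from 0 to 2 of the 8 myogenic genes. Numbers above 0 for the myogenic genes came only from fits without TRF2 MuSC-cKO replicate 3, and the fit that left out this library alone gave 13, 3 and 2. Of the myogenic genes, 1 was called with DESeq2 and 1 with all 16 libraries. On the 7 libraries left without that replicate, DESeq2 called 80 lower, 12 higher and 4 myogenic genes, and limma 3 lower and 1 higher. Unadjusted p-values under 0.02 gave 240 lower and 366 higher at 3 DPI, and 1042 lower and 688 higher in uninjured MuSCs. Of the lists followed at 3 DPI, 9 passed with the preset correlation, from 7 to 11 without 1 library or 1 per genotype, 2 passed with fry and 0 with an estimated correlation.

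In control MuSCs, 3104 genes differed between 3 DPI and uninjured muscle, from 2618 to 3344 without 1 library, and 1595 with all 16 libraries in 1 fit. Library size alone moved the median of all genes to 0.23 and the share of lower genes from 46.8% to 34.9%. In the interaction, 3 genes passed, with from 1 to 13 without 1 library, where the 13 came without TRF2 MuSC-cKO 3 DPI replicate 3 and all the others gave 1 or 2. Limma gave 79, DESeq2 24 and the minimum of 10 counts 8. Cdkn1a passed in all 23 settings, and Gas6 and Ccng1 each lost the threshold in 14.

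The share of variance on the first principal component was 27.6%, from 26.5% to 31.5% without 1 library. It was 23.9% for 500 genes, 30.8% with library size, 46.8% with variance-stabilized counts, 22.3% with the rescaled table and 34.3% with at least 10 counts. The genotypes differed in background receptor genes by 0.221 percentage points of the counts in uninjured MuSCs (from 0.194 to 0.273 without 1 library, and 0.609 with the rescaled table) and by 0.148 at 3 DPI (from 0.0856, without TRF2 MuSC-cKO replicate 3, to 0.196). The direction at 3 DPI reversed when receptor genes were counted in libraries thinned to 1 total, by -277 genes, while TRF2 MuSC-cKO replicate 3 had 363 such genes against at least 630 in the others. Leaving mitochondrial genes out of the total moved nothing, as none are in the table.

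The other values that reversed were of lists and genes that did not pass the threshold in any direction. The myofibre list, at 0.00 relative to all genes, was at -0.092 with limma, -0.025 with the block and from -0.080 to 0.21 without 1 library, below 0 only without TRF2 MuSC-cKO replicate 2. The mural list, at -0.36, was at 0.22 with at least 10 counts and 0.051 with all 16 libraries. It was at 0.08 without control replicate 3 and 0.15 without TRF2 MuSC-cKO replicate 3, in a range from -0.49 to 0.15. The endothelial list, at -0.14, ran from -0.35 to 0.063 without 1 library, above 0 without control replicate 1 and without TRF2 MuSC-cKO replicate 1. The tight junction list without claudins, at 0.10, was at -0.043 without a filter. Tinf2, at 0.15, was at -0.078 with limma, -0.16 with limma-voom, -0.016 with the block and -0.12 with the block and GC offsets. Without 1 library it ran from -0.51 to 0.47, below 0 without control replicate 3 (-0.079) and without TRF2 MuSC-cKO replicate 3 (-0.51). Terf2ip, at 0.079, was at -0.040 with all 16 libraries and -0.12 with the length offsets, and ran from -0.14 to 0.34 without 1 library, below 0 without control replicate 4 and without TRF2 MuSC-cKO replicate 3. Hey1, at -0.14, was at 0.059 with library size alone and ran from -0.30 to 0.027 without 1 library, above 0 without TRF2 MuSC-cKO replicate 2. At 3 DPI, Cdkn1a, at -0.11, was at 0.020 with library size alone, 0.018 in the shared label code, 0.033 with the length offsets and from -0.31 to 0.13 when 1 library, or 1 per genotype, was left out. Terf2, at 0.44, was at -0.18 in the shared label code.

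Fewer changes were detectable at 3 DPI. In simulated counts, 42 of 200 changed genes were recovered there against 115 of 200 in uninjured MuSCs, so a count of 0 at 3 DPI is not evidence of no change. The biological coefficient of variation was 0.495 at 3 DPI against 0.297, and the part played by depth was not separated from this spread. Single genes in uninjured MuSCs changed in 27 of 43 cases under at least 1 alternative, with 67 values that lost the threshold, 29 that gained it and 12 that reversed. Lists in uninjured MuSCs had 20, 15 and 10 such values. At 3 DPI, single genes had 13 values that gained the threshold and 8 that reversed, and lists 35 that lost it. The interaction genes had 28 values that lost the threshold, and Terf2 in the injury comparison 4 that gained it.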

Differences from the paper's values

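The alternatives were those set before the data were examined, unless said to be added later. In uninjured MuSCs, 370 genes were called lower in TRF2 MuSC-cKO than in control MuSCs, where the paper reports 1383, and 82 were called higher, where the paper reports 837. All 23 alternatives differed from the paper, with 11 to 538 genes lower and 6 to 190 higher. They do not include the combination in the paper's methods, limma's robust fit at an adjusted p-value under 0.02 alone. Limma's robust fit was counted only with the fold change over 1.5 (351 lower and 151 higher), and thresholds without a fold change only with edgeR. At an unadjusted p under 0.02 without a minimum fold change, a setting chosen after seeing the values, 1042 genes were lower and 688 higher, each within 1.5 times the paper's number. It was 1 of 6 combinations of an unadjusted p and a fold change looked at. The others gave 1475 and 1261 (under 0.05), 1127 and 1208 (under 0.05 with the fold change), 916 and 677 (under 0.02 with the fold change), 817 and 442 (under 0.01), and 766 and 441 (under 0.01 with the fold change). The paper's methods state adjusted p-values.

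The first principal component held 27.6% of the variance among the 8 uninjured libraries, where the paper states a variability of more than 50% between groups and does not tie it to a component. The 14 alternatives gave 22.3% to 46.8%, so none passed 50% on the first component. With variance-stabilized counts the second component held 13.9%, so that the first 2 together held 60.7% and passed the paper's bound, while in the other 13 alternatives they held 38.5% to 49.4%. The variance-stabilized counts (46.8%) and the filter of at least 10 counts in every library (34.3%) came within 1.5 times of that bound, and the other 12 did not.

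At 3 DPI, Fbln5 had a log2 fold change of 0.066 (standard error 0.35) between libraries labelled TRF2 MuSC-cKO and control libraries. The paper shows about -0.2 in fig. S6F, read by eye, which has the other sign but lies within that standard error. Of 38 alternatives, 29 differed. The others had the paper's sign and lay within their standard error of its value. They were limma (-0.058), no filter (-0.029), the fit without control replicate 4 (-0.043), the fit without TRF2 MuSC-cKO replicate 3 (-0.17), the 4 fits without that library and 1 control library, and the libraries of the shared label code (-0.25).

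Pax6 had a log2 fold change of 1.86 (standard error 0.69) at 3 DPI, where the paper shows about 0.62 in fig. S6F, read by eye. Of 38 alternatives, 28 differed. The others lay within their standard error of the paper's value, which was 0.75 or more for limma-voom and for the replicate block. They were limma (0.96), limma-voom (1.31), the replicate block alone (1.35) or with the GC offsets (1.38), the shared label code (1.07), the fit without TRF2 MuSC-cKO replicate 3 (0.68) and the 4 fits without that library and 1 control library.

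The paper names Pax7, Notch2, Dll1, Hes1 and Ezh1 among the stem cell genes that fell in uninjured MuSCs, and here they had log2 fold changes of -0.53, -0.53, -1.27, -0.45 and -0.60 and were not called. Of the alternatives, limma (adjusted p = 0.0178) and the fit without control replicate 3 (edgeR's adjusted p = 0.0110) called Pax7. DESeq2 and the length offsets called Notch2. Limma, no filter, the replicate block, the GC offsets, the block with the GC offsets, and the fits without control replicate 3 and without TRF2 MuSC-cKO replicate 1 called Dll1. None of them called Hes1 or Ezh1. For Pax7, the paper also reports a significant fall by quantitative RT-PCR, which does not rest on these libraries.

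The paper names Myf5 as lower in uninjured MuSCs and shows Des as lower, and here they had log2 fold changes of -0.76 and -0.68 and were not called. Both were called by limma-voom, DESeq2, no filter, the replicate block, the GC offsets and the block with the GC offsets, and without control replicate 3. Myf5 was also called with at least 10 counts, with the length offsets and without TRF2 MuSC-cKO replicate 4, and Des by limma. The paper counts Hey1 and Dll1 among lower genes in Fig. 7E. Hey1 had a log2 fold change of -0.14 and was not called under any alternative.

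The paper states that tight junction pathways fell in TRF2 MuSC-cKO MuSCs. Here 0 of 9 claudins and 0 of 15 other tight junction genes were called, and at an unadjusted p under 0.05, 2 of each were higher. The claudins had a median 0.60 above that of all genes, and the other genes 0.10. The paper also states that pathways of interaction between the extracellular matrix and its receptors fell. The integrins had a median 0.53 above that of all genes, with 2 of 26 called lower and 1 higher. The collagens had a median 0.27 above that of all genes, but 9 of 42 were called lower and 2 higher. Camera and fry gave the collagens the direction down without passing (adjusted p = 0.507 and 0.639). The 11 laminins had a relative median of -0.03, with 1 called lower (camera adjusted p = 0.532). The lists used here are not those of the KEGG library. The measure differs as well, since the paper looked for pathways enriched among its lower genes and not for a shift of whole lists. By calls, the 9 of 42 collagens stand against 370 lower of all 14048 genes tested.

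The paper describes the variability between replicates as minimal. Correlations between replicates were 0.832 to 0.899 in control and 0.788 to 0.821 in TRF2 MuSC-cKO uninjured libraries.

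The paper states that myogenic genes were lower at 3 DPI. All 8 genes had estimates below 0 here, and 0 of 8 were called, with 5 at an unadjusted p under 0.05. Des was called by DESeq2 (adjusted p = 0.00144), with all 16 libraries in 1 fit (adjusted p = 0.0113), and without TRF2 MuSC-cKO replicate 3 (log2 fold change -1.61, edgeR's adjusted p = 0.00273), as well as in 3 of the 4 fits without that library and 1 control library. On the 7 libraries without that replicate, DESeq2 also called Des, Myod1 and Myog (adjusted p = 2.0e-08, 0.00265 and 0.00373), a setting chosen after seeing the values.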

Other observations

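Of the tests here, those of background reads and of label codes were chosen only after the results were seen.

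The genotype difference in uninjured MuSCs was not matched by other groupings, since 1 of 35 splits of the 8 libraries, the real one, gave as many calls and the largest other split gave 1. At 3 DPI all 35 of 35 splits gave as many, because the real split gave 0. At an unadjusted p under 0.05, the real split at 3 DPI gave 521 genes lower and 841 higher.

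The called genes of uninjured MuSCs were tested against technical explanations. With the GC trend of each library removed, 369 of the 370 lower genes were still called, and with the length trend removed 322 were. With every library thinned to 620406 counts, 287 genes were lower and 83 higher, or 77.6% lower. None of these accounts for the lower genes. Of the 82 higher genes, 63 were still called with the GC trend removed and 50 with the length trend removed. Background reads were more frequent in uninjured TRF2 MuSC-cKO libraries, at 0.429% to 0.591% of the counts in receptor genes that MuSCs should not use, against 0.212% to 0.445% in control libraries (exact permutation test, two-sided p = 0.0571). The shares overlapped. The test then made compared rises in CPM, and replaced the comparison of shares. The 82 genes called higher rose by at least 17.8 CPM (median 48.3). Because calling selects large rises, the 1505 receptor genes, which were not selected, were held to the same rise. It was reached by 0 of them, where 5.06 would reach it at the rate at which genes were called higher in the whole table (exact Poisson test, one-sided p = 0.00637), and the largest receptor rise was 11.6 CPM. Per kilobase of transcript, 68 of 81 called genes with a known length rose by more than any receptor gene. The expected number takes receptor genes to rise as often as any gene in the table. Their mean was 2.10 CPM in control and 3.34 CPM in TRF2 MuSC-cKO libraries, so they measure only background that reaches all genes alike. Background of that kind does not account for the higher genes as a set. A small contribution to single genes stays open, as does background that falls mainly on other genes, which was not tested.

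A lower share of MuSCs among the sorted cells would lower the maintenance genes and raise the markers of every other cell type alike. Of 6 lists of other cell types, 1 passed the threshold and was higher, the glial list (relative median 0.53, camera adjusted p = 0.0235), and 0 passed it and were lower, while the medians of 2 lists lay below that of all genes. Relative medians and adjusted p-values were 0.48 and 0.532 for fibro-adipogenic progenitors, -0.14 and 0.867 for endothelial cells, 0.55 and 0.0851 for myeloid cells, -0.36 and 0.716 for mural cells and 0.00 and 0.713 for myofibers. Camera's own direction was opposite to the median for fibro-adipogenic progenitors and myofibers (down) and for endothelial and mural cells (up). With fry, the glial and the myeloid lists both passed and were higher (adjusted p = 0.00947 and 0.0259), and with an estimated correlation neither did (0.118 and 0.183). The myeloid list passed in 5 of 16 alternatives, with adjusted p-values from 0.000267 to 0.218. Single genes moved both ways. Of the 14 fibro-adipogenic genes tested, 4 were called lower and 3 higher, and 1 glial gene was called lower. In the mural list 2 genes were called higher, and in the myofiber list 1 lower and 1 higher. The rises of the glial and myeloid lists go with a lower share of MuSCs. As sets, the 6 lists neither rose together nor moved apart past the threshold. A lower share of MuSCs therefore cannot be told apart from lower expression within MuSCs by these lists. A rise in glial or myeloid genes alone stays open as well.

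Sex does not account for the genotype difference, since Y-linked genes were present in each uninjured library (at least 170.7 CPM) and did not differ between genotypes (exact permutation test, p = 0.4), nor did Xist (p = 0.257). Immediate early genes, a sign of dissociation, were lower in uninjured TRF2 MuSC-cKO MuSCs (camera adjusted p = 0.00777, fry adjusted p = 0.0453, adjusted p = 0.309 with an estimated correlation). A difference in the stress of dissociation may therefore underlie part of the genotype difference, namely in these genes, and was not told from a difference in the cells before isolation. Heat shock genes took 3.79% to 4.92% of the counts in uninjured libraries and 0.156% to 0.390% at 3 DPI.

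The uninjured libraries carry 4 label codes whose meaning the paper's text does not give, and 0 of the 4 hold both genotypes. Differences between litters or cages, should the codes stand for them, cannot be told apart from the genotype in uninjured MuSCs. At 3 DPI, 1 code holds both genotypes, with 2 libraries each. In those 4 libraries, 296 of 369 genes called lower in uninjured MuSCs were lower again (80.2%), and 55 of the 81 called higher were higher, while 50.6% of all genes were below 0.

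A genotype effect shared by both states was tested by the direction at 3 DPI of the genes called in uninjured MuSCs. Of 450 tested, 377 (83.8%) kept their direction, and of 70 directed splits of the 3 DPI libraries, 1 gave as many, the real one. This is consistent with a shared effect, although it rests on the lower genes. These kept their direction in 334 of 369 cases (90.5%), or 277 of 312 (88.8%) without ribosomal protein genes, against 43 of 81 (53.1%) for the higher genes, which 24 of 70 splits matched. A technical difference between genotypes that is common to both states is not excluded by this test.

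Other lists in uninjured MuSCs were tested as well. Interferon-stimulated genes had a relative median of 0.20 (camera adjusted p = 0.0978), background receptor genes 0.14 (0.507), replication histones -0.29 (0.0235) and predicted genes 0.37 (0.001). For background receptor genes, the relative median ran from 0.19 to 0.61 without 1 library. Of 16 alternatives, 12 gave the same result for them, and their lowest camera adjusted p was 0.0032. With fry, the interferon-stimulated genes (adjusted p = 0.0184), the histones (0.0127) and the predicted genes (0.0321) passed, and with an estimated correlation none of these did. None of the 7 shelterin genes was called. At an unadjusted p under 0.05, 2 passed, Terf2 (lower) and Pot1b (0.97, edgeR's adjusted p = 0.105), while Terf1 was at -0.53, Pot1a at 0.27 and Acd at -0.70. Of the senescence genes of fig. S9C, Cdkn1c was called lower (log2 fold change -1.25, adjusted p = 0.00259), and Trp53 (-0.71, adjusted p = 0.123), Cdkn2a (0.57, adjusted p = 0.678) and Cdkn2c (-0.64, adjusted p = 0.372) were not. Cdkn1c was no longer called without control replicate 1, with all 16 libraries in 1 fit or with the rescaled table. Foxo3 was at -0.34 (adjusted p = 0.353). In control MuSCs, Terf2 was lower at 3 DPI than in uninjured muscle (log2 fold change -0.75, adjusted p = 0.0201, not called, but called without uninjured control replicate 3, where it was -0.85, and by limma, DESeq2 and median-of-ratios size factors), and its interaction was 1.14 (adjusted p = 0.824).

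At 3 DPI, 9 lists passed with the preset correlation. Relative medians were -0.61 for the maintenance genes, -0.61 for the myogenic genes of uninjured MuSCs, -0.31 for fig. S6C, -0.28 for focal adhesion, -0.63 for interferon-stimulated genes, -0.42 for myeloid genes, -0.99 for replication histones, -0.90 for ribosomal proteins and 0.68 for predicted genes. With fry, the first 2 passed (adjusted p = 0.039 each), and none passed with an estimated correlation.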
